# Mitochondrial calcium exchange links metabolism with the epigenome to control cellular differentiation

**DOI:** 10.1038/s41467-019-12103-x

**Published:** 2019-10-04

**Authors:** Alyssa A. Lombardi, Andrew A. Gibb, Ehtesham Arif, Devin W. Kolmetzky, Dhanendra Tomar, Timothy S. Luongo, Pooja Jadiya, Emma K. Murray, Pawel K. Lorkiewicz, György Hajnóczky, Elizabeth Murphy, Zoltan P. Arany, Daniel P. Kelly, Kenneth B. Margulies, Bradford G. Hill, John W. Elrod

**Keywords:** Metabolomics, Calcium signalling, Histone post-translational modifications, Cardiovascular biology

## Abstract

Fibroblast to myofibroblast differentiation is crucial for the initial healing response but excessive myofibroblast activation leads to pathological fibrosis. Therefore, it is imperative to understand the mechanisms underlying myofibroblast formation. Here we report that mitochondrial calcium (_m_Ca^2+^) signaling is a regulatory mechanism in myofibroblast differentiation and fibrosis. We demonstrate that fibrotic signaling alters gating of the mitochondrial calcium uniporter (mtCU) in a MICU1-dependent fashion to reduce _m_Ca^2+^ uptake and induce coordinated changes in metabolism, i.e., increased glycolysis feeding anabolic pathways and glutaminolysis yielding increased α-ketoglutarate (αKG) bioavailability. _m_Ca^2+^-dependent metabolic reprogramming leads to the activation of αKG-dependent histone demethylases, enhancing chromatin accessibility in loci specific to the myofibroblast gene program, resulting in differentiation. Our results uncover an important role for the mtCU beyond metabolic regulation and cell death and demonstrate that _m_Ca^2+^ signaling regulates the epigenome to influence cellular differentiation.

## Abstract (web summary)

Myofibroblast differentiation contributes to extracellular matrix remodeling and fibrosis. Here, the authors report that alterations in mitochondrial calcium uptake is essential for metabolic reprogramming and epigenetic signaling for activation of the myofibroblast gene program.

## Introduction

Fibroblast to myofibroblast differentiation is a universal response to injury whereby fibroblasts differentiate from a quiescent structural role into contractile and synthetic myofibroblasts, which are vital to wound healing^1–3^. However, the reparative characteristics of myofibroblasts also contribute to pathological fibrosis. These cells produce copious extracellular matrix (ECM) proteins such as periostin, collagen, and fibronectin, and can remodel tissues due to de novo expression of α-smooth muscle actin (α-SMA)^3,4^. Differentiation of fibroblasts into myofibroblasts is initiated and sustained by several agonists including: Transforming Growth Factor-beta (TGFβ), Angiotensin II (AngII), Endothelin 1 (ET1), and mechanical tension, which initiate distinct, yet interconnected, signaling pathways^1,5^. Since acquisition and retention of the myofibroblast state is an important mediator of pathological fibrosis, it is important to define the molecular mechanisms that mediate this differentiation process^3,5–7^.

Recently it has become appreciated that a sustained elevation in cytosolic calcium (_c_Ca^2+^) promotes the conversion of quiescent fibroblasts into myofibroblasts. Profibrotic mediators TGFβ, AngII, and ET1 trigger an increase in _c_Ca^2+^^8–10^. In addition, multiple groups have established transient receptor potential (TRP) channels as contributors to cardiac fibrosis and myofibroblast differentiation. TRPV4, TRPM7, and TRPC6 have all been implicated in myofibroblast differentiation^11–13^. While _c_Ca^2+^ signaling appears to be necessary for both TGFβ-dependent and TGFβ-independent signaling pathways, other cellular Ca^2+^ domains, such as mitochondrial calcium (_m_Ca^2+^), have not been explored. Elevations in _c_Ca^2+^ are rapidly integrated into mitochondria through the mitochondrial calcium uniporter channel complex (mtCU) due to the high electromotive force generated by the electron transport chain (ETC) (Δψ = ~ −160 mv)^14^. _m_Ca^2+^ directly impacts cellular bioenergetics through the activation of dehydrogenases in the TCA cycle and by modulating ETC function^15–17^. This is intriguing as alterations in metabolism are reported to be essential to cell fate determination, i.e., pluripotency vs. committed/specified cells^18–20^. Indeed, alterations in the levels of various metabolites have been linked to the activity of epigenetic-modifying enzymes, providing a direct link between cellular metabolism and gene expression^18,20^.

Here, we investigate the role of _m_Ca^2+^ uptake in cellular differentiation. This study reveals that alterations in _m_Ca^2+^ exchange, via MICU1-dependent mtCU gating, is a central regulatory mechanism linking canonical signaling pathways with adaptive changes in mitochondrial metabolism and epigenetics that are necessary to drive cellular differentiation.

## Results

### Ablation of _m_Ca^2+^ uptake in fibroblasts

To examine the contribution of _m_Ca^2+^ uptake to myofibroblast differentiation, we conditionally deleted *Mcu*, the pore-forming subunit of the mtCU that is necessary for _m_Ca^2+^ uptake (Fig. 1a)^17,21–23^. Mouse embryonic fibroblasts (MEFs) were isolated from E13.5 *Mcu*^fl/fl^ embryos and transduced with adenovirus-encoding Cre recombinase (Ad-Cre) or beta-galactosidase (Ad-βgal, adenoviral control) for 24 h, and 4 days later cell lysates were analyzed by Western blot. Cre-mediated deletion of exons 5–6 caused complete loss of MCU protein (Fig. 1c). We also observed a loss of mtCU components MCUB and EMRE (Fig. 1c), likely attributed to protease mediated degradation of the other structural/channel-forming mtCU components^24^. Voltage-dependent anion channel (VDAC) and the UQCRC2 (Ubiquinol-cytochrome-c reductase complex core protein 2) subunit of Complex III (CIII) were used as mitochondrial loading controls and tubulin served as a total lysate loading control. Next, *Mcu*^fl/fl^ MEFs were infected with Ad-Cre or Ad-βgal and 72 h later transduced with adenovirus encoding a mitochondrial-targeted genetic Ca^2+^ reporter (Mito-R-GECO) for 48 h. Prior to live-cell imaging, cells were loaded with the calcium sensitive dye Fluo-4 AM to measure cytosolic calcium (_c_Ca^2+^) transients. After baseline recordings, cells were treated with ATP to initiate purinergic receptor-mediated IP3R Ca^2+^ release. Control MEFs (Ad-βgal) displayed robust _m_Ca^2+^ transients, whereas *Mcu*^−/−^ MEFs (Ad-Cre) displayed complete loss of _m_Ca^2+^ uptake (Fig. 1d, e). Further, loss of MCU-mediated uptake elicited a significant increase in _c_Ca^2+^ transients, suggesting that mitochondria buffer _c_Ca^2+^ signaling in fibroblasts (Fig. 1f, g). In addition, loss of _m_Ca^2+^ uptake enhanced cytosolic signaling. Using an adenovirus-encoding NFATc1-GFP, we measured nuclear translocation of NFATc1 following fibrotic stimuli. NFATc1 normally resides in the cytoplasm, but upon increased _c_Ca^2+^ NFATc1 is dephosphorylated and translocates into the nucleus to regulate gene transcription^25^. Treatment with TGFβ or AngII for 24 h induced nuclear translocation of NFATc1 in control cells (Ad-βgal) and this was slightly potentiated in *Mcu*^−/−^ fibroblasts (Ad-Cre) (Supplementary Fig. 1a, b).

**Fig. 1:**
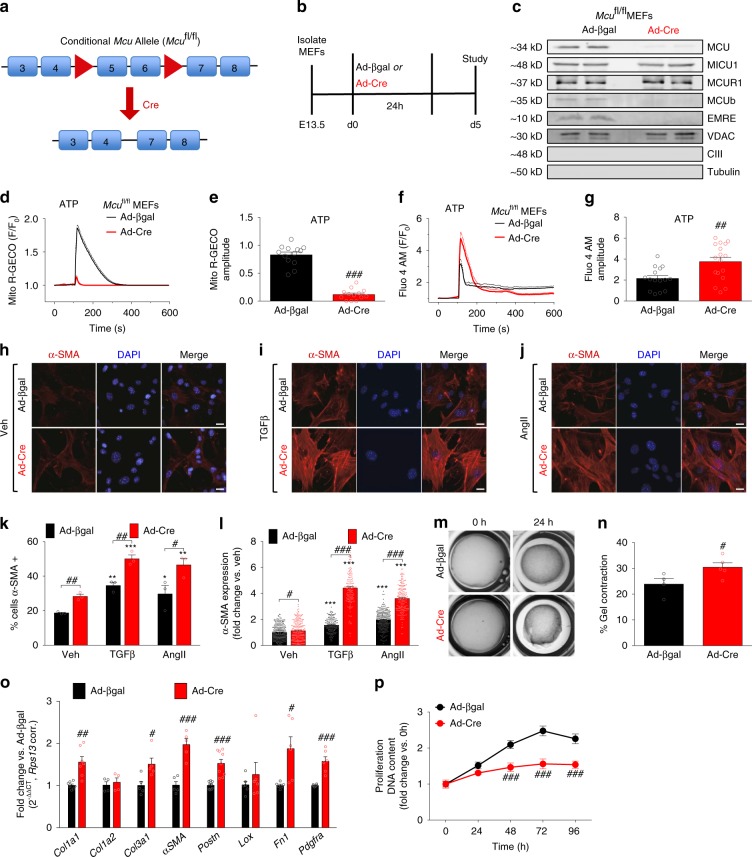
Loss of _m_Ca^2+^ uptake enhances the myofibroblast differentiation. **a** *Mcu* conditional allele with LoxP sites flanking exons 5–6. **b** Experimental timeline for deletion of *Mcu* in mouse embryonic fibroblasts (MEFs). MEFs were isolated from *Mcu*^fl/fl^ embryos at E13.5 and infected with adenovirus encoding Cre recombinase (Ad-Cre) or the control beta-galactosidase (Ad-βgal) for 24 h. **c** Expression of mtCU components was examined by Western blot in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs. MICU1 Mitochondrial Ca^2+^ Uptake 1, MCUR1 Mitochondrial Ca^2+^ Uniporter Regulator 1, MCUB Mitochondrial Ca^2+^ Uniporter B, EMRE Essential MCU Regulator. Mitochondrial loading controls: Voltage-dependent anion channel (VDAC) and complex III (CIII, subunit-UQCRC2) served as mitochondrial loading controls and tubulin as total lysate loading control. **d** *Mcu*^−/−^ and control were transduced with adenovirus encoding the mitochondrial calcium sensor, Mito R-GECO. 1 mM ATP was delivered to initiate IP3R-mediated Ca^2+^ release; *n* = 13 cells. **e** Amplitude (peak intensity–baseline). **f** *Mcu*^−/−^ and control were loaded with the Ca^2+^-sensitive dye Fluo-4 AM. Fluorescence was recorded during 1 mM ATP treatment; *n* = 15 cells Ad-βgal, *n* = 17 cells Ad-Cre. **g** Amplitude (peak intensity–baseline). **h**–**l** MEFs were treated with TGFβ or AngII for 24 h and immunofluorescence was performed by costaining with α-smooth muscle actin (α-SMA) antibody (red) and DAPI (blue); *n* = 3. **h**–**j** Representative images. **k** Percentage of α-SMA positive cells. **l** α-SMA expression (fluorescence intensity). **m**, **n** Collagen gel contraction assay; *n* = 4 Ad-βgal, *n* = 5 Ad-Cre. **m** Representative images. **n** Gel contraction calculated as percent change from time 0 h. **o** Fold change in expression of myofibroblast genes (vs. Ad-βgal control). *Col1a1* collagen type I alpha 1 chain, *Col1a2* collagen type I alpha 2 chain, *Col3a1* collagen type III alpha 1 chain, *α-SMA (Acta2)* α-smooth muscle actin, *Postn* periostin, *Lox* lysyl oxidase, *Fn1* fibronectin 1, *Pdgfra* platelet derived growth factor receptor alpha col1a1 (*n* = 7), col1a2 (*n* = 4), col3a1 (*n* = 5), aSMA (*n* = 5), Postn (*n* = 9), Lox (*n* = 6), Fn1 (*n* = 6), Pdgfra (*n* = 6). **p** Cell proliferation measured by quantifying DNA content; *n* = 6. *Ca*^*2+*^ traces: solid line = mean, dashed line = SEM. Data shown as mean ± SEM. ***p < 0.001, **p *<* 0.01, *p < 0.05 vs. vehicle control analyzed by ANOVA. ^###^*p* < 0.001, ^##^*p* < 0.01, ^#^*p* < 0.05 vs. Ad-βgal analyzed by *t*-test. Scale bar = 50 μm. Also see Supplementary Fig. 1

### Loss of _m_Ca^2+^ uptake promotes myofibroblast differentiation

To determine the role of _m_Ca^2+^ signaling in myofibroblast differentiation, *Mcu*^fl/fl^ MEFs were infected with Ad-Cre or Ad-βgal and 5 days later treated with TGFβ or AngII. MEFs were examined for differentiation into a myofibroblast by quantifying α-smooth muscle actin (α-SMA) stress fiber formation, the prototypical marker of myofibroblasts^3^. *Mcu*^−/−^ MEFs (Ad-Cre) displayed increased myofibroblast formation at baseline (vehicle) and following 24 h TGFβ or AngII treatment as evidenced by an increase in the percentage of α-SMA+ cells and a ~4-fold increase in α-SMA expression vs. controls (Ad-βgal) (Fig. 1h–l). Functionally, *Mcu*^−/−^ MEFs displayed increased contraction of collagen gel matrices, even without TGFβ or AngII treatment, indicative of enhanced acquisition of the myofibroblast phenotype (Fig. 1m, n). We also observed that loss of mtCU-mediated Ca^2+^-uptake alone was sufficient to increase expression of key myofibroblast genes including: collagens (*Col1a1* and *Col3a1)*, α-SMA (*Acta2*), periostin (*Postn*), fibronectin (*Fn1*) and platelet derived growth factor receptor alpha (*Pdgfra*) (Fig. 1o). Importantly, the observed enhancement in *Mcu*^−/−^ α-SMA+ cells and gel contraction was not due to increased proliferation. *Mcu*^−/−^ MEFs showed significantly reduced proliferation rates, as measured by DNA content, which is also characteristic of a more differentiated cell type (Fig. 1p). Collectively, these data show that loss of _m_Ca^2+^ uptake promotes myofibroblast differentiation.

### Fibrotic stimuli alter mtCU gating to reduce _m_Ca^2+^ uptake

Given the significant impact that loss of _m_Ca^2+^ uptake had on myofibroblast formation we next examined if acute fibrotic signaling directly altered mtCU function. First, we used live cell imaging to measure Ca^2+^ transients in WT fibroblasts incubated with or without TGFβ for 12 h. MEFs were transduced with Mito-R-GECO for 48 h and loaded with Fura-2 prior to imaging to measure _m_Ca^2+^ and _c_Ca^2+^ transients in response to ATP-stimulated IP3R Ca^2+^ release. TGFβ pretreated cells showed significantly increased _c_Ca^2+^ and significantly decreased total _m_Ca^2+^ load (Fig. 2a, b, Supplementary Fig. 2a, b).

**Fig. 2:**
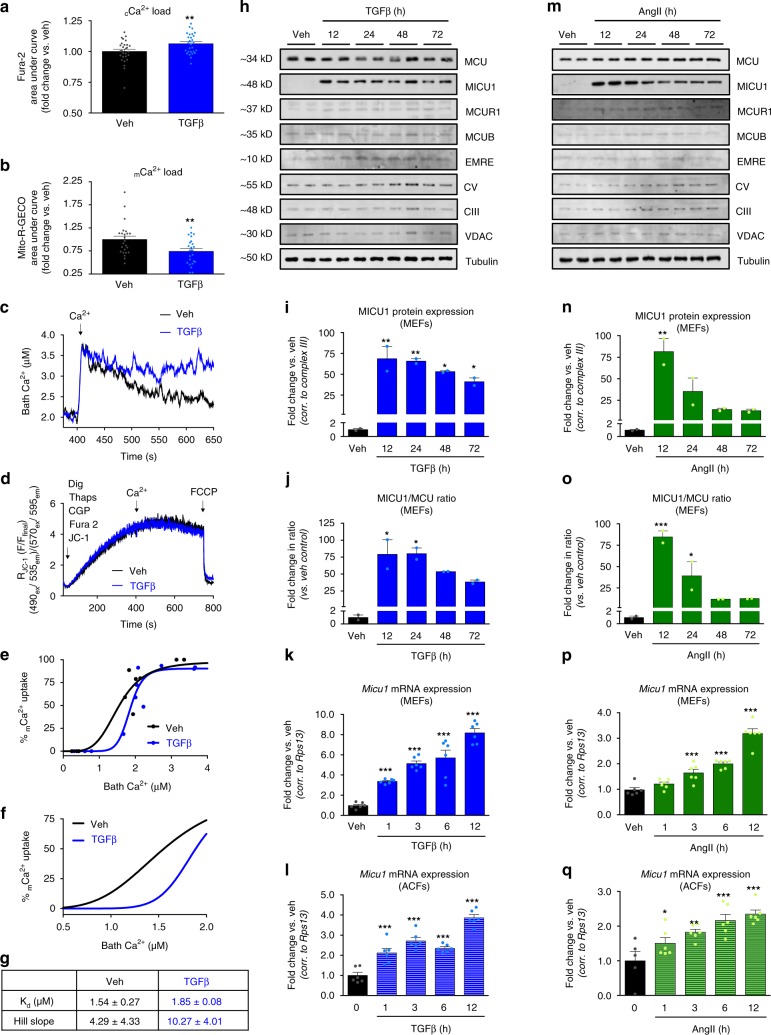
Profibrotic stimuli alter mtCU gating to reduce _m_Ca^2+^ uptake. **a** MEFs plus or minus (+/−) 12 h TGFβ were loaded with Ca^2+^-sensitive dye Fura-2. Fluorescence was recorded and 1 mM ATP was delivered to initiate IP3R-mediated Ca^2+^ release. Cytosolic Ca^2+^ (_c_Ca^2+^) load was determined by calculating area-under-the-curve (AUC) of _c_Ca^2+^ transients; *n* = 28 cells. **b** MEFs +/− 12 h TGFβ were transduced with adenovirus encoding the mitochondrial calcium (_m_Ca^2+^) sensor, Mito-R-GECO. Fluorescence was recorded during 1 mM ATP treatment. _m_Ca^2+^ load was determined by calculating AUC; *n* = 24 cells. **c**–**g** MEFs +/− 12 h TGFβ were permeabilized with digitonin in the presence of thapsigargin (SERCA inhibitor) and CGP-37157 (NCLX inhibitor) and loaded with Ca^2+^ sensor Fura-2 and Δψ sensor JC-1 for ratiometric monitoring during Ca^2+^ additions. **c** Representative Ca^2+^ traces in untreated (black) and TGFβ-treated (blue) MEFs. **d** JC-1 derived Δψ in untreated (black) and TGFβ-treated (blue) MEFs. **e**, **f** Dose response curve of _m_Ca^2+^ uptake following different [Ca^2+^] boluses. **g** Kinetic parameters derived from data in panel **e**. **h**–**j** MEFs were treated with TGFβ and cell lysates were immunoblotted for components of the mtCU, including pore forming subunit MCU and regulatory subunits MICU1 (Mitochondrial Ca^2+^ Uptake 1), MCUR1 (Mitochondrial Ca^2+^ Uniporter Regulator 1), MCUB, and EMRE (Essential MCU Regulator), as well as OxPhos Complexes CV (ATP5A) and CIII (subunit-UQCRC2), VDAC (Voltage-dependent anion channel), and tubulin. Mitochondrial loading controls: VDAC and CIII; total lysate loading control: tubulin. Band density was normalized to CIII; *n* = 3. **k**, **l** MEFs and mouse adult cardiac fibroblasts (ACFs) were treated with TGFβ and *Micu1* mRNA was analyzed by qPCR. *n* = 6. **m**–**o** MEFs were treated with AngII and cell lysates were immunoblotted for MCU, MICU1, MCUR1, MCUB, and EMRE, as well as OxPhos Complexes CV and CIII, VDAC, and tubulin. Mitochondrial loading controls: VDAC and CIII. Total lysate loading control: tubulin. Band density was normalized to CIII; *n* = 3. **p**, **q** MEFs and mouse ACFs were treated with AngII and *Micu1* mRNA was analyzed by qPCR (*n* = 6). Data shown as mean ± SEM. ***p < 0.001, **p < 0.01, *p < 0.05 vs. vehicle control analyzed by ANOVA. Also see Supplementary Fig. 2

Next, we measured the impact of acute TGFβ signaling on _m_Ca^2+^ uptake in a permeabilized cell system. This high-fidelity system allows careful monitoring of uptake independent of changes in other calcium transport mechanisms. After treating WT MEFs with TGFβ for 12 h, fibroblasts were permeabilized with digitonin, in the presence of thapsigargin (SERCA inhibitor to prevent ER Ca^2+^ uptake) and CGP-37157 (NCLX inhibitor to block _m_Ca^2+^ efflux), and loaded with the Ca^2+^ sensor Fura-2 for ratiometric monitoring using a spectrofluorometer. An increase in Fura-2 signal signifies an increase in bath Ca^2+^ and a decrease in Fura-2 signal after each bolus represents _m_Ca^2+^ uptake. TGFβ-treated fibroblasts displayed a decrease in _m_Ca^2+^ uptake following the delivery of ~0.25–2 µM [Ca^2+^] (representative trace shown in Fig. 2c). Importantly, simultaneous monitoring of mitochondrial membrane potential (Δψ) using the ratiometric reporter, JC-1, showed no difference in the driving force for uptake (Fig. 2d). After calibration of the Fura-2 reporter (Supplementary Fig. 2c), we quantified the percentage of _m_Ca^2+^ uptake over a range of bath Ca^2+^ concentrations and data points were fit to the Hill equation using a nonlinear least-squares fit. From the dose response curve, we observed the nonlinear nature of mtCU-mediated _m_Ca^2+^ uptake, consistent with other reports (Fig. 2e)^26–28^. TGFβ treatment for 12 h shifted the dose-response curve to the right, demonstrating an increase in the [Ca^2+^] threshold for _m_Ca^2+^ uptake (Fig. 2e, f). The calculated *K*_d_ value was ~1.5 μM in control cells and ~1.9 μM in TGFβ-treated cells, indicating that following TGFβ higher [_c_Ca^2+^] was needed to achieve 50% maximal mtCU uptake (Fig. 2g). In addition, the Hill coefficient identified a difference in the slopes of the dose response curves (Fig. 2g), 4.29 in control cells vs. 10.27 in TGFβ-treated cells, demonstrating that TGFβ indeed enhanced mtCU gating, allowing virtually no uptake until a given threshold was reached.

To probe the mechanism responsible for TGFβ-induced alterations in _m_Ca^2+^ uptake, we treated WT fibroblasts with TGFβ and 12, 24, 48, and 72 h later extracted protein to examine expression of mtCU components. Western blot analysis revealed a dramatic increase in MICU1 expression 12 h after treatment (Fig. 2h, i). CIII (subunit UQCRC2) and VDAC served as mitochondrial loading controls and tubulin served as a total lysate loading control. Since the MICU1/MCU ratio underlies tissue-specific differences in the mtCU [_c_Ca^2+^] threshold of uptake^29^, we quantified the relative change in MICU1/MCU ratio. TGFβ treatment rapidly increased the MICU1/MCU ratio (Fig. 2j). We also observed a similarly large increase in MICU1 expression in MEFs treated with AngII (Fig. 2m–o), suggesting this is a conserved mtCU regulatory mechanism during myofibroblast differentiation. The substantial increase in the MICU/MCU ratio is in agreement with our observed change in _m_Ca^2+^ uptake following TGFβ treatment and is consistent with other reports ascribing that MICU1 is a gatekeeper restricting mtCU-mediated Ca^2+^ uptake at signaling levels of [_c_Ca^2+^]^28,30^. We propose that profibrotic agonists signal to acutely upregulate MICU1 expression to inhibit _m_Ca^2+^ uptake and initiate myofibroblast differentiation signaling. The relative expression of additional mtCU components was also quantified (Supplementary Fig. 2d–k). This increase in MICU1 protein expression is likely due to TGFβ-mediated and AngII-mediated transcriptional upregulation of *Micu1* (Fig. 2k, p) that occurs as early as 1 h following stimulation. Neither TGFβ or AngII induced a change in MCU expression (Supplementary Fig. 2l, n). Increases in the MICU1/MCU ratio were also evident at the transcriptional level (Supplementary Fig. 2m, o). We found the same phenomenon in mouse adult cardiac fibroblasts (ACFs) treated with TGFβ and AngII-upregulation of MICU1 and an increase in the MICU1/MCU ratio (Fig. 2l, q, Supplementary Fig. 2p–s).

### TGFβ/AngII signaling elicits dynamic changes in fibroblast metabolism

_c_Ca^2+^ is integrated into the mitochondrial matrix via the mtCU, a mechanism theorized to integrate cellular demand with metabolism and respiration^17,31–33^. Further, metabolic reprogramming is required for numerous cellular differentiation programs^19,20^ and recent studies suggest that enhanced glycolysis promotes fibroblast differentiation^34,35^. This prompted us to examine metabolic changes in glycolysis and oxidative phosphorylation during myofibroblast differentiation. *Mcu*^fl/fl^ MEFs were transduced with Ad-Cre or Ad-βgal and 5 days later treated with TGFβ or AngII for 12, 24, 48, or 72 h, followed by measurement of extracellular acidification rates (ECAR, glycolysis) and oxygen consumption rates (OCR, OxPhos) using a Seahorse XF96 analyzer (Supplementary Fig. 3a–c). TGFβ elicited a significant increase in basal respiration (~135% increase from baseline) and glycolysis (>400% increase from baseline) peaking 48 h after treatment (Fig. 3a, c). AngII likewise caused a rapid increase in glycolysis (45% increase from baseline), peaking ~12 h; however, AngII caused a slight decrease in basal respiration (Fig. 3b, d). Interestingly, loss of MCU (Ad-Cre) further enhanced the increased glycolysis induced by both TGFβ and AngII >2-fold, as compared to control (Ad-βgal) (Fig. 3e). Other Seahorse metabolic parameters under all conditions are reported in Supplementary Fig. 3d–g.

**Fig. 3:**
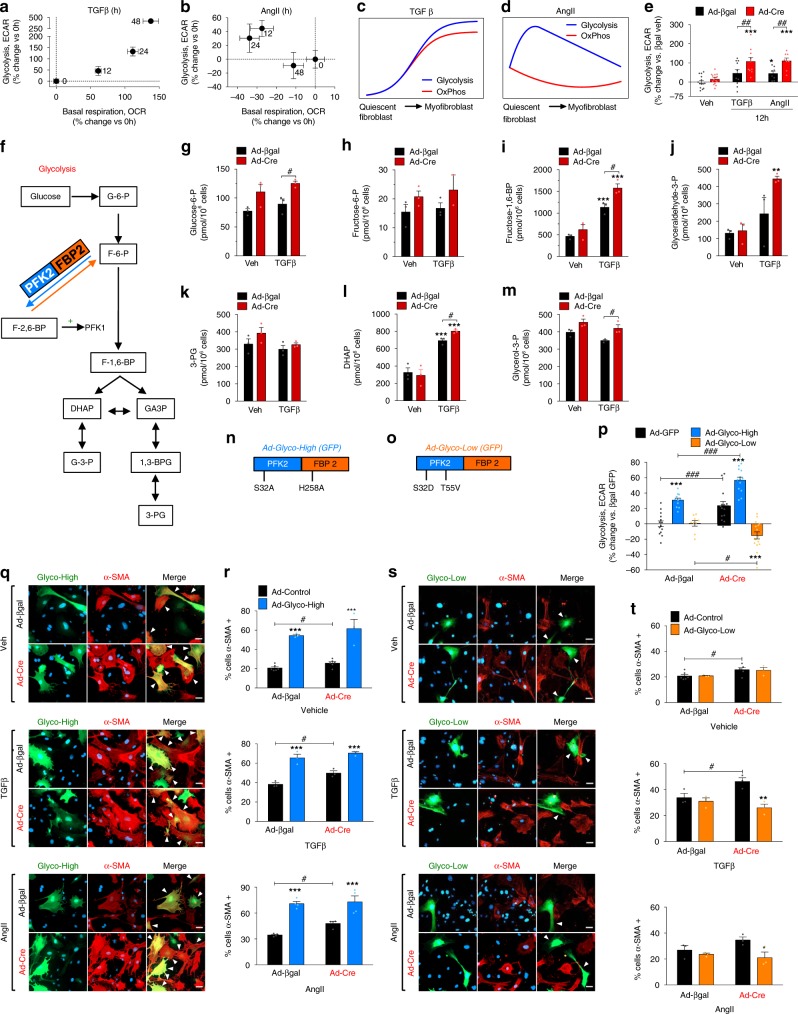
TGFβ/AngII signaling elicits rapid and dynamic changes in fibroblast metabolism. **a**–**e** MEFs were treated with fibrotic stimuli and a Seahorse XF96 analyzer measured extracellular acidification rates (ECAR, glycolysis) or oxygen consumption rates (OCR, OxPhos); *n* =  individual dots/group, 3 experiments per study. **a**, **b** Percent change in glycolysis (*y*-axis) vs. percent change in basal respiration (*x*-axis) following stimulation with TGFβ or AngII for 0, 12, 24, or 48 h. **c**, **d** Schematic representations of changes in glycolysis (blue) and oxidative phosphorylation (red) during myofibroblast differentiation induced by TGFβ or AngII. **e** Quantification of glycolysis 12 h post-TGFβ or post-AngII. Percent change vs. Ad-βgal vehicle. **f** Outline of glycolysis depicting the metabolites: glucose-6-phosphate (G-6-P), fructose-6-phosphate (F-6-P), fructose-1,6-bisphosphate (F-1,6-BP), fructose-2,6-bisphosphate (F-2,6-BP), dihydroxyacetone phosphate (DHAP), glycerol-3-phosphate (G-3-P), glyceraldehyde-3-phosphate (GA3P), 1,3-bisphosphoglyceric acid (1,3-BPG), 3-phosphoglyceric acid (3-PG), and the enzymes: phosphofructokinase 2/fructose bisphosphatase 2 (PFK2/FBP2), phosphofructokinase 1 (PFK1). veh (*n* = 15), TGFβ (*n* = 10), AngII (*n* = 8) **g**–**m** Absolute concentration of glycolytic intermediates in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs at baseline and 12 h post-TGFβ. *n* = 3. **n**, **o** Adenoviruses co-expressing mutant PFK2/FBP2 and GFP: phosphatase-deficient PFK2/FBP2 (S32A, H258A; Ad-Glyco-High) or kinase-deficient PFK2/FBP2 (S32D, T55V; Ad-Glyco-Low). **p** *Mcu*^−/−^ and control MEFs transduced with Ad-Glyco-High, Ad-Glyco-Low, or control Ad-GFP and 24 h later assayed for glycolysis by measuring ECAR; Ad-bgal + Ad-GFP (*n* = 14), Ad-bgal + Ad-Glyco-High (*n* = 11), Ad-bgal + Ad-Glyco-Low (*n* = 9), Ad-cre + Ad-GFP (*n* = 14), Ad-cre + Ad-Glyco-High (*n* = 13), Ad-cre + Ad-Glyco-Low (*n* = 16) **q**, **r** MEFs were transduced with Ad-Glyco-High and 24 h later treated with TGFβ or AngII for 24 h. Immunofluorescence was performed for α-SMA. Representative images are presented; white arrows denote α-SMA+/GFP+ cells, i.e., cells infected with Ad-Glyco-High that expressed α-SMA. Percentage of α-SMA+/GFP+ (Ad-Glyco-High) and α-SMA+/GFP− (Ad-Control) was quantified; *n* = 3 experiments, >50 cells per group. **s**, **t** MEFs were transduced with Ad-Glyco-Low and 24 h later treated with TGFβ or AngII for 24 h. Immunofluorescence was performed for α-SMA. Representative images are presented; white arrows denote α-SMA-/GFP+ cells, i.e., cells infected with Ad-Glyco-Low but did not express α-SMA. Percentage of α-SMA+/GFP+ (Ad-Glyco-Low) and α-SMA+/GFP− (Ad-Control) was quantified; *n* = 3 experiments, >50 cells per group. All data shown as mean ± SEM. ***p < 0.001, **p < 0.01, *p < 0.05 vs. vehicle control analyzed by ANOVA. ^###^*p* < 0.001, ^##^*p* < 0.01, ^*#*^*p* < 0.05 vs. Ad-βgal analyzed by *t*-test. Scale bar = 50 μm. Also see Supplementary Fig. 3

Next, using a quantitative metabolomics approach, concentrations of fibroblast metabolites were quantified by mass spectrometry in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) fibroblasts at baseline and 12 h post-TGFβ. These data supported that TGFβ-dependent changes in mtCU gating mediated the increase in glycolysis observed by Seahorse analysis. *Mcu*^−/−^ MEFs (Ad-Cre) displayed higher levels of the glycolytic intermediates: glucose-6-phosphate (G-6-P), fructose-6-phosphate (F-6-P), fructose-1,6-bisphosphate (F-1,6-BP), glyceraldehyde-3-phosphate (GA3P), dihydroxyacetone phosphate (DHAP) and glycerol-3-phosphate (G-3-P) (Fig. 3f–m). Importantly, F-1,6-BP, the glycolytic intermediate produced in the first committed step of glycolysis, was significantly increased following TGFβ treatment and this increase was potentiated by loss of MCU (Ad-Cre) (Fig. 3i). F-1,6-BP is metabolized into GA3P and DHAP, and concentrations of these metabolites followed a similar trend with an increase post-TGFβ, which was similarly potentiated by loss the loss of _m_Ca^2+^ uptake (Fig. 3j, l). In addition to energy production, glycolysis supplies metabolic intermediates for ancillary biosynthetic pathways necessary for cellular growth and differentiation. For example, the pentose phosphate pathway (PPP) generates ribulose-5-phosphate (Ru-5-P) along with NADPH, which are critical for nucleotide and fatty acid/phospholipid synthesis, respectively (Supplementary Fig. 4a)^36^. Following TGFβ, *Mcu*^−/−^ MEFs exhibited increased levels of 6-phosphogluconate (6-PG), Ru-5-P, and ribose-5-phosphate (R-5-P) compared to vehicle treated controls (Supplementary Fig. 4b–d).

To determine the necessity of enhanced glycolytic flux on myofibroblast formation, we modulated a rate-limiting enzyme of glycolysis, phosphofructokinase 1 (PFK1). PFK1 is allosterically activated by fructose-2,6-bisphosphate (F-2,6-BP), the levels of which are regulated by the bifunctional enzyme phosphofructokinase 2 (PFK2)/fructose bisphosphatase 2 (FBP2) (Fig. 3f)^37^. Employing adenoviruses encoding a phosphatase-deficient PKF2/FBP2 mutant (S32A, H258A; Ad-Glyco-High) or kinase-deficient PFK2/FBP2 mutant (S32D, T55V; Ad-Glyco-Low) we examined the impact of modulating glycolytic rates during myofibroblast differentiation (Fig. 3n, o)^38,39^. The PFK2/FBP2 mutant adenoviruses also encoded GFP driven by a separate CMV promoter, allowing identification of transduced cells apart from uninfected fibroblasts. Ad-Glyco-High expression increased glycolysis in both control (Ad-βgal) and *Mcu*^−/−^ (Ad-Cre) MEFs, while Ad-Glyco-Low expression inhibited the increased glycolysis observed in *Mcu*^−/−^ MEFs (Fig. 3p). Control and *Mcu*^−/−^ MEFs were infected with either Ad-Glyco-High or Ad-Glyco-Low and 24 h later treated with TGFβ or AngII for 24 h followed by quantification of α-SMA+ cells by immunofluorescence. Enhancing glycolysis was sufficient to drive myofibroblast formation (Fig. 3q, r) and potentiated cellular differentiation elicited by TGFβ and AngII (Fig. 3q, r). Inhibition of glycolysis (Ad-Glyco-Low) prevented TGFβ-mediated and AngII-mediated differentiation and reverted the enhanced differentiation in *Mcu*^−/−^ fibroblasts back to control levels (Fig. 3s, t).

Next, we evaluated mitochondrial metabolism since it is well established that _m_Ca^2+^ signaling directly impacts TCA cycle intermediates by the modulation of pyruvate dehydrogenase (PDH) and α-ketoglutarate dehydrogenase (αKGDH) activity. _m_Ca^2+^ activates PDH phosphatase (PDP1), which dephosphorylates the PDH E1α subunit and thereby increases PDH activity to convert pyruvate to acetyl-CoA^40^. Western blot analysis of phosphorylated PDH (p-PDH E1α, inactive) revealed significantly increased p-PDH E1α/PDH in *Mcu*^−/−^ MEFs (Ad-Cre) at baseline compared to controls (Ad-βgal) (Fig. 4b, c). Further, both TGFβ and AngII increased the ratio of p-PDH E1α/PDH, which was potentiated in *Mcu*-null fibroblasts (Fig. 4d). Accordingly, metabolomics analysis revealed that TGFβ increased pyruvate by ~60%, consistent with inhibition of PDH (Fig. 4e). *Mcu*^−/−^ MEFs had increased pyruvate at baseline and following TGFβ compared to controls (Fig. 4e). Acetyl-CoA was decreased in *Mcu*^−/−^ MEFs at baseline, also consistent with inactive PDH (Fig. 4f). Following TGFβ, acetyl-CoA increased in *Mcu*^−/−^ MEFs, but did not change in control cells (Fig. 4f). Nonetheless, acetyl-CoA levels were 100 times lower than pyruvate levels, suggesting that pyruvate was not entering the TCA cycle via PDH. Consistent with reduced glucose/pyruvate oxidation, citrate levels were significantly reduced following TGFβ (Fig. 4g). Interestingly, TGFβ increased α-ketoglutarate (αKG (Fig. 4h). Further, *Mcu*^−/−^ fibroblasts exhibited increased αKG at baseline and following treatment with TGFβ, as compared to controls (Fig. 4h). Other TCA cycle intermediates succinate, fumarate, and malate were unchanged by TGFβ or loss of MCU (Fig. 4i–k). Reduced glucose-dependent TCA flux increases anaplerotic elevations in αKG via glutaminolysis^41,42^. TGFβ decreased glutamine (Gln) and glutamate (Glu) levels in control cells and *Mcu*^−/−^ fibroblasts displayed an increase in the αKG/Gln ratio at baseline and after TGFβ stimulation (Fig. 4l–n), suggesting that TGFβ activates glutaminolysis to increase cellular levels of αKG. All other metabolite concentrations are reported in Supplementary Fig. 5 and Supplementary Table 1.

**Fig. 4:**
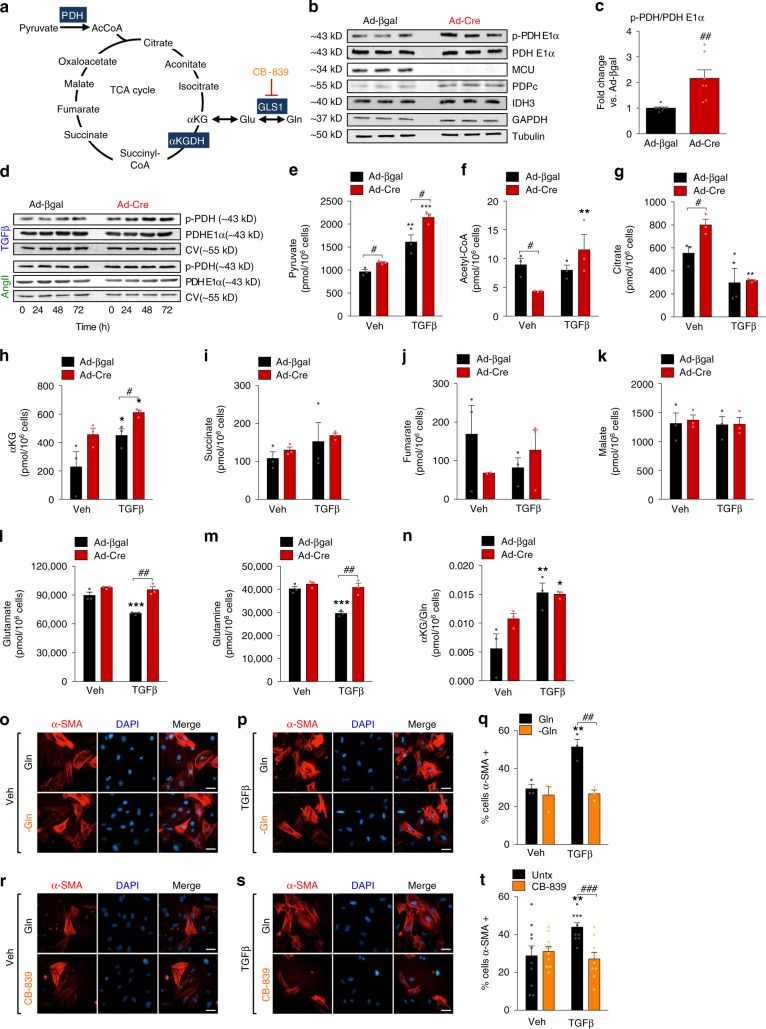
Loss of _m_Ca^2+^ uptake reduces pyruvate entry into the TCA cycle. **a** TCA cycle with emphasis on key _m_Ca^2+^-control points – pyruvate dehydrogenase (PDH) and α-ketoglutarate dehyodrogenase (αKGDH). **b** *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs were immunoblotted for p-PDH E1α (phosphorylated pyruvate dehydrogenase, inactivate), total PDH E1α, PDPc (pyruvate dehydrogenase phosphatase catalytic subunit 1), IDH3A (mitochondrial isocitrate dehydrogenase subunit alpha), GAPDH (glyceraldehyde 3-phosphate dehydrogenase) and tubulin. **c** Ratio of p-PDH E1α/PDH E1α; *n* = 7. **d** *Mcu*^−/−^ and control MEFs were treated with TGFβ or AngII for 0, 24, 48, or 72 h and immunoblotted for p-PDH E1α, PDH E1α and OxPhos Complex V. **e**–**n** Absolute concentration of metabolites in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs at baseline and 12 h post-TGFβ; *n* = 3. **o**–**q** MEFs were cultured in media with or without Glutamine (Gln) and treated with TGFβ for 48 h. Immunofluorescence was performed for α-SMA. Representative images are presented. Percentage of α-SMA+ cells was quantified; *n* = 3 experiments, >50 cells quantified. **r**–**t** MEFs were cultured in media with or without CB-839, a potent and selective inhibitor of glutaminase 1 (GSL1) (see panel **a**). Immunofluorescence was performed for α-SMA. Representative images are presented. Percentage of α-SMA+ cells was quantified; *n* = 10 each >50 cells quantified. All data shown as mean ± SEM. ***p < 0.001, **p < 0.01, *p < 0.05 vs. vehicle control analyzed by ANOVA. ^###^*p* < 0.001, ^##^*p* < 0.01, ^#^*p* < 0.05 vs. Ad-βgal (panels **c**–**n**), vs. –Gln (panel **q**), vs. CB-839 (panel **t**) analyzed by *t*-test. Scale bar = 50 μm

To directly test the significance of glutamine utilization in myofibroblast differentiation, we diminished glutaminolysis in WT MEFs treated with or without TGFβ for 48 h and assessed α-SMA formation by immunofluorescence. Glutaminolysis was constrained by either removal of Gln from media (Fig. 4o–q) or treatment with CB-839 (Fig. 4r–t). CB-839 is a potent selective inhibitor of glutaminase 1 (GSL1), the enzyme which converts Gln into Glu in the first step of glutaminolysis (Fig. 4a)^43^. In both of these experiments myofibroblast differentiation was significantly attenuated, suggesting that myofibroblast differentiation is dependent on glutamine-derived αKG (Fig. 4o–t).

### Chromatin remodeling activates the myofibroblast gene program

αKG is a cofactor for several dioxygenases, including the epigenetic modifiers ten-eleven translocation enzymes (TETs) and Jumonji-C (JmjC)-domain-containing demethylases (JmjC-KDMs), which demethylate DNA cytosine residues and histone lysine residues, respectively (Fig. 5a)^44^. We hypothesized that the observed increase in αKG following TGFβ or loss of MCU altered epigenetic signaling to promote myofibroblast differentiation. We assessed global DNA methylation by ELISA in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs at baseline and following treatment with TGFβ. We observed slight, but non-significant, decreases in global DNA methylation with TGFβ and loss of MCU (Fig. 5b). Subsequently, *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs were treated with TGFβ and cell lysates were examined for histone 3 (H3) lysine (K) methylation at key residues regulated by JmjC-KDMs – H3K27, H3K9, and H3K4 (Fig. 5c). Fibroblasts treated with TGFβ exhibited a progressive decrease in dimethylation of H3K27 (H3K27me2) over time (Fig. 5c, d). *Mcu*^−/−^ MEFs exhibited less dimethylation at baseline and post-TGFβ compared to controls (Fig. 5c, d). Quantification of other methylation residues is reported in Supplementary Fig. 6a–e. H3K27me2 is implicated in regulating cell fate by preventing inappropriate enhancer activation^45^ and generally is associated with heterochromatin and gene suppression^46^.

**Fig. 5:**
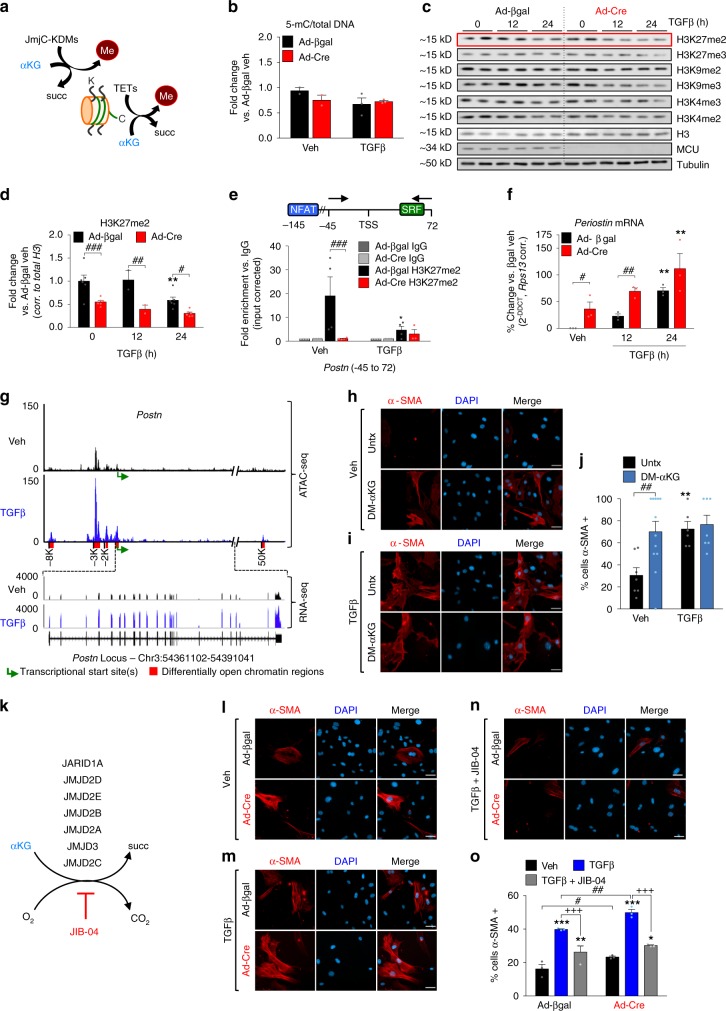
Loss of _m_Ca^2+^ uptake drives myofibroblast differentiation through epigenetic reprogramming. **a** Simplified schematic of the reaction mechanism of α-ketoglutarate (αKG)-dependent dioxygenases: ten-eleven translocation (TET) enzymes and Jumonji-C (JmjC)-domain-containing demethylases (JmjC-KDMs). **b** Levels of 5-methylcytosine (5-mC) were measured in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs by ELISA. Fold change vs. Ad-βgal veh. **c** MEFs were treated with TGFβ for 0, 12 or 24 h and cell lysates were immunoblotted for specific methylated histone 3 lysine (H3K) residues. Total H3 and Tubulin were used as loading controls. **d** Quantification of H3K27me2 protein expression. Band density was normalized to total H3. **e** H3K27me2 chromatin immunoprecipitation followed by qPCR (ChIP-qPCR) of *Periostin* in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs at baseline (veh) and following 12 h TGFβ. Schematic shows loci of qPCR primers in relationship to myofibroblast-associated transcription factor binding sites – NFAT (nuclear factor of activated T-cells), SRF (serum response factor). **f** Expression of periostin (*Postn*) mRNA in *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs at baseline (veh) and post-TGFβ. **g** WT MEFs were treated with vehicle or TGFβ and assessed for chromatin accessibility and transcription using ATAC-seq and RNA-seq. Results of the *Postn* locus are shown. The height of the genome browser tracks shows the number of reads normalized by read depth and overall peak enrichment in the library. **h**–**j** Wildtype MEFs treated +/− cell-permeable, dimethyl-αKG and +/− TGFβ for 48 h followed by immunofluorescence for α-SMA. Representative images and quantification of percentage of α-SMA+ cells are shown. **k** Schematic of JmjC-KDM reactions indicating the specific JmjC-KDMs inhibited by JIB-04. **l**–**o** *Mcu*^−/−^ (Ad-Cre) and control (Ad-βgal) MEFs were treated with vehicle, TGFβ, or TGFβ + 1 μM JIB-04 for 24 h and immunofluorescence was performed by costaining with α-smooth muscle actin (α-SMA) antibody (red) and DAPI (blue). Representative images and quantification of percentage of α-SMA+ cells are shown. *n* = 3 experiments for all quantified data. All data shown as mean ± SEM. ***p < 0.001, **p < 0.01, *p < 0.05 vs. vehicle control analyzed by ANOVA. ^*###*^*p* < 0.001, ^*##*^*p* < 0.01, ^*#*^*p* < 0.05 vs. Ad-βgal analyzed by *t*-test. ^+++^*p* < 0.001 TGFβ vs. TGFβ + JIB-04 analyzed by ANOVA. Scale bar = 50 μm

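The RNA-seq data behind the *Postn* panel are counts of reads per gene from 3 vehicle and 3 TGFβ libraries, which the authors deposited without normalization. *Postn* (ENSMUSG00000027750) encodes periostin, a matrix protein of activated fibroblasts, and lies on the plus strand of chromosome 3 from 54361109 to 54391037 in the mouse build GRCm38, also called mm10 (GENCODE M21 annotation). Between 26612 and 33273 reads per library were counted on *Postn* with vehicle and between 73631 and 89621 with TGFβ. In CPM, counts scaled to a common library size with TMM factors, expression was 967 ± 134 CPM (SD, n = 3) with vehicle and 2830.3 ± 333 CPM (SD, n = 3) with TGFβ. The log2 fold change was 1.55 (standard error 0.12), with an adjusted p of 6.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every TGFβ library lay above every vehicle library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 1.45 and 1.67. The ATAC-seq data of the panel were not analysed here.

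**Figure D1:**
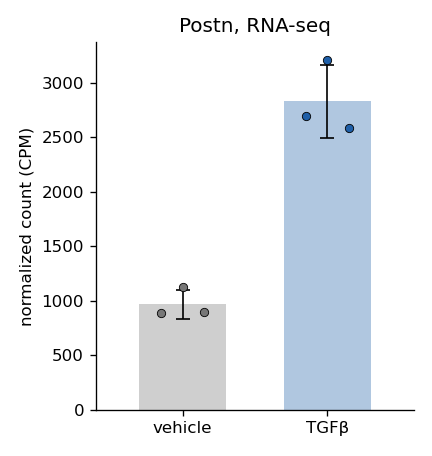
Normalized count of *Postn* in CPM (linear axis from 0) with vehicle and with TGFβ. Points are the 3 libraries of each group, bars their means and error bars the SD. The TGFβ libraries sit between 2583 and 3209 CPM, above the vehicle libraries at 888 to 1122 CPM.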

To directly examine the role of H3K27me2 in controlling the myofibroblast gene program, we immunoprecipitated chromatin using an H3K27me2-specific antibody and ChIP’d DNA was analyzed by qPCR in key regulatory promoter regions of *Postn* and *Pdgfra*, genes, which are early and robust indicators of fibroblast activation^4,47,48^. In control cells (Ad-βgal), H3K27me2 was enriched at the *Postn* and *Pdgfra* loci and these marks were lost after 12 h of TGFβ with a concordant increase in mRNA expression (Fig. 5e, f and Supplementary Fig. 6f, g). Furthermore, *Mcu*^−/−^ MEFs (Ad-Cre) exhibited a lack of H3K27me2 enrichment at the *Postn* and *Pdgfra* promoters at baseline, which we hypothesize underlies the enhanced expression of these genes and suggests *Mcu*^−/−^ cells are primed for myofibroblast formation (Fig. 5e, f and Supplementary Fig. 6f, g). Importantly, binding sites for transcription factors known to be prominent drivers of myofibroblast differentiation such as serum response factor (SRF), SMAD family member 3 (SMAD3), nuclear factor for activated T-cells (NFAT), and myocyte enhancer factor-2 (MEF2) were predicted by MatInspector to be flanked by, or in close approximation, to the regulatory regions probed by our qPCR primer sets (Fig. 5e and Supplementary Fig. 6f).

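Gene expression was measured by RNA-seq of polyadenylated mRNA, with single-end reads of 75 bases, in 3 biological replicates of vehicle-treated fibroblasts and 3 of fibroblasts treated with 10 ng/ml TGFβ, a cytokine that turns fibroblasts into contractile, matrix-secreting myofibroblasts, for 24 h. The paper's results and figure legends call the cells MEFs (mouse embryonic fibroblasts), while its methods and the sample labels call them cardiac fibroblasts, and the labels place their origin in the adult heart. Treatment was in 1% FBS, after 24 h in low serum by the paper's methods and 16 h by the sample labels. The paper states a depth of about 40 M reads per sample. The reads counted on genes, which all values here use, totalled 31072338, 29296570 and 29331999 in the vehicle libraries and 27851677, 28894151 and 28641986 in the TGFβ libraries. The 10 genes with the most reads took between 10.8% and 11.8% of each library, and genes of the mitochondrial genome between 0.660% and 0.789%. No replicates of a group differed by as little as counting noise (chi-square per gene between 7.95 and 27.1 over pairs of libraries), so each library was counted as a replicate of its own.

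The authors aligned the reads to the mouse genome (mm10), counted them per gene and compared the groups with DESeq2. The paper's text does not name the aligner, the counting tool, the gene annotation or whether strand was used in counting. The deposited table lists 25140 genes with whole-number counts for each library, a mean over the libraries normalized by DESeq2 size factors, and the authors' log2 fold change, p-value and adjusted p. The columns of counts name the group but no replicate number, so libraries are named here by group and total count. From the counts, libraries were scaled with TMM factors and genes with too few counts were left out with edgeR's filterByExpr, which kept 14334 genes. TGFβ and vehicle were then compared with edgeR's quasi-likelihood test, with no covariate, Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05 on the adjusted p. The biological coefficient of variation between replicates was 7.97%. Counts were simulated from these libraries with 200 genes changed by a log2 fold change of at least 1 in size. In them the same steps recovered 90.5% of the changed genes, and 7.60% of the genes called had not been changed. The recovery says nothing about smaller changes.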

To further examine the role of TGFβ in transcriptional regulation and chromatin structure, we used the assay for transposase-accessible chromatin utilizing deep-sequencing (ATAC-seq)^49^, coupled with RNA sequencing (RNA-seq) in the same samples, to analyze chromatin accessibility and gene expression in control and TGFβ-treated MEFs, respectively. MEFs treated with TGFβ exhibited enhanced chromatin accessibility in the transcriptional regulatory region of key myofibroblast genes including: *Postn* (Fig. 5g), *Acta2* (α-SMA), *Pdgfra*, *Col1a1*, *Lysyl Oxidase* (*Lox*), *Tgf*β, and *Wnt family member 1* (*Wnt1*) (Supplementary Fig. 7a–f). Importantly, ATAC-derived increases in open chromatin structure correlated with increased or decreased mRNA transcription in a directionality in agreement with what has been reported for myofibroblast formation^47^. Furthermore, these enhanced accessible regions contained binding sites for known pioneer transcription factors associated with fibroblast activation (example: Fig. 5e).

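In the RNA-seq data, 5828 of the 14334 genes tested (40.7%) changed with TGFβ past the threshold, 2944 with higher and 2884 with lower expression. Their median absolute log2 fold change was 0.40. The number moved most when a log2 fold change beyond 1 was also required, which left 971 genes, 346 higher and 625 lower. In 7640 genes (53.3%) the TGFβ libraries lay all above or all below the vehicle libraries, where chance gives 10%. Among genes with a mean of at least 5 CPM and groups that did not overlap, the largest rises included those of *Crabp2* (log2 fold change 4.63), *Lgr6* (4.06), *Ccl17* (3.68) and *Olfm2* (3.40), and the log2 fold change was lowest for *Eef1a2* (-3.42), *Pamr1* (-3.32), *Cxcl5* (-3.23), *Fmo1* (-3.20) and *Fmo2* (-3.13). *Rflnb* had the smallest adjusted p among genes that rose (log2 fold change 2.39, standard error 0.05, adjusted p = 9.33e-07 from edgeR's quasi-likelihood test) and *Prelp* among genes that fell (log2 fold change -2.12, standard error 0.05, adjusted p = 1.08e-06 from the same test).

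**Figure D2:**
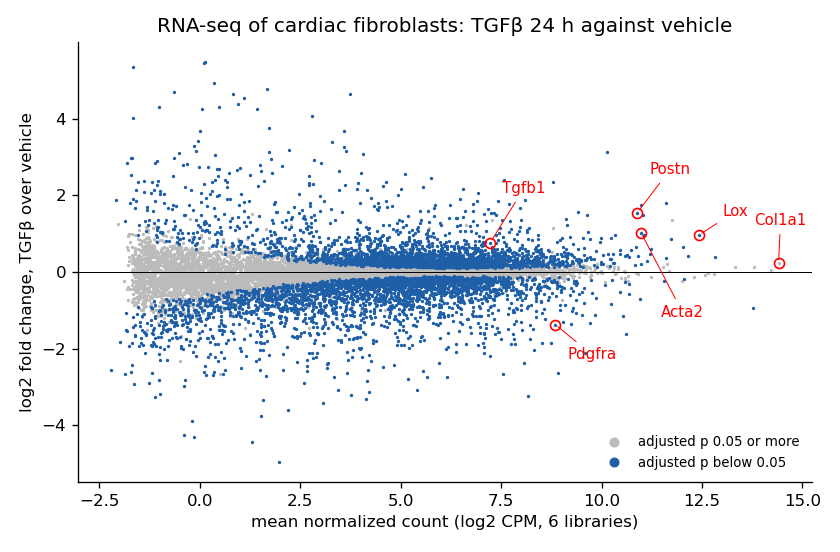
Log2 fold change of TGFβ over vehicle against the mean normalized count (log2 CPM over the 6 libraries) for the 14334 genes tested. Each point is a gene, blue where the adjusted p is below 0.05 (5828 genes) and grey otherwise, and red circles mark the genes of the genome browser panels that were tested. *Pdgfra* lies below 0 and the other circled genes above it, with *Col1a1* in grey.

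Of the 7 genes whose loci the paper shows, 5 changed past the threshold with adjustment over all genes tested. Adjusted over the list alone, all 6 of the genes that could be tested did. *Acta2*, which encodes α-SMA, was expressed at 1333 ± 144 CPM with vehicle and 2717 ± 74.0 CPM with TGFβ (SD, n = 3 each), a log2 fold change of 1.03 (standard error 0.08, adjusted p = 6.93e-05 from edgeR's quasi-likelihood test). *Lox* rose from 3725 ± 319 CPM to 7271 ± 84.3 CPM (SD, n = 3 each), a log2 fold change of 0.96 (standard error 0.07, adjusted p = 6.22e-05 from edgeR). *Tgfb1* rose from 111 ± 22.0 CPM to 188 ± 47.9 CPM (SD, n = 3 each), a log2 fold change of 0.76 (standard error 0.19, adjusted p = 0.0153 from edgeR). The *Tgfb1* call was lost without the vehicle library of 31072338 counts (adjusted p = 0.0518 from edgeR) or that of 29296570 counts (adjusted p = 0.0544 from edgeR), and over all alternatives the adjusted p ran from 0.0026 to 0.0544. *Pdgfra* fell from 665 ± 55.3 CPM to 257 ± 18.3 CPM (SD, n = 3 each), a log2 fold change of -1.37 (standard error 0.08, adjusted p = 1.77e-05 from edgeR). For *Col1a1*, at 19992 ± 1515 CPM with vehicle and 23484 ± 1274 CPM with TGFβ (SD, n = 3 each), the log2 fold change was 0.23 (standard error 0.08). Its adjusted p from edgeR was 0.055 over all genes tested, 0.0369 with limma-voom and 0.00929 with DESeq2. Over all alternatives it ran from 0.00929 to 0.176, the last without the vehicle library of 29296570 counts, and it was 0.0291 without that of 29331999 counts. In each of these genes the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). *Wnt1* had no count in the vehicle libraries and 5, 5 and 16 counts in the TGFβ libraries, too few for the filter on low counts. Against the 3 counts that an observed 0 allows over the vehicle group, the TGFβ counts as observed were 9.45-fold higher. This limit covers the counting error of the vehicle 0 only, not the counting error or spread of the TGFβ counts. That limit was 5.51 without the TGFβ library of 28641986 counts and 6.15 without the vehicle library of 31072338 counts. The paper sets these transcripts beside the gain in open chromatin that ATAC-seq showed at the same loci, which was not analysed here. It states that the gain went with mRNA that rose or fell in the direction reported for myofibroblast formation. *Pdgfra* fell here, while the paper describes a rise of its mRNA after TGFβ by qPCR in MEFs, in other samples (Supplementary Fig. 6g).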

To determine the physiological relevance of αKG-dependent histone demethylation on myofibroblast differentiation we incubated MEFs in media containing cell-permeable dimethyl-αKG (DM-αKG) +/− TGFβ for 48 h and assessed α-SMA expression by immunofluorescence. Strikingly, DM-αKG increased the percentage of α-SMA positive cells to the same extent as 48 h of TGFβ treatment (Fig. 5h–j). Finally, we examined the effect of JIB-04, a cell-permeable inhibitor of JmjC-KDMs, on myofibroblast differentiation. JIB-04 is a selective inhibitor of specific JmjC-KDMs (Fig. 5k)^50^, including JMJD3 (*KDM6B* gene), which demethylates H3K27me2/3^51^. *Mcu*^fl/fl^ MEFs were transduced with Ad-Cre or Ad-βgal and 5 days later treated with TGFβ +/− 1 μM JIB-04 for 24 h and α-SMA expression was measured by immunofluorescence. Treatment with JIB-04 attenuated TGFβ-induced myofibroblast differentiation and inhibited the increased percentage of α-SMA positive cells observed in *Mcu*^−/−^ MEFs (Fig. 5l–o). Altogether, these data demonstrate that TGFβ-induced metabolic changes lead to increased αKG levels and subsequent demethylation of repressive H3K27me2 chromatin marks to allow for coordinated genetic reprogramming and myofibroblast differentiation.

### Adult deletion of fibroblast *Mcu* worsens cardiac fibrosis after injury

To directly examine myofibroblast differentiation in vivo, *Mcu*^fl/fl^ mice were crossbred with a fibroblast-specific (*Col1a2* cis-acting fibroblast-specific enhancer with minimal promoter), tamoxifen (tamox)-inducible Cre transgenic mouse (Col1a2-CreERT) (Fig. 6a). The Col1a2-CreERT transgenic mice only expresses Cre in the fibroblast population in genetic fate mapping experiments^52^. Following tamoxifen administration, cardiac fibroblasts isolated from *Mcu*^fl/fl^ × Col1a2-CreERT adult mice showed a near complete loss of MCU (Fig. 6b). CIII (subunit UQCRC2) was used as a mitochondrial loading control. We evaluated the role of cardiac fibroblast MCU using two in vivo models known to promote myofibroblast formation and cardiac fibrosis–myocardial infarction (MI) and chronic infusion of AngII.

**Fig. 6:**
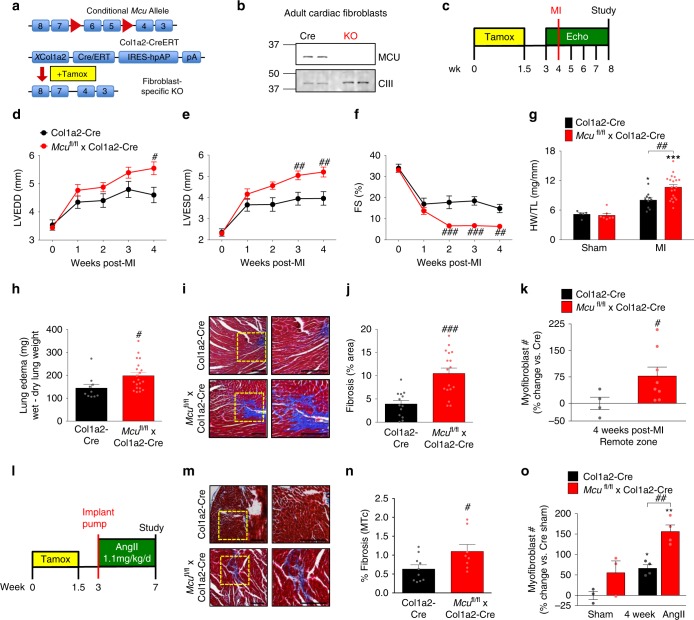
Adult deletion of fibroblast *Mcu* exacerbates cardiac dysfunction, fibrosis, and myofibroblast formation post-MI and chronic angiotensin II administration. **a** *Mcu*^fl/fl^ mice were crossed with mice expressing a tamoxifen (tamox)-inducible, fibroblast-specific Cre recombinase (Col1a2-CreERT). Tamox administration (40 mg/kg/day) for 10 days induces fibroblast-restricted Cre expression. **b** Adult cardiac fibroblasts were isolated post-tamox treatment and immunoblotted for MCU expression. CIII (Complex III, subunit-UQCRC2) was used as a loading control. **c** Experimental timeline: 8–12-week-old mice were treated with tamox and allowed to rest before permanent ligation of the left coronary artery. **d**–**f** Cardiac function was analyzed by echocardiography 1 week prior to MI and every week thereafter. M-mode echo measurements of left ventricular end diastolic diameter (LVEDD), left ventricular end systolic diameter (LVESD), and percent fractional shortening (FS). *n* = 10 Col1a2-Cre, *n* = 20 *Mcu*^fl/fl^ × Col1a2-Cre. **g** Ratio of heart weight to tibia length 4 weeks post-MI. Sham: *n* = 5 Col1a2-Cre, *n* = 7 *Mcu*^fl/fl^ × Col1a2-Cre; post-MI: *n* = 10 Col1a2-Cre, *n* = 20 *Mcu*^fl/fl^ × Col1a2-Cre. **h** Quantification of wet–dry lung weight as a measurement of lung edema 4 weeks post-MI. *n* = 10 Col1a2-Cre, *n* = 20 *Mcu*^fl/fl^ × Col1a2-Cre. **i**, **j** LV sections were stained with Masson’s trichrome (MTc). Representative images are shown. Percent fibrotic area per infarct border and remote zones. *n* = 4 mice per group, multiple non-consecutive heart sections were quantified per mouse. **k** Percent change in myofibroblast number (α-SMA+/CD31−) in the remote zone 4 weeks post-MI. *n* = 4 Col1a2-Cre, *n* = 8 *Mcu*^fl/fl^ × Col1a2-Cre; multiple non-consecutive heart sections in the remote zone were quantified per mouse. **l** Experimental timeline: mini-osmotic pumps were subcutaneously implanted in mice to deliver AngII for 4 weeks. **m**, **n** Representative images of MTc stained LV sections. Percent fibrosis per area was quantified. *n* = 5 Col1a2-Cre, *n* = 4 *Mcu*^fl/fl^ × Col1a2-Cre; multiple non-consecutive heart sections were quantified per mouse. **o** Percent change in myofibroblast number (α-SMA+/CD31−) 4 weeks post-AngII infusion. Sham: *n* = 3; AngII: *n* = 4; multiple non-consecutive heart sections were quantified per mouse. All data shown as mean ± SEM, ***p < 0.001, **p < 0.01, *p < 0.05 vs. control (week 0 or sham) analyzed by ANOVA. ^###^*p* < 0.001, ^##^*p* < 0.01, ^#^*p* < 0.05 vs. Ad-βgal analyzed by *t*-test. Scale bar = 250 μm. Also see Supplementary Fig. 7 and Supplementary Table 2

MI results in significant cell death, initiating myofibroblast differentiation to generate a fibrotic scar to replace lost myocytes^6^. Mice were injected intraperitoneal (i.p.) with tamox (40 mg/kg) for 10 days followed by a 10 day rest period before acquisition of baseline echocardiography. One week later mice underwent surgical ligation of the left coronary artery (LCA) to induce a large MI and left ventricular (LV) structure and function was tracked weekly by echocardiography (Fig. 6c). In both experimental and control groups, MI induced significant cardiac dysfunction and this was exacerbated in *Mcu*^fl/fl^ × Col1a2-CreERT mice (Fig. 6d–f). Loss of fibroblast MCU (*Mcu*^fl/fl^ × Col1a2-CreERT) significantly increased LV dilation, evident by increased LV end-diastolic diameter (LVEDD) and end-systolic diameter (LVESD), as well as reduced fractional shortening (FS) 2–4 weeks post-MI, as compared to Col1a2-CreERT controls (Fig. 6d–f). All other echocardiographic parameters are reported in Supplementary Fig. 8a–c and Supplementary Table 2. Loss of fibroblast MCU significantly increased heart weight to tibia length ratios (HW/TL) and lung edema (wet–dry lung weight) 4 weeks post-MI, suggesting an increase in hypertrophy and/or edema and inflammation, both of which are associated with fibrosis (Fig. 6g, h)^7^. Masson’s trichrome staining of mid-ventricle cross-sections revealed increased collagen deposition in *Mcu*^fl/fl^ × Col1a2-CreERT mice compared to Col1a2-CreERT controls (Fig. 6i). Quantification of fibrosis in the border and remote zones revealed a more than 2.5-fold increase in *Mcu*^fl/fl^ × Col1a2-CreERT hearts vs. Col1a2-CreERT controls (Fig. 6j). Importantly, the increased fibrosis was associated with enhanced myofibroblast formation, which we assessed by immunofluorescence staining for α-SMA and CD31 (PECAM-1, marker of endothelial cells). Using this technique, blood vessels/smooth muscle cells costain with α-SMA and CD31, while myofibroblasts only stain with α-SMA (Supplementary Fig. 8d)^47^. *Mcu*^fl/fl^ × Col1a2-CreERT hearts displayed increased myofibroblast number compared to Col1a2-CreERT controls in the remote zone 4 weeks post-MI (Fig. 6k).

To further define the centrality of _m_Ca^2+^ exchange in myofibroblast formation we employed AngII-infusion as a second model of fibrosis. AngII is a direct stimulus of myofibroblast formation, and neurohormonal stress resulting from chronic increases in AngII levels is documented to induce cardiac fibrosis both clinically and experimentally^53^. Mice were injected i.p. with tamox (40 mg/kg) for 10 days followed by a 10 day rest period before subcutaneous implantation of Alzet mini-osmotic pumps to deliver AngII (1.1 mg/kg/day) for 4 weeks (Fig. 6l). Mice were sacrificed after 4 weeks and hearts were fixed and stained for fibrosis. Masson’s trichrome staining of mid-ventricle cross-sections revealed increased collagen deposition throughout the heart in *Mcu*^fl/fl^ × Col1a2-CreERT mice compared to Col1a2-CreERT controls (Fig. 6m). Quantification of interstitial fibrosis revealed a significant increase in *Mcu*^fl/fl^ × Col1a2-CreERT hearts vs. Col1a2-CreERT controls (Fig. 6n). In addition, chronic AngII significantly increased myofibroblast formation in *Mcu*^fl/fl^ × Col1a2-CreERT hearts vs. Col1a2-CreERT as determined by α-SMA^+^/CD31^−^ immunohistochemistry staining (Fig. 6o).

## Discussion

Recently, the _m_Ca^2+^ field has been transformed by the discovery of many genes that encode _m_Ca^2+^ transporters and channels. The biophysical properties of mtCU-mediated Ca^2+^ influx have been extensively studied in many cell types, and the role of _m_Ca^2+^ as a regulator of bioenergetics and cell death is well documented^16,17,26,54,55^. Here, we link changes in mtCU Ca^2+^ uptake and mitochondrial metabolism with epigenetic modulation of the gene program to drive cellular differentiation. This study provides evidence that extracellular fibrotic signaling alters mitochondrial function in order to drive transcriptional changes in the nucleus necessary for differentiation.

Loss of _m_Ca^2+^ uptake was sufficient to promote fibroblast to myofibroblast conversion and enhance the myofibroblast phenotype. Fibroblast-specific deletion of *Mcu* in adult mice augmented myofibroblast formation and fibrosis post-MI and chronic AngII administration. Further, we found that fibrotic agonists signal to acutely downregulate _m_Ca^2+^ uptake by rapidly increasing expression of the mtCU gatekeeper, MICU1. Although attributed to another mechanism, TGFβ-mediated reduction of _m_Ca^2+^ uptake was also observed in smooth muscle cells–pretreatment with TGFβ reduced _m_Ca^2+^ uptake in the face of increased _c_Ca^2+^^56^. Given the noted role of MICU1 to negatively regulate uptake at signaling levels of _c_Ca^2+^ [<2 µm], we hypothesize that fibrotic agonists signal to acutely inhibit _m_Ca^2+^ uptake to initiate myofibroblast differentiation^26,28,30,57,58^. Our data suggest that extracellular stimuli are regulating cellular processes by directly altering mitochondrial signaling. We hypothesize that modulation of the uniporter is essential for the coordinated activation of both mitochondrial and cytosolic signaling pathways to mediate cellular differentiation. The outcome of this is two-fold. In addition to essential changes in mitochondrial metabolism upstream of epigenetic reprogramming, modulation of the mtCU is a way to enhance canonical cytosolic signaling pathways, hence the slight increase in NFAT activation (Supplementary Fig. 1).

Examination into mechanisms of pluripotency vs. differentiation has revealed the importance of metabolism, prompting us to evaluate the relationship between _m_Ca^2+^ uptake, metabolism, and myofibroblast differentiation. Fibrotic agonists increased glycolysis and loss of MCU augmented this phenotype. Mechanistically, using mutant PFK2/FBP2 transgenes to increase or decrease glycolysis, we showed that enhanced glycolysis is sufficient to promote differentiation, whereas inhibition of glycolysis reverted the gain-of-function phenotype noted in *Mcu*^−/−^ fibroblasts. This data is consistent with other studies that have shown glycolytic reprogramming correlates with myofibroblast differentiation^34,35^. Glycolytic reprogramming is a well-substantiated phenomenon which allows for diversion of glycolytic intermediates into ancillary metabolic pathways in order to generate building blocks for biosynthesis of macromolecules^59^. Our data suggest that increased glycolytic flux is necessary to fulfill cellular anabolic needs, for example nucleotide synthesis, de novo protein translation, membrane formation, etc., required for myofibroblast formation. We hypothesize that loss of _m_Ca^2+^ uptake promoted aerobic glycolysis by reducing the activity of key Ca^2+^-dependent enzymes. Indeed the phosphorylation status of PDH in response to fibrotic agonists and *Mcu*^−/−^ fibroblasts suggested inactivity and thereby pyruvate was hindered from entering the TCA cycle. In correlation with our results, data obtained from ovarian cancer cell lines showed that MICU1 expression promoted the inhibition of PDH and aerobic glycolysis^60^.

Metabolomic analysis revealed a multitude of changes induced by both TGFβ and the loss of MCU. In addition to increased levels of pyruvate, consistent with inactive PDH, metabolite quantification showed increased αKG ~2-fold in TGFβ-treated fibroblasts and this increase was augmented by loss of _m_Ca^2+^ uptake. αKG is not restricted to its role as a TCA cycle intermediate, but is also a powerful signaling molecule. Of particular interest is the role of αKG in promoting DNA and histone demethylation by modulating αKG-dependent TET enzymes and JmjC-KDMs^44^. Previous studies have suggested that αKG regulates the balance between pluripotency and lineage-commitment of embryonic stem cells (ESCs). αKG maintained pluripotency of ESCs by promoting JmjC-KDM-dependent and TET-dependent demethylation, permitting gene expression to support pluripotency^18^. Interestingly, αKG also accelerated the differentiation of primed human pluripotent stem cells^20^. TGFβ and loss of MCU induced dynamic changes in histone lysine methylation at residues regulated by JmjC-KDMs. Furthermore, TGFβ increased chromatin accessibility at regions within key myofibroblast genes permitting increased gene transcription. TGFβ significantly reduced global H3K27me2 marks and *Mcu*^−/−^ MEFs displayed reduced H3K27me2 compared to controls at baseline and post-TGFβ, suggesting these cells were primed for myofibroblast gene expression. Importantly, we determined that TGFβ induces the loss of H3K27me2 at regulatory myofibroblast gene loci (promoter and enhancer regions associated with gene activation and predicted binding sites for known fibrotic transcription factors). These data suggest that the observed increase in αKG bioavailability promotes H3K27me2 demethylation at myofibroblast-specific genes in order to promote differentiation. Further evidence in support of our working hypothesis are recent reports suggesting that JMJD3, a JmjC H3K27me2 demethylase with loci specificity, i.e., recruitment to lineage-specific genes, is dependent upon interaction with SMADs^61,62^. Since SMAD2/3 is a canonical transcription factor for TGFβ signaling and myofibroblast activation, it’s intriguing to hypothesize that this interaction may provide myofibroblast-specific demethylation patterns in our model.

Since PDH-mediated pyruvate entry into the TCA cycle was inhibited, we suspect that anaplerotic pathways are being activated to replenish TCA cycle intermediates, specifically αKG. Our data suggest that the increased level of αKG associated with differentiation is likely generated through the pyruvate carboxylase pathway and/or glutaminolysis^59^. Pyruvate carboxylase activity is documented in cancer cells to mediate glucose-derived pyruvate to enter the TCA cycle at the level of oxaloacetate^63^. The second major replenishment pathway is through glutaminolysis which is a two-step process that converts glutamine to glutamate to αKG^41,42^. Our data suggests this is a more likely scenario, as we observed an increased αKG/Gln ratio post-TGFβ, and removal of glutamine from culture media or pharmacological inhibition of glutaminase was sufficient to block myofibroblast formation.

In addition to providing carbons to the TCA cycle through αKG, glutamine metabolism contributes to many other cellular processes such as nucleotide synthesis, amino acid production, fatty acid synthesis, and redox modulation^64^; all cellular processes that are needed in the differentiating cell. Interestingly, in cancer cells increases in aerobic glycolytic flux is often associated with enhanced glutaminolysis^41,65^. Given the similarities with our model, it’s intriguing to conjecture that the mtCU may play a similar role in these cell systems. The physiological relevance of the mtCU-dependent metabolic shift described here likely extends beyond epigenetic signaling pathways as wound healing and fibrosis typically occurs in a hypoxic environment and thus increased anaerobic glycolysis would be essential for energetic support in the differentiating fibroblast. However, our causative experiments downstream of metabolism indicate that this alone does not account for our phenotype.

In summary, we show that loss of _m_Ca^2+^ uptake promotes myofibroblast differentiation both in vitro and in vivo. Until now, the role of _m_Ca^2+^ uptake in cellular differentiation or epigenetic regulation has not been explored, but our study reveals its importance in myofibroblast differentiation through concerted alterations in both metabolism and epigenetics. In addition, our findings support an endogenous role for decreased mtCU-mediated _m_Ca^2+^ uptake as an essential element of the differentiation process (Fig. 7). While much work remains to fully elucidate the role of mtCU during cellular differentiation, our current study provides a new framework underlying mitochondrial signaling and regulation of the epigenome.

**Fig. 7:**
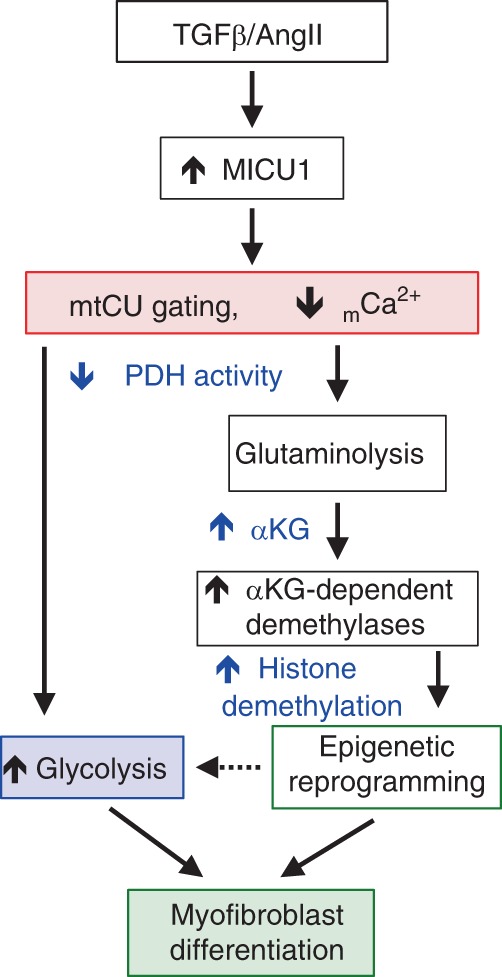
Enhanced mtCU gating is essential for myofibroblast differentiation. Signaling model for myofibroblast differentiation whereby fibrotic stimuli acutely upregulates MICU1 to limit _m_Ca^2+^ uptake. Increased MICU1-dependent mtCU gating leads to a cascade of metabolic changes necessary for myofibroblast differentiation. Decreased [_m_Ca^2+^] downregulates the activity of Ca^2+^-dependent dehydrogenases (PDH, αKGDH). This elicits an increase in glycolysis, which supports energetic demands during the differentiation process and the activation of ancillary biosynthetic pathways to support conversion into a myofibroblast. In addition, there are distinct changes in the levels of TCA cycle intermediates, including increased αKG bioavailability, which drives JmjC-KDM-dependent histone demethylation for chromatin remodeling and activation of the myofibroblast gene program

## Methods

### Generation of fibroblast-specific Mcu conditional knockout mice

Generation of *Mcu*^fl/fl^ was previously reported^17^. *Mcu*^fl/fl^ mice were crossed with fibroblast-specific Cre transgenic mice, Col1a2-CreERT, to generate tamoxifen-inducible, fibroblast-specific *Mcu* knockouts. For temporal deletion of *Mcu*, mice 8–12 weeks of age were injected intraperitoneal with tamoxifen (40 mg/kg/day) for ten consecutive days. All mouse genotypes, including controls, received tamoxifen. All animal work complied with ethical regulations for animal testing and research, and was done in accordance with IACUC approval by Temple University and followed all AAALAC guidelines.

### Mouse embryonic fibroblast isolation and culture

Mouse embryonic fibroblasts (MEFs) were isolated from *Mcu*^fl/fl^ or C57/BL6 (WT) mice. Embryos were isolated from pregnant females at E13.5. The embryos were decapitated and all the red organs removed. Tissue was minced and digested in 0.25% trypsin supplemented with DNase for 15 min at 37 °C in the presence of 5% CO_2_. Digested tissue was gently agitated by pipetting to dissociate cells. Cells from each embryo were suspended in Dulbecco’s Modified Eagle's Medium (DMEM, Corning 10-013-CV) supplemented with 10% fetal bovine serum (FBS, Gemini Bio-Products), 1% penicillin/streptomycin (Sigma), and 1% Non-Essential Amino Acids (Gibco), plated on a 10 cm dish and incubated at 37 °C in the presence of 5% CO_2_. In some experiments MEFs were incubated in media containing dimethyl-αKG (dimethyl 2-oxoglutarate, Sigma, 349631), JIB-04 (Sigma, SML0808), or CB-839 (Cayman, 1439399-58-2) as indicated in the results and figures. For all imaging studies, MEFs were plated on collagen-coated 35 mm dishes (Mattek).

### Cardiac fibroblast isolation and culture

After euthanasia, hearts were excised from mice and rinsed with cold Hank’s Balanced Salt Solutions (HBSS, Corning, MT21023CV). Atria were removed and ventricles were placed into HBSS containing 150 units/ml of Collagenase Type 2 (Worthington, LS004176) and 0.6 mg/ml Trypsin (USB Corp., 22705). The ventricles were minced into small pieces to facilitate digestion, transferred to a small beaker and incubated in a shaking 37 °C water bath for 5 min. The supernatant was aspirated and discarded and new HBSS/enzyme solution was added to the beaker. Beaker was incubated in a shaking 37 °C water bath for 15 min and supernatant was collected and transferred to a conical containing media and FBS. This was repeated at least 3 more times until remaining pieces were too small to separate from digestion solution. Cells were spun down at 400×*g* for 5 min. Supernatant was discarded, pellets were resuspended in FBS, and spun down at 400×*g* for 5 min. After centrifugation, supernatant was discarded and pellets were resuspended in DMEM (Corning 10-013-CV) supplemented with 10% fetal bovine serum (FBS, Gemini Bio-Products), 1% penicillin/streptomycin (Sigma), and 1% Non-Essential Amino Acids (Gibco). Resuspended cells were passed through a 70-micron cell strainer, placed into a cell culture dish, and incubated at 37 °C in the presence of 5% CO_2_. After ~1 h, media was removed and replaced with fresh media.

### Adenoviral transfer

For experiments that required adenoviral gene transfer, MEFs were incubated in adenovirus for 24 h at which time the media was changed. To knockout *Mcu*, MEFs were transduced with adenovirus encoding Cre-recombinase (Ad-Cre) or βgalactosidase (Ad-βgal) for 24 h and experiments were performed 5 days post-infection in order to ensure sufficient time for protein turnover. For experiments using adenovirus encoding Glyco-High, Glyco-Low, or mito-R-GECO1, cells were incubated for an additional 24 h prior to the experiment.

The following adenoviruses have previously been described: NFAT-c1-GFP, Glyco-High, Glyco-Low, mito-R-GECO1^38,39,66,67^. Glyco-High and Glyco-Low adenoviruses were made and purified by Vector Labs (Malvern, PA) using cDNA for a rat liver PFKFB1 isoform of phosphofructokinase 2 (PFK2)/fructose-2,6-bisphosphatase (FBP2). The Glyco-High adenovirus has 2 single-amino acid point mutations (S32A and H258A) which result in the enzyme having only PFK2 activity, while the Glyco-Low adenovirus has 2 single-amino acid point mutations (S32D and T55V) which result in the enzyme having only FBP2 activity^38,39^. Ad-GFP was purchased from Vector Labs (Malvern, PA).

### Myofibroblast differentiation

Myofibroblast differentiation was induced using 10 ng ml^−1^ recombinant mouse transforming growth factor-β (TGFβ, R&D Systems, 7666-MB-005) or 10 µM Angiotensin II (AngII, Sigma A9525). In all experiments, FBS was reduced to 1% 24 h prior to and during treatment with TGFβ or AngII.

### Western blot analysis

All protein samples were lysed by homogenization in RIPA buffer supplemented with phosphatase inhibitors (Roche, 4906837001) and protease inhibitors (Sigma, S8830). Samples were sonicated briefly and centrifuged at 5000*×g* for 10 min. The supernatant was collected and used for further analysis. Protein amount was quantified using the Bradford Protein Assay (Bio-Rad) and equal amounts of protein (10–50 µg) were run by electrophoresis on polyacrylamide Tris-glycine SDS gels. Gels were transferred to PVDF (EMD Millipore, IPFL00010) and membranes were blocked for 1 h in Blocking Buffer (Rockland, MB-070) followed by incubation with primary antibody overnight at 4 °C. Membranes were washed in TBS-T 3 times for 5 min each and then incubated with secondary antibody for 1 h at room temperature. After incubation with fluorescent secondary antibodies, membranes were washed in TBS-T 3 times for 5 min each and then imaged on a Licor Odyssey system. The following antibodies were used in the study: MCU (1:1000, Sigma-Aldrich, HPA016480), MCUB (1:250, Santa Cruz, sc-163985), MICU1 (1:500, Custom generation by Yenzyme, courtesy of the Madesh lab), MCUR1 (1:500, Custom generation, courtesy of the Madesh lab), EMRE (1:250, Santa Cruz, sc-86337), VDAC (1:1000, Abcam, ab15895), PDHE1α phospho S293 (1:1000, Abcam, ab110330), PDHE1α (1:1000, Abcam, ab110330), IDH3A (1:500, Abcam, ab58641), α-tubulin (1:1000, Abcam, ab7291), ETC respiratory chain complexes (1:2,500, OxPhos Cocktail, Abcam, MS604), H3K4me3 (1:2000, Millipore, 07-473), H3K9me3 (1:2000, Abcam, ab8898), H3K27me3 (1:2000, Cell Signaling, 9733), H3K4me2 (1:2000, Cell Signaling, 9726), H3K9me2 (1:2000, Cell Signaling, 4658), H3K27me2 (1:2000, Cell Signaling, 9728), H3 (1:2000, Cell Signaling, 4499); and Licor IRDye secondary antibodies: anti-mouse (1:12,000, 926–32210), anti-rabbit, (1:12,000, 926–68073), anti-goat (1:12,000, 926–32214). All full-length Western blots are displayed in Supplementary Figs. 9–13.

### Live cell imaging of Ca^2+^ transients

*Mcu*^fl/fl^ MEFs were infected with Ad-Cre or Ad-βgal for 72 h and then transduced with adenovirus encoding a mitochondrial-targeted Ca^2+^ reporter (Mito-R-GECO). Forty-eight hours post-infection with Mito-R-GECO, prior to live-cell imaging, MEFs were loaded with the calcium sensitive dye Fluo-4 AM (1 μM, Invitrogen) or Fura-2 (1 μM, Invitrogen) to measure cytosolic calcium transients. Cells were placed in a 37 °C heated chamber in physiological Tyrode’s buffer (150 mM NaCl, 5.4 mM KCl, 5 mM HEPES, 10 mM glucose, 2 mM CaCl_2_, 2 mM sodium pyruvate, pH 7.4) and imaged on a Carl Zeiss Axio Observer Z1 microscope. Ca^2+^ transients were continuously recorded and analyzed on Zen software. After 2–3 min of baseline recording, a single pulse of 1 mM ATP was delivered to liberate intracellular Ca^2+^ (_i_Ca^2+^) stores. Background fluorescence was subtracted from each experiment before calculating the peak intensity as the maximal fluorescence/baseline fluorescence.

### Immunofluorescence

MEFs were seeded on coated 35-mm dishes. MEFs were fixed for 15 min in 4% paraformaldehyde, then permeabilized for 15 min with 0.15% Triton-X-100, and blocked in PBS containing 10% goat serum for 1 h at room temperature. MEFs were incubated in primary antibody α-SMA (1:1000, Sigma-Aldrich, A2547) overnight at 4 °C and secondary antibody goat anti-mouse Alexa Fluor 594 (1:1000, ThermoFisher, A-11005) for 45 min at 37 °C. Prior to imaging, MEFs were incubated with Hoechst 33342 to demarcate cell nuclei. Cells were imaged on a Carl Zeiss Axio Observer Z1 fluorescent microscope. Images were acquired in the red (590ex/617em) and blue (350ex/461em) channels. α-SMA expression was assessed by quantifying fluorescence intensity and the percentage α-SMA positive cells. More than 50 cells per dish were analyzed.

### Gel contraction

Fibroblast contractile activity was assessed by collagen contraction assays in which 112,500 MEFs were seeded into a 2 mg/ml collagen type I (Corning, 354249) gel matrix and cast into a 48-well plate. Once collagen polymerized, the gel was gently released from edges of the well and media was added to the well. Images were taken using a Nikon SMZ1500 stereomicroscope at 0 and 24 after the gel was released from well edges. ImageJ software (NIH) was used to calculate the surface area, which is presented as percent gel contraction relative to initial size of the gel.

### Cell proliferation

MEFs were seeded at the same density in 96-well plates and quantified using the CyQUANT NF Cell Proliferation Assay Kit (ThermoFisher) according to the manufacturer’s protocol.

### qPCR mRNA analysis

RNA was isolated using the RNeasy Mini Kit (Qiagen, 74104) according to the manufacturer’s protocol. RNA (2 μg) was reverse transcribed into cDNA using the High Capacity cDNA Reverse Transcription Kit (ThermoFischer, 4368814) according to the manufacturer’s protocol. Thermocycler conditions were as follows: 25 °C for 10 min, 37 °C for 2 h, 85 °C for 5 min. Quantification of cDNA was done using Luminaris HiGreen qPCR Master Mix (ThermoFischer, K0991) following the manufacturer’s protocol. Cycling conditions were as follows: 95 °C for 10 min followed by 40 cycles of amplification (95 °C denaturation for 15 seconds, 60 °C annealing/extension for 1 min). We evaluated samples for mRNA expression of Collagen type I alpha 1 chain (*Col1a1*), Collagen type I alpha 2 chain (*Col1a2*), Collagen type III alpha 1 chain (*Col3a1*), α-SMA (*Acta2*), periostin (*Postn*), lysyl oxidase (*Lox*), fibronectin (*Fn1*), and platelet derived growth factor receptor alpha (*Pdgfra*). *Rps13* (Ribosomal Protein S13) was used as a housekeeping gene. All samples were analyzed in duplicate and averaged. Fold change in mRNA expression was measured using the Comparative C_T_ Method (2^-ΔΔC_T_). Primers used are listed below in Table 1.

**Table 1:** qPCR Primers

Gene	Forward primer 5′–3′	Reverse primer 5′–3′
*Rps13*	gcaccttgagaggaacagaa	gagcacccgcttagtcttatag
*Col1a1*	ttcagggaatgcctggtgaa	acctttgggaccagcatca
*Col1a2*	gaaaagggtccctctggagaa	aataccgggagcaccaagaa
*Col3a1*	tgctggaaagaatggggagac	ggtccagaatctcccttgtcac
*Acta2*	gtgaagaggaagacagcacag	gcccattccaaccattactcc
*Postn*	ccattggaggcaaacaactcc	ttgcttcctctcaccatgca
*Lox*	acgtcctgtgactatgggtac	tctgccgcataggtgtcata
*Fn1*	cgtcattgccctgaagaaca	aagggtaaccagttggggaa
*Pdgfra*	caaagggaggacgttcaagac	tgcgtccatctccagattca
*Micu1*	aagaacactccctgccattt	gccagggtcatctgcattat
*Mcu*	gatgacgtgacggtggttta	gtcagagataggcttgagtgtg

### NFAT translocation assay

MEFs were plated on coated 35 mm dishes and infected with Ad-NFATc1-GFP for 24 h at which time live-cell images were taken followed by treatment with 10 ng ml^−1^ TGFβ or 10 µM AngII for 24 h. For live-cell imaging, cells were placed in a 37 °C heated chamber on a Carl Zeiss Axio Observer Z1 fluorescent microscope. Prior to imaging, MEFs were incubated with Hoechst 33342 to demarcate cell nuclei. Images were acquired in the green channel (490ex/525em) and blue channel (350ex/460em). NFAT localization was quantified as the nuclear/cytoplasmic ratio of GFP fluorescence. More than 50 cells per dish were analyzed.

### Evaluation of _m_Ca^2+^ uptake and efflux

Before permeabilization, MEFs were washed in extracellular-like Ca^2+^-free buffer (120 mM NaCl, 5 mM KCl, 1 mM KH_2_PO_4_, 0.2 mM MgCl_2_, 0.1 mM EGTA, 20 mM HEPEs-NaOH, pH 7.4). MEFs (1.5 million) were then transferred to intracellular-like medium (ICM) (120 mM KCl, 10 mM NaCl, 1 mM KH_2_PO_4_, 20 mM HEPES-Tris, protease inhibitors (Sigma EGTA-Free Cocktail), 5 mM succinate, 2 µM thapsigargin, 40 µg ml^−1^ digitonin, 10 μM CGP-37157 (NCLX inhibitor), pH 7.2). ICM was cleared with Chelex 100 to remove trace Ca^2+^ (Sigma). MEFs were gently stirred and 1 µM Fura-2 (ThermoFisher, F1200) was added to monitor extra-mitochondrial Ca^2+^. At 20 seconds, JC-1 (Enzo Life Sciences) was added to monitor Δψ. Fluorescence signals were monitored in a temperature controlled (37 °C) multi-wavelength-excitation/dual-wavelength-emission spectrofluorometer (Delta RAM, Photon Technology Int.) using 490-nm excitation (ex)/535-nm emission (em) for the JC-1 monomer, 570-nm ex/595-nm em for the J-aggregate of JC-1, and 340-nm and 380-nm ex/510-nm em for Fura-2. At 350 seconds a Ca^2+^ bolus was added and clearance of extra-mitochondrial Ca^2+^ was representative of _m_Ca^2+^ uptake. At completion of the experiment 10 µM of the protonophore FCCP was added to uncouple the Δψ and release matrix free-Ca^2+^.

To quantify actual Ca^2+^ content, a standard curve of Ca^2+^ binding Fura-2 was generated from serial diluted Ca^2+^ standards (0.01–120 µM) in ICM. The K_d_ was calculated from the standard curve using GraphPad Prism 6.0 software. Fura-2 fluorescence ratio was converted to to [Ca^2+^] by the following equation: [Ca^2+^] = *K*_d_ × (*R* − *R*_min_)/(*R*_max_ − *R*) × Sf2/Sb2. (*R*_min_ (ratio in 0–Ca^2+^) = 1.341; *R*_max_ (ratio at saturation) = 27.915; Sf2 (380/510 reading in 0-Ca^2+^) = 15822.14; Sb2 (380/510 reading with Ca^2+^ saturation) = 1794.32). The percentage of initial _m_Ca^2+^ uptake (200 s after Ca^2+^ addition) was plotted against the bath Ca^2+^ concentration for each of the different Ca^2+^ boluses to generate a dose response curve.

### ECAR and OCR measurements

A Seahorse Bioscience XF96 extracellular flux analyzer was employed to measure extracellular acidification rates (ECAR) and oxygen consumption rates (OCR). ECAR was measured using the Glycolytic Stress Test Kit (Seahorse Biosciences) and OCR was measured using the Mito Stress Test Kit following the manufacturer’s protocol. To evaluate ECAR, 20,000 MEFs/well were plated in XF media pH 7.4 without supplementation. Non-glycolytic acidification was measured, then 10 mM glucose was injected to measure basal glycolysis, followed by 3 µM oligomycin to inhibit mitochondrial ATP production and reveal maximal glycolytic capacity, and finally 50 mM 2-deoxy-glucose was injected to completely inhibit all glycolysis. To evaluate OCR, 20,000 MEFs/well were plated in XF media pH 7.4 supplemented with 10 mM glucose and 1 mM sodium pyruvate. Basal OCR was measured, then 3 µM oligomycin was injected to inhibit ATP-linked respiration, followed by 2 µM FCCP to measure maximal respiration, and finally 1.5 µM rotenone/antimycin A was injected to completely inhibit all mitochondrial respiration. After each experiment, protein concentration was measured and wells were normalized using the Wave software.

### Metabolomic profiling

Cells in a 10 cm dish were washed with 5% (w/w) mannitol (10 ml for the first wash, 2 ml for the second wash) and extracted in 800 μl methanol plus 550 μl internal standard solution (Human Metabolome Technologies, HMT). Extracted solution was spun down at 2300 × *g* at 4 °C for 5 min. The supernatant was transferred into centrifugal filter units (HMT) and centrifuged at 9100 × *g* at 4 °C for ~3.5 h until no liquid remained in the filter cup. Filtrate was frozen at −80 °C and shipped to HMT for analysis by CE-TOFMS and CE-QqQMS (Boston, MA). Filtrate was centrifugally concentrated and resuspended in 50 μl of ultrapure water immediately before the measurement.

Cationic metabolites were analyzed using an Agilent CE-TOFMS system (Agilent Technologies) Machine No. 3 and a fused silica capillary (i.d. 50 μm × 80 cm) with Cation Buffer Solution (HMT) as the electrolyte. The sample was injected at a pressure of 50 mbar for 10 s. The applied voltage was set at 27 kV. Electrospray ionization-mass spectrometry (ESI-MS) was conducted in the positive ion mode, and the capillary voltage was set at 4000 V. The spectrometer was scanned from *m/z* 50 to 1,000.

Anionic metabolites were analyzed using an Agilent Capillary Electrophoresis System equipped with an Agilent 6460 TripleQuad LC/MS Machine No. QqQ3 and a fused silica capillary (i.d. 50 μm × 80 cm) with Anion Buffer Solution (HMT) as the electrolyte. The sample was injected at a pressure of 50 mbar for 25 s. The applied voltage was set at 30 kV. ESI-MS was conducted in the positive and negative ion mode, and the capillary voltage was set at 4000 V for positive and 3500 V for negative mode.

Peaks detected in CE-TOFMs analysis were extracted using automatic integration software (MasterHands ver.2.17.1.11 developed at Keio University) and those in CE-QqQMS analysis were extracted using automatic integration software (MassHunter Quantitative Analysis B.06.00 Agilent Technologies, Santa Clara, CA, USA) in order to obtain peak information including *m/z*, migration time, and peak area. The peak area was then converted to relative peak area by the following equation: Relative peak area = Metabolite Peak Area/(Internal Standard Peak Area × Normalization Factor). The peaks were annotated based on the migration times in CE and *m/z* values determined by TOFMS. Putative metabolites were then assigned from HMT metabolite database on the basis of *m/z* and migration time. All metabolite concentrations were calculated by normalizing the peak area of each metabolite with respect to the area of the internal standard and by using standard curves, which were obtained by three-point calibrations. A heat map was generated using ClustVis^68^. Unit variance was applied to rows. Rows were clustered using Manhattan distance and average linkage.

### NAD(P) and NAD(P)H assays

NAD(P) and NAD(P)H ratios were measured using the bioluminescent NAD(P)/NAD(P)H-Glo Assay (Promega), performed according to the manufacturer’s protocol. Briefly, cells were seeded and treated in a 96-well plate. Cells were lysed and split into separate wells to measure NAD(P) and NAD(P)H by selectively destroying the oxidized forms by heating in basic solution and the reduced forms in acidic solution. Utilizing the NAD cycling enzyme and reductase enzyme, the generated luciferin is used by the recombinant luciferase to produce light. The determine the redox state of the cell, the NAD(P):NAD(P)H ratio is reported.

### DNA methylation

To extract genomic DNA, cells were collected and washed with PBS followed by 2 h incubation at 60 °C in DNA isolation buffer (0.5% SDS, 100 mM NaCl, 50 mM Tris pH 8, 3 mM EDTA, 0.1 mg/ml proteinase K). DNA was extracted using chloroform followed by ethanol precipitation and dissolved in double-distilled water. DNA methylation was quantified using the MethylFlash^TM^ Methylated DNA Quantification Kit (Colorimetric), according to the manufacturer’s protocol (Epigentek Inc.). One hundred nanograms of input DNA were used per reaction. Absorbance at 450-nm was measured using a Tecan Infinite F50 microplate reader.

### ChIP-qPCR

ChIP-qPCR was performed using the ChIP-IT High Sensitivity Kit (Active Motif, 53040) according to the manufacturer’s protocol. Cells were fixed, lysed and sonicated for 30 m (30 s on, 30 s off) leading to chromatin fragments between 200 and 1200 base pairs. DNA-bound protein was immunoprecipitated using 2 μg anti-H3K27me2 (Active Motif, clone MABI 0324) or IgG (Santa Cruz, 2025). Following immuneprecipitation, cross-links were reversed, protein was removed, and DNA was purified. qPCR was performed with equal amounts of H3K27me2-immunoprecipitated sample, IgG-immunoprecipitated sample, and input sample. Values were normalized to input measurements and fold enrichment was calculated. qPCR primers were designed to target gene loci regions flanking or nearby myofibroblast transcription factor predicted binding sites according to Genomatrix-MatInspector Software analysis. The following ChIP-qPCR primers were used: *periostin* forward primer 5′*-*CCACAGCCCAGAGCTATATAAAC-3′, *periostin* reverse primer 5′-CAGCAGCAGCAGAGCATATAA-3′, *platelet-derived growth receptor alpha* forward primer 5′-AGCAACTACACGGCACTTT-3′, *platelet-derived growth receptor alpha* reverse primer 5′-CTGGGCCTCGCTAGAAATATG-3′.

### RNA-seq/ATAC-seq

RNA-seq and ATAC-seq were performed in cardiac fibroblasts (CFs) treated with or without TGFβ for 24 h; 3 biological replicates. For RNA-seq, total RNA was isolated from CFs using a standard RNA isolation kit (Qiagen). The TrueSeq stranded mRNA library kit was used to enrich polyA mRNAs via poly-T based RNA purification beads which were then amplified using Hiseq rapid SR cluster kit and multiplexed and run using the HiSeq rapid SBS kit. Reading depth was ~40 M reads per sample and single-end 75 bp fragments were generated for bioinformatic analysis using DESeq2 and assessed for quality control. For ATAC-seq, gDNA was isolated from the same treated samples and incubated with Tn5 transposomes which fragments and adds adapters simultaneously, in open chromatin regions. Deep sequencing of these purified regions provides 50 bp fragments and downstream base-pair resolution of nucleosome-free regions in the genome. ATAC-seq data was then processed (trimmed, filtered, and quality controlled) using the Illumina BaseSpace sequencing HUB and enriched regions were identified using MACS2 analysis. Only those enriched regions found across all 3 biological samples were included in the analysis. All kits were obtained from Illumina and all sequencing was performed on the Illumina HiSeq2500 sequencer. Both sequencing data sets were aligned to the mouse genome (mm10). For data visualization, BIGWIG files were generated for RNA-seq and ATAC-seq viewing in the Integrative Genomics Viewer (Version 2.5).

### Echocardiography

Transthoracic echocardiography of the left ventricle was performed and analyzed on a Vevo 2100 imaging system (VisualSonics). Mice were anesthetized with 2% isoflurane in 100% oxygen during acquisition. M-mode images were collected in short-axis and analysis was performed using VisualSonics software.

### Myocardial infarction

Ligation of the left coronary artery (LCA) was performed as described previously in Gao et al.^69^. Briefly, mice were anesthetized with 2% isoflurane in 100% oxygen and the heart exposed via a left thoracotomy at the fifth intercostal space. The LCA was permanently ligated to induce a large myocardial infarction and the heart was returned to the chest cavity.

### Chronic angiotensin II infusion

Mice were anesthetized with 2% isoflurane in 100% oxygen and mini-osmotic pumps (Alzet Model 1004) were inserted subcutaneously to deliver 1.1 mg/kg/d Angiontesin II (Sigma, A9525) for 4 weeks.

### Tissue gravimetrics

Mice were sacrificed followed by isolation and weighing of the heart and lungs, as well as measurement of tibia length. Heart gravimetrics were assessed by heart weight/tibia length ratios. Lungs were weighed at the time of isolation (wet lung weight) and after dehydration at 37 °C for 1 week (dry lung weight). Lung edema was quantified by subtracting wet–dry lung weight.

### Histology

For histological analysis, hearts were collected at the indicated time points and fixed in 10% buffered formalin. Next, hearts were dehydrated and embedded in paraffin followed by collection of serial 7 μm sections. To evaluate fibrosis, sections were stained with Masson’s trichrome (Sigma). Sections were examined using a Nikon Eclipse Ni microscope and images were acquired with a high-resolution digital camera (Nikon DS-Ri1). The percentage of fibrosis was quantified using ImageJ software (NIH). Blue pixels were expressed as a percentage of the entire image surface area.

To quantify myofibroblasts, antigen retrieval was performed and sections were subsequently stained with anti-α-SMA antibody (1:1000, Sigma-Aldrich, A2547) and anti-CD31 (1:30, R&D Systems, AF3628). Sections were incubated with antibodies in a humidified chamber overnight at 4 °C followed by 1 h at room temperature. Sections were washed three times for 5 min each in PBS and incubated in secondary antibodies for 1 h at 37 °C in a humidified chamber. Secondary antibodies used were: Alexa Fluor 488 (1:250, Invitrogen, A21202) and Alexa Fluor 555 (1:100, Invitrogen, A21432). After washing three times for 5 min each, sections were stained with DAPI (Invitrogen R37606). After DAPI staining, sections were washed three times for 5 min and then incubated with Sudan black B (Abcam, ab146284) for 40 min at room temperature followed by 6 washes for 10 min each. Finally sections were mounted on slides using Vectashield. Images were taken using a Carl Zeiss Axio Observer Z1 fluorescent microscope. Images were acquired in the green channel (490ex/525em), orange channel (555ex/580em), and blue channel (350ex/460em). Eight images per heart were obtained for quantitative analysis. Myofibroblast percentages were derived by counting the number of single positive α-SMA cells (α-SMA+/ CD31−) and dividing by the total number of nuclei.

### Statistics and scientific rigor

All results are presented as mean +/− SEM. All experiments were replicated at least 3 times if biological replicates were not appropriate. Statistical powering was initially performed using the nQuery Advisor 3.0 software (Statistical Solutions) along with historical data to estimate sample size. For all experiments, the calculations use *α* = 0.05 and *β* = 0.2 (power = 0.80). Statistical analysis was performed using Prism 6.0 (GraphPad Software). Where appropriate, column analyses were performed using an unpaired, 2-tailed t-test (for 2 groups) or one-way ANOVA (for groups of 3 or more). For grouped analyses either multiple unpaired t-tests or where appropriate 2-way ANOVA with a Sidak post-hoc analysis was performed. *P* values less than 0.05 (95% confidence interval) were considered significant. For all in vivo studies, researchers were blinded from mouse genotypes and a numerical ear tagging system enabled unbiased data collection. Upon completion of the study, mouse ID numbers were cross-referenced with genotype to permit analysis. Mice were excluded from the MI study if they lacked a scar or infarct, as evaluated by histological staining at 4 weeks post-MI.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Dataset 1

Source Data

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. All ATAC-sequencing and RNA-sequencing data has been submitted to the GEO repository with accession # GSE135531.

## References

[1] Davis J, Molkentin JD (2014). Myofibroblasts: trust your heart and let fate decide. J. Mol. Cell. Cardiol..

[2] Stempien-Otero A, Kim D-H, Davis J (2016). Molecular networks underlying myofibroblast fate and fibrosis. J. Mol. Cell. Cardiol..

[3] Tomasek JJ, Gabbiani G, Hinz B, Chaponnier C, Brown RA (2002). Myofibroblasts and mechano-regulation of connective tissue remodelling. Nat. Rev. Mol. Cell Biol..

[4] Moore-Morris T (2014). Resident fibroblast lineages mediate pressure overload–induced cardiac fibrosis. J. Clin. Investig..

[5] Molkentin JD (2017). Fibroblast-specific genetic manipulation of p38 mitogen-activated protein kinase in vivo reveals its central regulatory role in fibrosis. Circulation.

[6] van den Borne SWM (2010). Myocardial remodeling after infarction: the role of myofibroblasts. Nat. Rev. Cardiol..

[7] Wynn TA, Ramalingam TR (2012). Mechanisms of fibrosis: therapeutic translation for fibrotic disease. Nat. Med..

[8] Alevizopoulos A, Dusserre Y, Rüegg U, Mermod N (1997). Regulation of the transforming growth factor β-responsive transcription factor CTF-1 by calcineurin and calcium/calmodulin-dependent protein kinase IV. J. Biol. Chem..

[9] Furuya S, Furuya K, Sokabe M, Hiroe T, Ozaki T (2005). Characteristics of cultured subepithelial fibroblasts in the rat small intestine. II. Localization and functional analysis of endothelin receptors and cell-shape-independent gap junction permeability. Cell Tissue Res..

[10] Ostrom RS (2003). Angiotensin II enhances adenylyl cyclase signaling via Ca2+/Calmodulin: Gq-Gs cross-talk regulates collagen production in cardiac fibroblasts. J. Biol. Chem..

[11] Adapala RK (2013). TRPV4 channels mediate cardiac fibroblast differentiation by integrating mechanical and soluble signals. J. Mol. Cell. Cardiol..

[12] Davis J, Burr AR, Davis GF, Birnbaumer L, Molkentin JD (2012). A TRPC6-dependent pathway for myofibroblast transdifferentiation and wound healing in vivo. Dev. Cell.

[13] Du J (2010). TRPM7-mediated Ca2+ signals confer fibrogenesis in human atrial fibrillation. Circ. Res..

[14] Kirichok Y, Krapivinsky G, Clapham DE (2004). The mitochondrial calcium uniporter is a highly selective ion channel. Nature.

[15] Denton RM (2009). Regulation of mitochondrial dehydrogenases by calcium ions. Biochim. et. Biophys. Acta Bioenerg..

[16] Glancy B, Balaban RS (2012). Role of mitochondrial Ca(2+) in the regulation of cellular energetics. Biochemistry.

[17] Luongo Timothy S (2015). The mitochondrial calcium uniporter matches energetic supply with cardiac workload during stress and modulates permeability transition. Cell Rep..

[18] Carey BW, Finley LWS, Cross JR, Allis CD, Thompson CB (2015). Intracellular α-ketoglutarate maintains the pluripotency of embryonic stem cells. Nature.

[19] Moussaieff A (2015). Glycolysis-mediated changes in acetyl-coa and histone acetylation control the early differentiation of embryonic stem cells. Cell Metab..

[20] TeSlaa T (2016). α-Ketoglutarate accelerates the initial differentiation of primed human pluripotent stem cells. Cell Metab..

[21] Baughman JM (2011). Integrative genomics identifies MCU as an essential component of the mitochondrial calcium uniporter. Nature.

[22] De Stefani D, Raffaello A, Teardo E, Szabo I, Rizzuto R (2011). A forty-kilodalton protein of the inner membrane is the mitochondrial calcium uniporter. Nature.

[23] Pan X (2013). The physiological role of mitochondrial calcium revealed by mice lacking the mitochondrial calcium uniporter (MCU). Nat. Cell Biol..

[24] Tsai C-W (2017). Proteolytic control of the mitochondrial calcium uniporter complex. Proc. Natl Acad. Sci..

[25] Crabtree GR, Olson EN (2002). NFAT signaling: choreographing the social lives of cells. Cell.

[26] Antony AN (2016). MICU1 regulation of mitochondrial Ca(2+) uptake dictates survival and tissue regeneration. Nat. Commun..

[27] Williams GSB, Boyman L, Chikando AC, Khairallah RJ, Lederer WJ (2013). Mitochondrial calcium uptake. Proc. Natl Acad. Sci. USA.

[28] Mallilankaraman K (2012). MICU1 is an essential gatekeeper for MCU-mediated mitochondrial Ca(2+) uptake that regulates cell survival. Cell.

[29] Paillard M (2017). Tissue-specific mitochondrial decoding of cytoplasmic Ca2+ signals is controlled by the stoichiometry of MICU1/2 and MCU. Cell Rep..

[30] Csordás G (2013). MICU1 controls both the threshold and cooperative activation of the mitochondrial Ca(2+) uniporter. Cell Metab..

[31] Balaban RS (2009). The role of Ca(2+) signaling in the coordination of mitochondrial ATP production with cardiac work. Biochim. et. Biophys. Acta.

[32] Hajnóczky G, Robb-Gaspers LD, Seitz MB, Thomas AP (1998). Decoding of cytosolic calcium oscillations in the mitochondria. Cell.

[33] Williams GSB, Boyman L, Lederer WJ (2015). Mitochondrial calcium and the regulation of metabolism in the heart. J. Mol. Cell. Cardiol..

[34] Bernard K (2015). Metabolic reprogramming is required for myofibroblast contractility and differentiation. J. Biol. Chem..

[35] Xie N (2015). Glycolytic reprogramming in myofibroblast differentiation and lung fibrosis. Am. J. Respir. Crit. Care Med..

[36] Patra KC, Hay N (2014). The pentose phosphate pathway and cancer. Trends Biochem. Sci..

[37] Mor I, Cheung EC, Vousden KH (2011). Control of glycolysis through regulation of PFK1: old friends and recent additions. Cold Spring Harb. Symp. Quant. Biol..

[38] Kurland IJ, el-Maghrabi MR, Correia JJ, Pilkis SJ (1992). Rat liver 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase. Properties of phospho- and dephospho- forms and of two mutants in which Ser32 has been changed by site-directed mutagenesis. J. Biol. Chem..

[39] Salabei JK (2016). Type 2 diabetes dysregulates glucose metabolism in cardiac progenitor cells. J. Biol. Chem..

[40] Denton RM, Randle PJ, Martin BR (1972). Stimulation by calcium ions of pyruvate dehydrogenase phosphate phosphatase. Biochem. J..

[41] DeBerardinis RJ (2007). Beyond aerobic glycolysis: transformed cells can engage in glutamine metabolism that exceeds the requirement for protein and nucleotide synthesis. Proc. Natl Acad. Sci. USA.

[42] Salabei JK (2015). Glutamine regulates cardiac progenitor cell metabolism and proliferation. Stem Cells.

[43] Gross MI (2014). Antitumor activity of the glutaminase inhibitor CB-839 in triple-negative breast cancer. Mol. Cancer Ther..

[44] Loenarz C, Schofield CJ (2011). Physiological and biochemical aspects of hydroxylations and demethylations catalyzed by human 2-oxoglutarate oxygenases. Trends Biochem. Sci..

[45] Ferrari Karin J (2014). Polycomb-dependent H3K27me1 and H3K27me2 regulate active transcription and enhancer fidelity. Mol. Cell.

[46] Barski A (2007). High-resolution profiling of histone methylations in the human genome. Cell.

[47] Kanisicak O (2016). Genetic lineage tracing defines myofibroblast origin and function in the injured heart. Nat. Commun..

[48] Tallquist Michelle D., Molkentin Jeffery D. (2017). Redefining the identity of cardiac fibroblasts. Nature Reviews Cardiology.

[49] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[50] Wang L (2013). A small molecule modulates Jumonji histone demethylase activity and selectively inhibits cancer growth. Nat. Commun..

[51] Hong S (2007). Identification of JmjC domain-containing UTX and JMJD3 as histone H3 lysine 27 demethylases. Proc. Natl Acad. Sci. USA.

[52] Ubil E (2014). Mesenchymal-endothelial-transition contributes to cardiac neovascularization. Nature.

[53] Romero CA, Orias M, Weir MR (2015). Novel RAAS agonists and antagonists: clinical applications and controversies. Nat. Rev. Endocrinol..

[54] Luongo TS (2017). The mitochondrial Na+/Ca2+ exchanger is essential for Ca2+ homeostasis and viability. Nature.

[55] Chaudhuri D, Artiga DJ, Abiria SA, Clapham DE (2016). Mitochondrial calcium uniporter regulator 1 (MCUR1) regulates the calcium threshold for the mitochondrial permeability transition. Proc. Natl Acad. Sci. USA.

[56] Pacher P, Sharma K, Csordás G, Zhu Y, Hajnóczky G (2008). Uncoupling of ER-mitochondrial calcium communication by transforming growth factor-β. Am. J. Physiol. Ren. Physiol..

[57] Kamer KJ, Mootha VK (2014). MICU1 and MICU2 play nonredundant roles in the regulation of the mitochondrial calcium uniporter. EMBO Rep..

[58] Patron M (2014). MICU1 and MICU2 finely tune the mitochondrial Ca(2+) uniporter by exerting opposite effects on MCU activity. Mol. Cell.

[59] DeBerardinis RJ, Lum JJ, Hatzivassiliou G, Thompson CB (2008). The biology of cancer: metabolic reprogramming fuels cell growth and proliferation. Cell Metab..

[60] Chakraborty PK (2017). MICU1 drives glycolysis and chemoresistance in ovarian cancer. Nat. Commun..

[61] Fueyo R (2018). Lineage specific transcription factors and epigenetic regulators mediate TGFβ-dependent enhancer activation. Nucleic Acids Res..

[62] Estarás C (2012). Genome-wide analysis reveals that Smad3 and JMJD3 HDM co-activate the neural developmental program. Development.

[63] Cheng T (2011). Pyruvate carboxylase is required for glutamine-independent growth of tumor cells. Proc. Natl Acad. Sci. USA.

[64] Altman BJ, Stine ZE, Dang CV (2016). From Krebs to clinic: glutamine metabolism to cancer therapy. Nat. Rev. Cancer.

[65] Le A (2012). Glucose-independent glutamine metabolism via TCA cycling for proliferation and survival in B-cells. Cell Metab..

[66] De Windt LJ, Lim HW, Haq S, Force T, Molkentin JD (2000). Calcineurin promotes protein kinase C and c-Jun NH2-terminal kinase activation in the heart: cross-talk between cardiac hypertrophic signaling pathways. J. Biol. Chem..

[67] Zhao Y (2011). An expanded palette of genetically encoded Ca(2+) indicators. Science.

[68] Metsalu T, Vilo J (2015). ClustVis: a web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. Nucleic Acids Res..

[69] Gao E (2010). A novel and efficient model of coronary artery ligation and myocardial infarction in the mouse. Circ. Res..

# Supplementary material for: Mitochondrial calcium exchange links metabolism with the epigenome to control cellular differentiation
**Source:** Nat Commun. 2019 Oct 4;10:4509. doi: 10.1038/s41467-019-12103-x

**Supplemental Figures:**

Mitochondrial Calcium Exchange links Metabolism with the Epigenome to Control Cellular Differentiation

Alyssa A. Lombardi et al. *Nature Communications*. 2019

Supplemental Figure 1 – related to Figure 1.

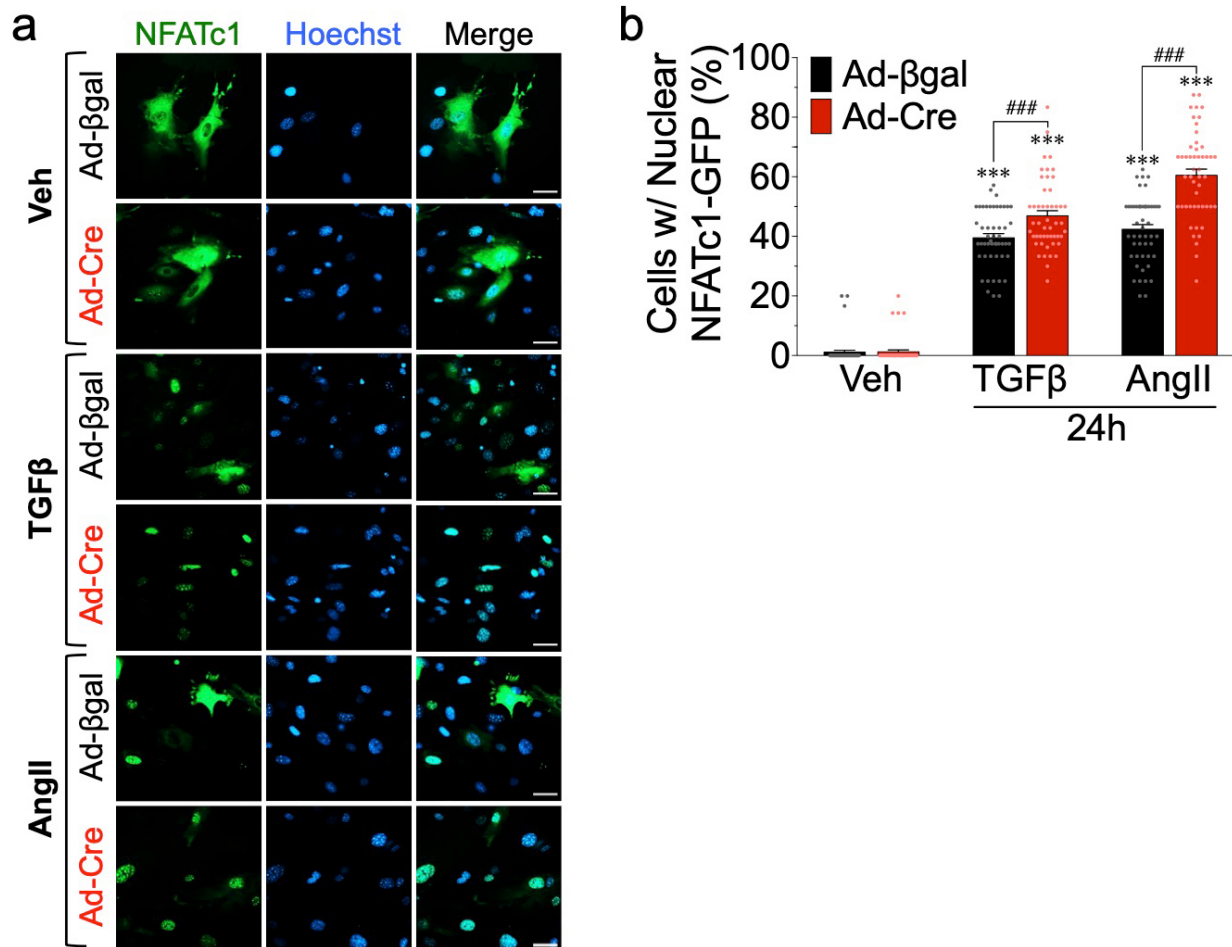

**Supplemental Figure 1 – related to Figure 1. Loss of  $mCa^{2+}$  uptake enhances cytosolic signaling.** **a,b)** *Mcu*<sup>-/-</sup> (Ad-Cre) and control (Ad-βgal) MEFs were transduced with adenovirus-encoding NFATc1-GFP and 24h later treated with TGFβ or AngII for 24h. Cells were stained with Hoechst to demarcate nuclei and imaged on a fluorescence microscope. Representative images are shown. Percentage of cells with nuclear NFATc1 was quantified. n=3 per group each with 50 cells quantified. All data shown as mean ± SEM. \*\*\*p<0.001 vs. vehicle control analyzed by ANOVA. ###p<0.001 vs. Ad-βgal analyzed by t-test. Scale bar = 50μm.

Supplemental Figure 2 – related to Figure 2.

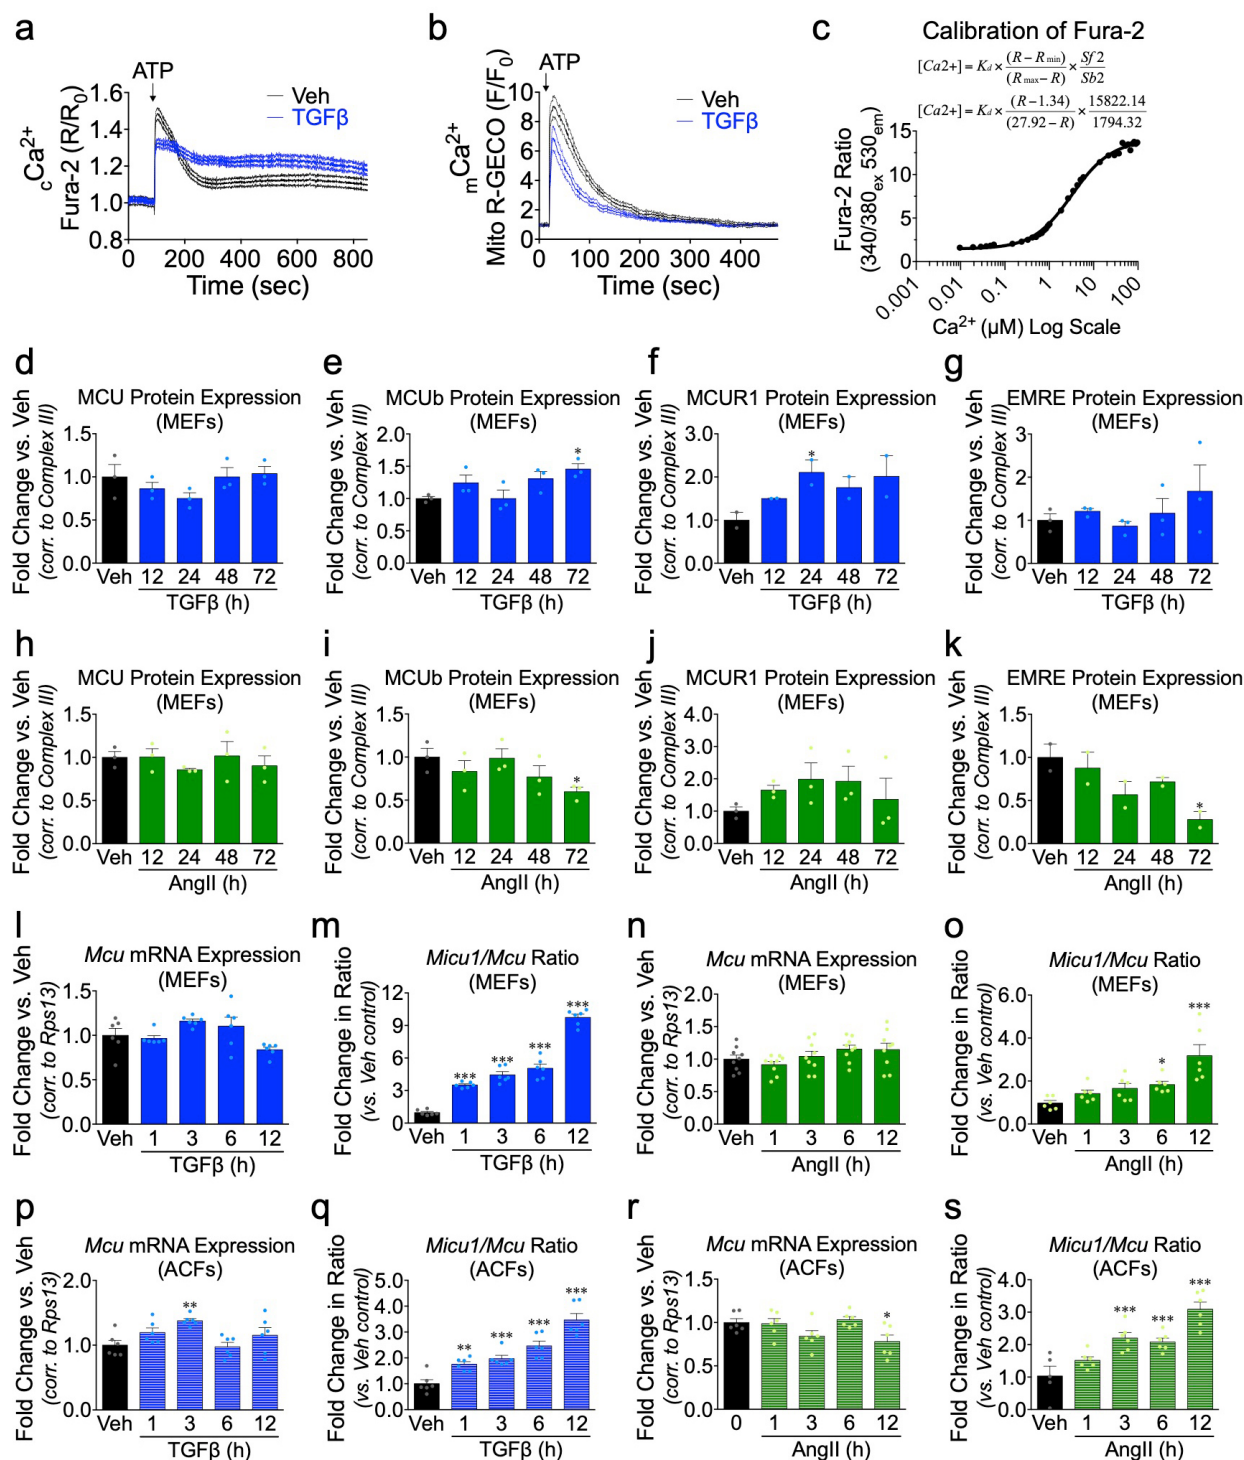

**Supplemental Figure 2 – related to Figure 2. Calibration of Fura-2  $\text{Ca}^{2+}$  reporter and quantification of expression of mtCU components post-TGF $\beta$  or AngII. a)** WT MEFs plus or minus (+/-) 12h TGF $\beta$  were loaded with the  $\text{Ca}^{2+}$ -sensitive dye Fluo-4 AM. Fluorescence was recorded while 1mM ATP was delivered to initiate purinergic receptor-mediated IP3R  $\text{Ca}^{2+}$  release. n=28 cells. **b)** WT MEFs +/- 12h TGF $\beta$  were transduced with adenovirus encoding the mitochondrial calcium sensor, Mito R-GECO and fluorescence was recorded during 1mM ATP treatment. n=24 cells. **c)** Fura-2 was calibrated by the generation of a standard curve of  $\text{Ca}^{2+}$  (0.01-100 $\mu\text{M}$ ) in experimental intracellular buffer to quantify actual  $\text{Ca}^{2+}$  content as shown in Figure 2c. Fura-2 fluorescence ratio was converted to  $[\text{Ca}^{2+}]$  by the following equation:  $[\text{Ca}^{2+}] = K_d * (R - R_{\min}) / (R_{\max} - R) * Sf2/Sb2$ . ( $R_{\min}$ = ratio in 0-  $\text{Ca}^{2+}$ ;  $R_{\max}$  = ratio at saturation; Sf2=380/510 reading in 0- $\text{Ca}^{2+}$ ; Sb2=380/510 reading with  $\text{Ca}^{2+}$  saturation. **d-k)** Fold change in expression of mtCU components from immunoblots in Figure 2h,m. Band density analysis was corrected to the loading control, Complex III (subunit UQCRC2). n=3 samples. **l-o)** Fold change in mRNA expression of *Micu1* and the ratio of *Micu1/Mcu* in MEFs. *Rps13* was used as the housekeeping gene; n=6. **p-s)** Fold change in mRNA expression of *Micu1* and the ratio of *Micu1/Mcu* in mouse adult cardiac fibroblasts (ACFs). *Rps13* was used as the housekeeping gene; n=6 samples. *Ca<sup>2+</sup> traces*: solid line = mean, dashed line = SEM. All data shown as mean  $\pm$  SEM. \*\*\* $p < 0.001$ , \*\* $p < 0.01$ , \* $p < 0.05$  vs. vehicle control analyzed by ANOVA.

**Supplemental Figure 3 – related to Figure 3.**

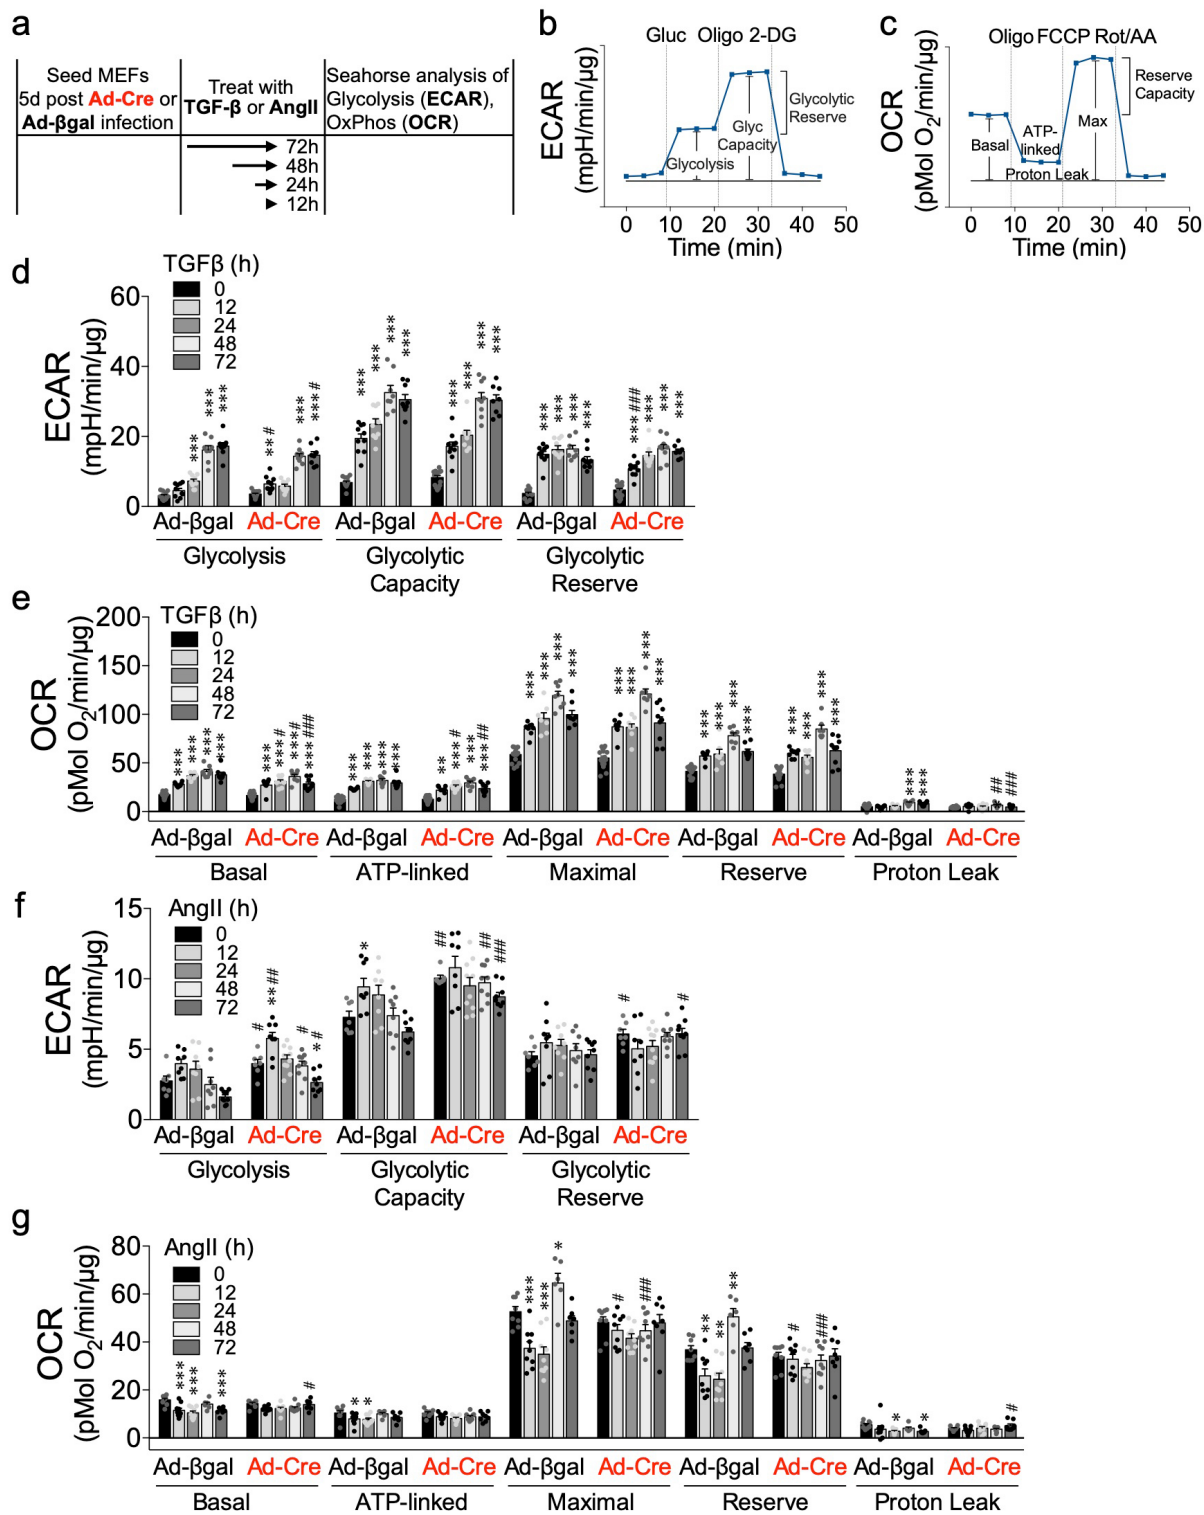

**Supplemental Figure 3 – related to Figure 3. Seahorse analysis of glycolysis and oxidative phosphorylation. a-c)** Schematic of experimental timeline. MEFs were treated with fibrotic stimuli for 12, 24, 48, or 72h and assayed for Glycolysis and Oxidative Phosphorylation using a Seahorse XF96 analyzer to measure extracellular acidification rates (ECAR, glycolysis) or oxygen consumption rates (OCR, OxPhos). **d)** Quantification of glycolysis, glycolytic capacity, and glycolytic reserve in *Mcu*<sup>-/-</sup> (Ad-Cre) and control (Ad-βgal) MEFs post-TGFβ. For Ad-βgal, n = 14 (t0), 10 (t12), 9 (t24), 8 (t48) and 9 (t72). For Ad-Cre, n = 15 (t0), 10 (t12), 9 (t24), 9 (t48) and 8 (t72). **e)** Quantification of basal respiration, ATP-linked respiration, maximal respiration, reserve capacity, and proton leak in *Mcu*<sup>-/-</sup> and control MEFs post-TGFβ. For Ad-βgal, n = 18 (t0), 8 (t12), 7 (t24), 8 (t48) and 8 (t72). For Ad-Cre, n = 18 (t0), 8 (t12), 9 (t24), 7 (t48) and 9 (t72). **f)** Quantification of glycolysis, glycolytic capacity, and glycolytic reserve in *Mcu*<sup>-/-</sup> and control MEFs post-AngII. For Ad-βgal, n = 7 (t0), 8 (t12), 8 (t24), 8 (t48) and 9 (t72). For Ad-Cre, n = 7 (t0), 8 (t12), 10 (t24), 9 (t48) and 9 (t72). **g)** Quantification of basal respiration, ATP-linked respiration, maximal respiration, reserve capacity, and proton leak in *Mcu*<sup>-/-</sup> and control MEFs post-AngII. For Ad-βgal, n = 8 (t0), 9 (t12), 9 (t24), 6 (t48) and 7 (t72). For Ad-Cre, n = 8 (t0), 9 (t12), 9 (t24), 9 (t48) and 8 (t72).. All data shown as mean ± SEM. \*\*\* *p*<0.001, \*\* *p*<0.01, \* *p*<0.05 vs. vehicle control analyzed by ANOVA. ### *p*<0.001, ## *p*<0.01, # *p*<0.05 vs. Ad-βgal analyzed by *t*-test.

## Supplemental Figure 4 – related to Figure 3.

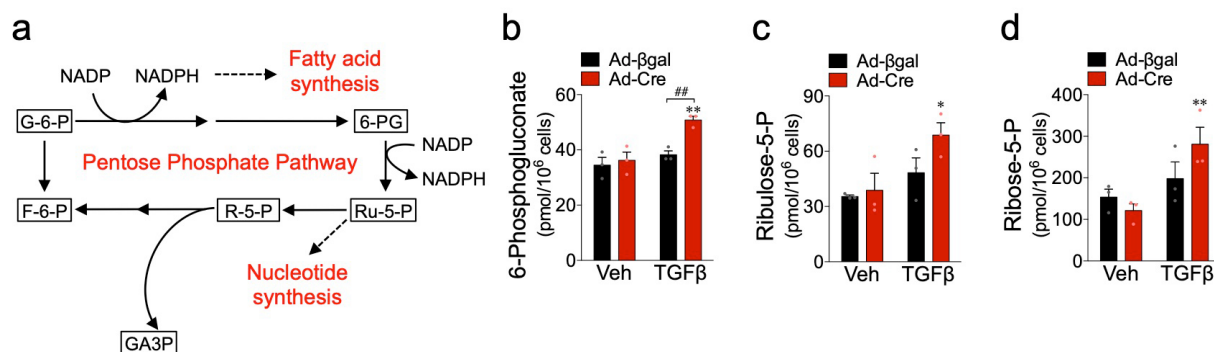

**Supplemental Figure 4 – related to Figure 3. Quantification of metabolites involved in the pentose phosphate pathway.** **a)** Schematic of the pentose phosphate pathway: glucose-6-phosphate (G-6-P), 6-phosphogluconate (6-PG), ribulose-5-phosphate (Ru-5-P), ribose-5-phosphate (R-5-P), glyceraldehyde-3-phosphate (GA3P), fructose-6-phosphate (F-6-P). **b-d)** Absolute concentration of pentose phosphate pathway metabolites 6-phosphogluconate, ribulose-5-P phosphate, and ribose-5-phosphate; n=3/group. All data shown as mean  $\pm$  SEM. \*\*\*p<0.001, \*\*p<0.01, \*p<0.05 vs. vehicle control analyzed by ANOVA. ###p<0.001, ##p<0.01, #p<0.05 vs. Ad-βgal analyzed by t-test.

Supplemental Figure 5 – related to Figures 3 and 4.

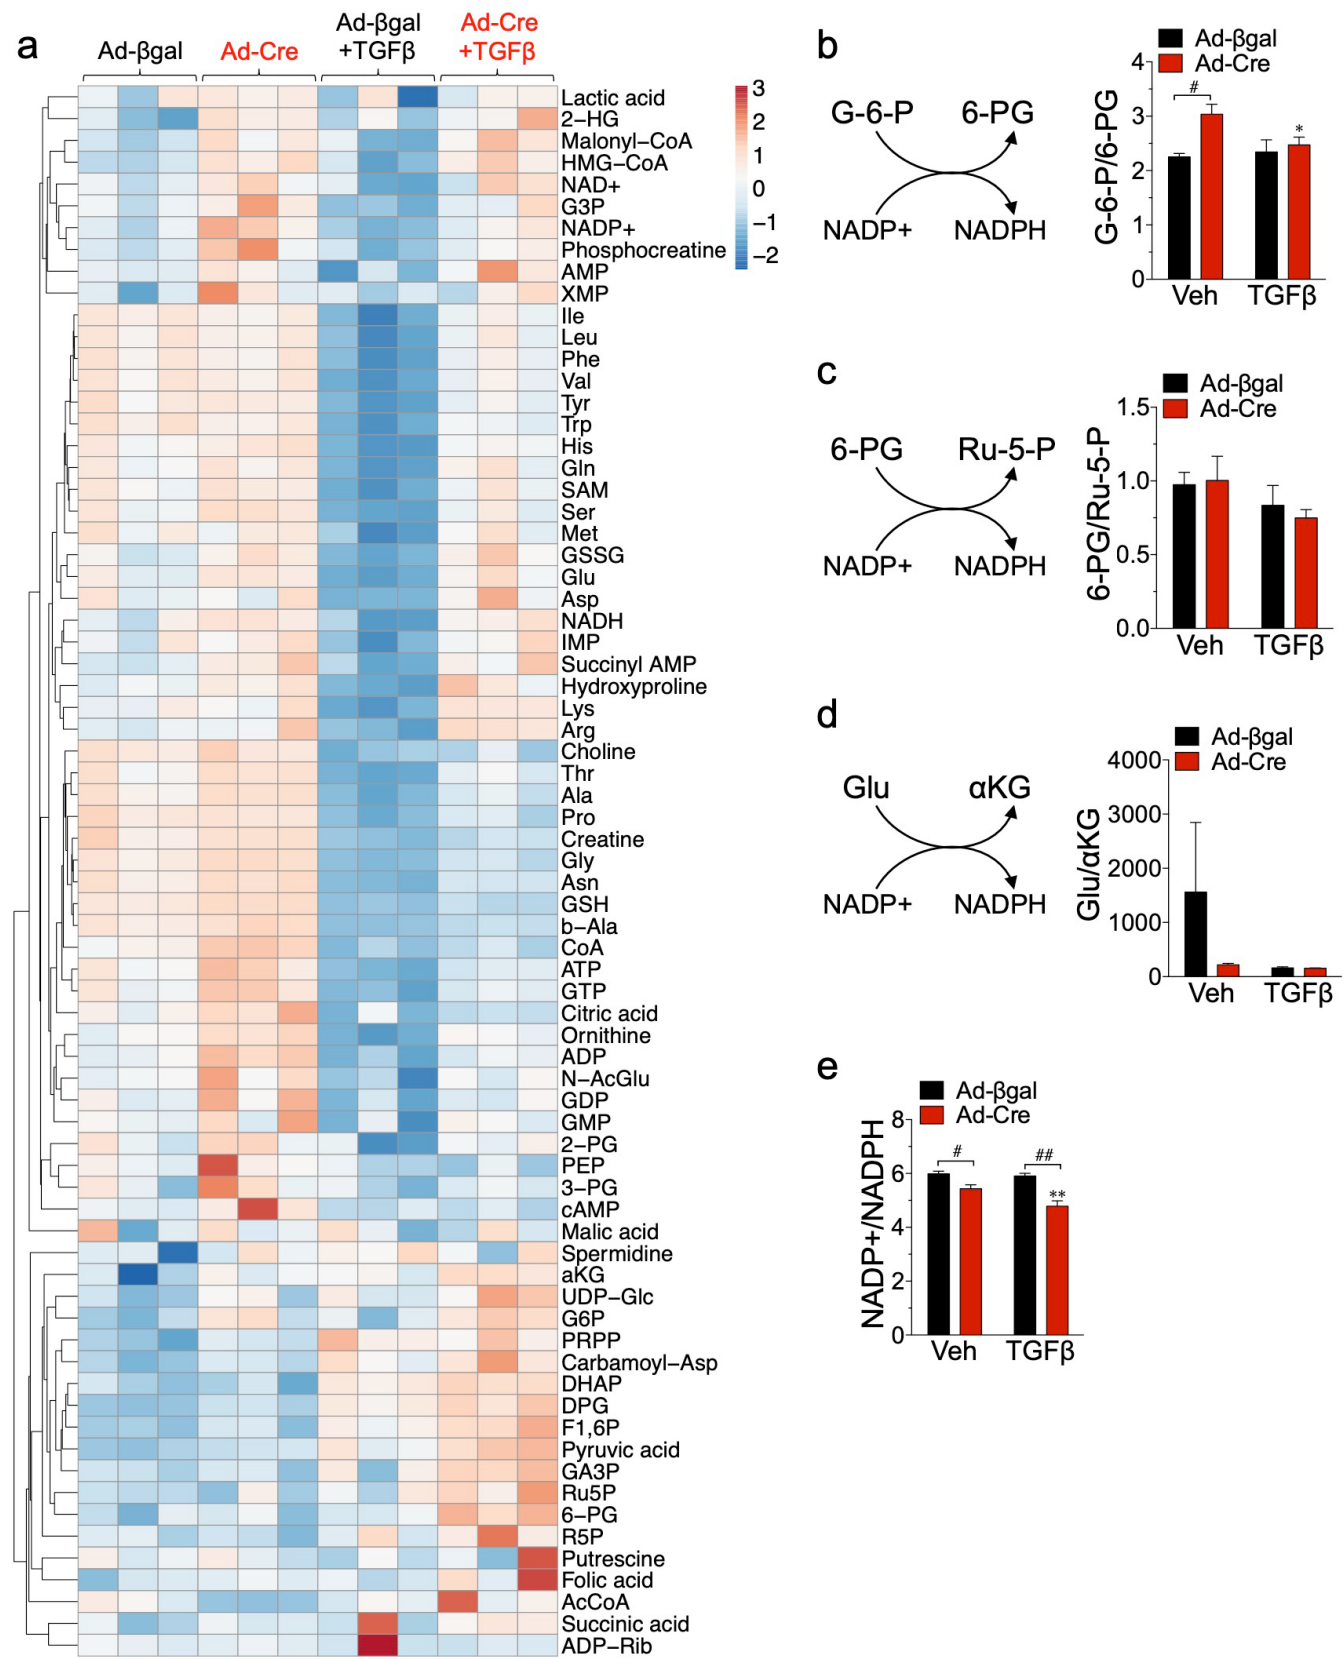

**Supplemental Figure 5 – related to Figures 3 and 4. a)** Heat map of metabolites. Heat map representation of metabolome profiles of *Mcu*<sup>-/-</sup> (Ad-Cre) and control (Ad-βgal) MEFs at baseline and post-TGFβ (12h). Unit variance scaling is applied to rows. Rows are clustered using Manhattan distance and average linkage. *Also see Supplemental Data File 1. b-e)* Ratios of metabolites involved in enzymatic reactions that require NADP<sup>+</sup> as a cofactor, derived from absolute metabolite concentrations. An observed change in the metabolite ratio provides potential insight into the redox state of the cell, which could affect the interconversion of these metabolites; n=3. **b)** glucose-6-phosphate (G-6-P)/6-phosphogluconate (6-PG), **c)** 6-PG/ribulose-5-phosphate (Ru-5-P), **d)** Glutamate (Glu)/α-ketoglutarate (αKG), **e)** Cellular redox state (NADP<sup>+</sup>/NADPH ratio) examined by luciferin-based assay in WT and *Mcu*<sup>-/-</sup> MEFs ± 24h TGFβ; n=5. These data are suggestive that mtCU-Ca<sup>2+</sup> uptake has a greater impact on mitochondrial NADPH redox than cytosolic redox state. *All data shown as mean ± SEM. \*\*p<0.01, \*p<0.05 vs. vehicle control analyzed by ANOVA. ##p<0.01, #p<0.05 vs. Ad-βgal analyzed by t-test.*

**Supplemental Data File 1 – related to Figures 3 and 4.** Absolute concentration of metabolites; n=3. *All data shown as mean ± SEM. (see excel file)*

**Supplemental Figure 6 – related to Figure 5.**

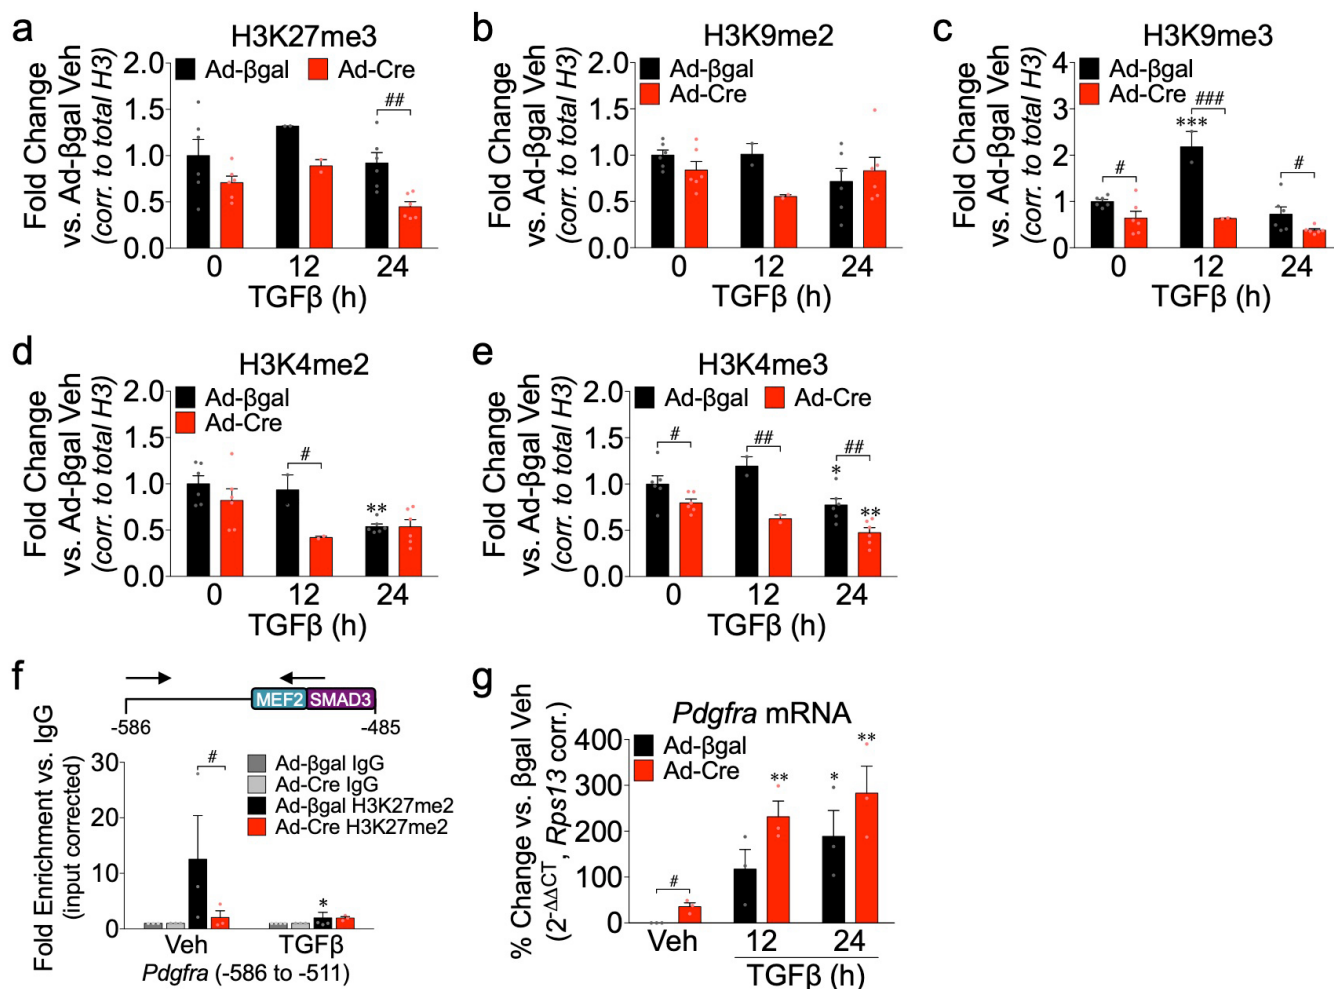

**Supplemental Figure 6 – related to Figure 5. Quantification of H3K methylation.**

**a-e)** MEFs were treated with TGFβ for 0, 12 or 24h and cell lysates were immunoblotted for specific methylated histone 3 lysine (H3K) residues – H3K27me3, H3K9me2, H3K9me3, H3K4me2, H3K4me3. Total H3 was used as a nuclear loading control and tubulin served as a total lysate loading control. Band density was normalized to total H3. **f)** H3K27me2 ChIP-qPCR of *platelet-derived growth factor receptor alpha* (*Pdgfra*) in *Mcu*<sup>-/-</sup> (Ad-Cre) and control (Ad-βgal) MEFs at baseline (veh) and following 12h TGFβ. Schematic shows loci of qPCR primers in relationship to myofibroblast transcription factor binding sites – MEF2 (myocyte enhancer factor 2), SMAD3 (SMAD family member 3). **g)** qPCR of *Pdgfra* mRNA in *Mcu*<sup>-/-</sup> (Ad-Cre) and control (Ad-βgal) MEFs at baseline (veh) and post-TGFβ. n=3 experiments for all quantified data. All data shown as mean ± SEM. \*\*\*p<0.001, \*\*p<0.01, \*p<0.05 vs. vehicle control analyzed by ANOVA. ###p<0.001, ##p<0.01, #p<0.05 vs. Ad-βgal analyzed by t-test.

Supplemental Figure 7 – related to Figure 5.

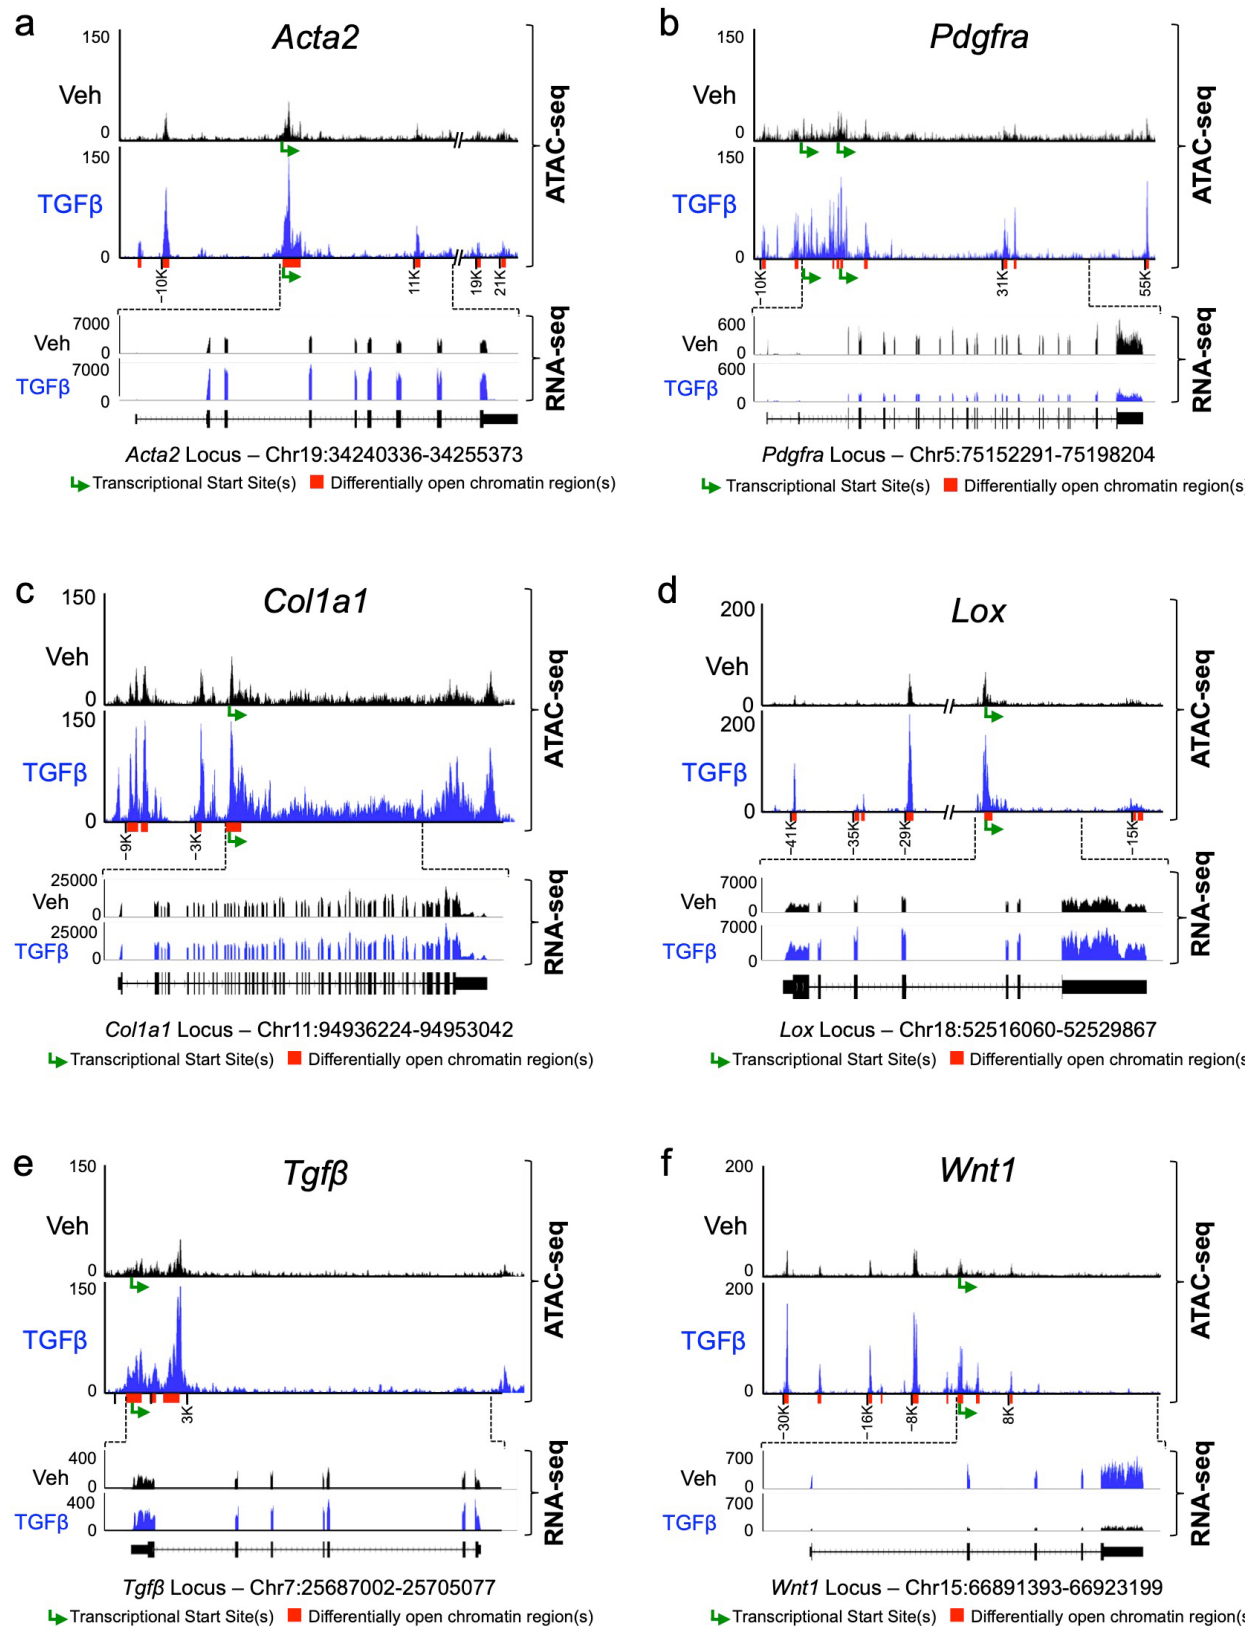

**Supplemental Figure 7 – related to Figure 5. ATAC-seq and RNA-seq data. a-e)** WT MEFs were treated with vehicle or TGF $\beta$  and assessed for chromatin accessibility and transcription using ATAC-seq and RNA-seq. Results of key myofibroblast gene loci are shown –  $\alpha$ -smooth muscle actin (*Acta-2*), platelet-derived growth factor receptor alpha (*Pdgfra*), collagen type I alpha 1 chain (*Col1a1*), lysyl oxidase (*Lox*), transforming growth factor  $\beta$  (*Tgf $\beta$* ), and wnt family member 1 (*Wnt1*). The height of the genome browser tracks shows the number of reads normalized by read depth and overall peak enrichment in the library.

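The genes of these panels lie at the following places in GRCm38 by the GENCODE M21 annotation. *Acta2* (ENSMUSG00000035783) is on the minus strand of chromosome 19 from 34241090 to 34255590, *Pdgfra* (ENSMUSG00000029231) on the plus strand of chromosome 5 from 75152292 to 75198215, and *Col1a1* (ENSMUSG00000001506) on the plus strand of chromosome 11 from 94936224 to 94953042. *Lox* (ENSMUSG00000024529) is on the minus strand of chromosome 18 from 52516067 to 52529867, *Tgfb1* (ENSMUSG00000002603) on the plus strand of chromosome 7 from 25687002 to 25705077, and *Wnt1* (ENSMUSG00000022997) on the plus strand of chromosome 15 from 98789857 to 98793837. All are annotated as protein-coding. The coordinates printed on the *Wnt1* panel lie wholly within *Ccn4* (ENSMUSG00000005124, listed under its older symbol *Wisp1*), on the plus strand of chromosome 15 from 66891320 to 66923201, and 31.87 Mb from *Wnt1*. *Ccn4* encodes a secreted matricellular protein.

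The RNA-seq counts of *Ccn4*, scaled as for the other genes, were 146 ± 20.4 CPM with vehicle and 739 ± 40.7 CPM with TGFβ (SD, n = 3 each). The log2 fold change was 2.34 (standard error 0.10, adjusted p = 7.81e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between 2.24 and 2.43 for *Ccn4*, between 0.97 and 1.12 for *Acta2*, between -1.44 and -1.32 for *Pdgfra*, between 0.18 and 0.30 for *Col1a1*, between 0.91 and 1.03 for *Lox*, and between 0.53 and 0.94 for *Tgfb1*. Gene spans that overlap *Pdgfra* held at most 0.0356% as many counts as *Pdgfra* itself.

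**Figure D3:**
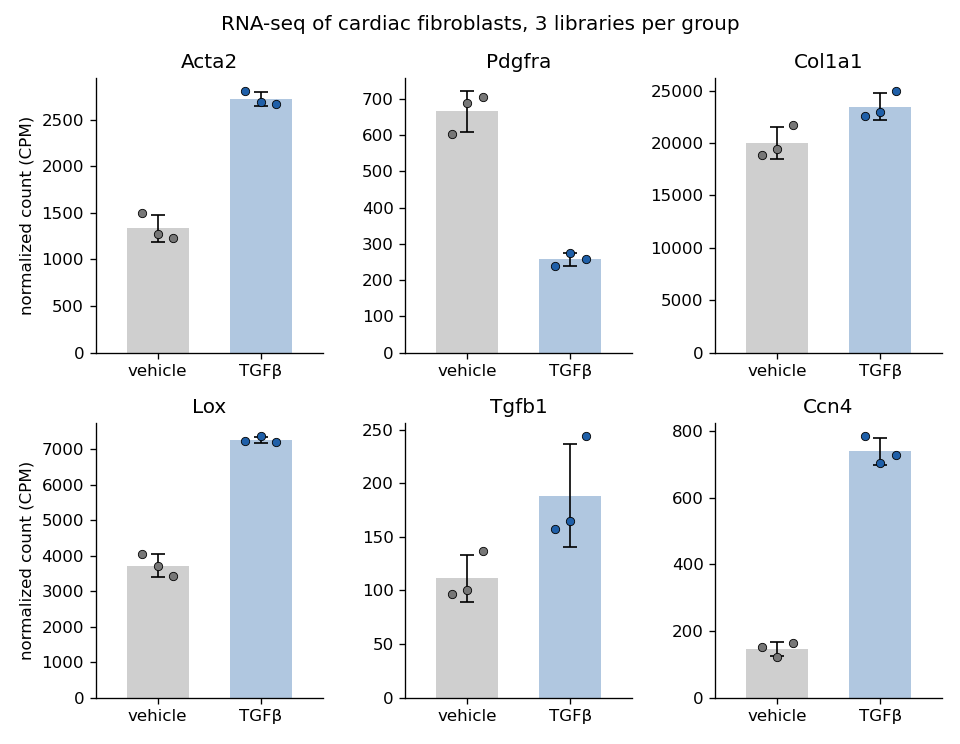
Normalized counts in CPM (linear axes from 0, a scale for each gene) of *Acta2*, *Pdgfra*, *Col1a1*, *Lox*, *Tgfb1* and *Ccn4* with vehicle and with TGFβ. Points are the 3 libraries of each group, bars their means and error bars the SD. The groups do not overlap in any of these genes, and *Pdgfra* alone is lower with TGFβ.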

# Supplemental Figure 8 – related to Figure 6.

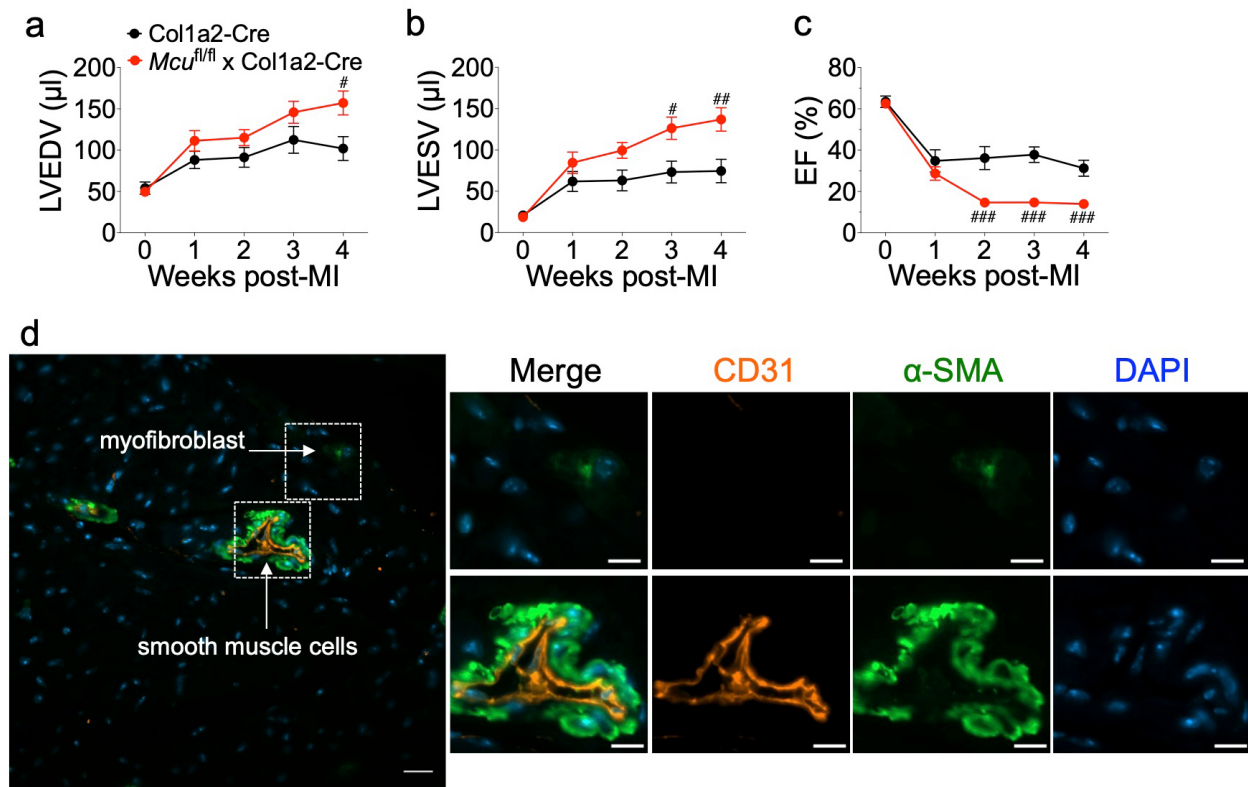

**Supplemental Figure 8 – related to Figure 6. Echocardiographic parameters and representative immunohistochemistry images of myofibroblast identification.** **a-c)** *Mcu<sup>fl/fl</sup>* x Col1a2-CreERT and control Col1a2-CreERT mice were treated with tamoxifen (40mg/kg/day) for 10d and allowed to rest 10d before permanent ligation of the left coronary artery. Cardiac function was analyzed by echocardiography 1wk prior to MI and every week thereafter. M-mode echo measurements of left ventricular end diastolic volume (LVEDV), left ventricular end systolic volume (LVESV), and ejection fraction (EF) were acquired. n=10 Col1a2-Cre, n=20 *Mcu<sup>fl/fl</sup>* x Col1a2-Cre. **d)** To quantify myofibroblasts, tissue sections were stained with anti- $\alpha$ -SMA, anti-CD31 (endothelial cell marker), and DAPI. Representative immunohistochemistry images show identification of myofibroblasts ( $\alpha$ -SMA+/CD31-) vs. smooth muscle cells ( $\alpha$ -SMA+/CD31+). All data shown as mean  $\pm$  SEM. ###p<0.001, ##p<0.01, #p<0.05 vs. Ad- $\beta$ gal analyzed by t-test. Large image left: scale bar = 20 $\mu$ m, small inset images right = 10 $\mu$ m. Also see Supplemental Table 1.

**Supplemental Table 1 – related to Figure 6. Echocardiographic results of left-ventricular (LV) function at baseline (wk 0) and post-MI.** All values were collected from M-mode analysis to measure intraventricular septum thickness (IVS) during diastole (IVS;d) and systole (IVS;s), left-ventricular end-diastolic diameter (LVEDD), left-ventricular end-systolic diameter (LVESD), left-ventricular end-diastolic posterior wall thickness (LVEDPW), left-ventricular end-systolic posterior wall thickness (LVESPW), ejection fraction (EF), fractional shortening (FS), left-ventricular end-diastolic volume (LVEDV), and left-ventricular end-systolic volume (LVESV). *All data shown as mean  $\pm$  SEM. \*\*\* $p$ <0.001, \*\* $p$ <0.01, \* $p$ <0.05 vs. wk 0 analyzed by ANOVA. ### $p$ <0.001, ## $p$ <0.01, # $p$ <0.05 vs. Ad- $\beta$ gal analyzed by t-test.*

|                                         | Wks post-MI | n/group | IVS;d (mm)         | IVS;s (mm)           | LVEDD (mm)           | LVESD (mm)            | LVEDP (mm)        | LVESP (mm)         | EF (%)                   | FS (%)                  | LVEDV ( $\mu$ l)        | LVESV ( $\mu$ l)         |
|-----------------------------------------|-------------|---------|--------------------|----------------------|----------------------|-----------------------|-------------------|--------------------|--------------------------|-------------------------|-------------------------|--------------------------|
| <b>Col1a2-Cre</b>                       | 0           | 10      | 0.69 $\pm$ 0.07    | 1.00 $\pm$ 0.09      | 3.53 $\pm$ 0.18      | 2.35 $\pm$ 0.17       | 0.68 $\pm$ 0.03   | 0.96 $\pm$ 0.07    | 63.43 $\pm$ 2.74         | 33.94 $\pm$ 1.92        | 54.11 $\pm$ 7.41        | 20.81 $\pm$ 4.29         |
|                                         | 1           | 10      | 0.70 $\pm$ 0.04    | 0.90 $\pm$ 0.06      | 4.35 $\pm$ 0.22      | 3.66 $\pm$ 0.30**     | 0.71 $\pm$ 0.05   | 0.92 $\pm$ 0.10    | 34.83 $\pm$ 5.36***      | 16.95 $\pm$ 2.81***     | 88.12 $\pm$ 10.45       | 61.86 $\pm$ 12.00        |
|                                         | 2           | 10      | 0.69 $\pm$ 0.04    | 0.94 $\pm$ 0.08      | 4.40 $\pm$ 0.24      | 3.67 $\pm$ 0.32**     | 0.72 $\pm$ 0.07   | 0.85 $\pm$ 0.09    | 36.18 $\pm$ 5.56***      | 17.79 $\pm$ 3.03***     | 91.32 $\pm$ 11.98       | 63.14 $\pm$ 12.63        |
|                                         | 3           | 10      | 0.67 $\pm$ 0.06    | 0.91 $\pm$ 0.09      | 4.80 $\pm$ 0.29**    | 3.94 $\pm$ 0.30***    | 0.67 $\pm$ 0.05   | 0.87 $\pm$ 0.08    | 37.80 $\pm$ 3.78***      | 18.47 $\pm$ 2.01***     | 112.43 $\pm$ 16.19*     | 73.19 $\pm$ 13.27        |
|                                         | 4           | 10      | 0.68 $\pm$ 0.04    | 1.00 $\pm$ 0.08      | 4.60 $\pm$ 0.27*     | 3.96 $\pm$ 0.32***    | 0.78 $\pm$ 0.08   | 0.87 $\pm$ 0.08    | 31.25 $\pm$ 3.87***      | 14.86 $\pm$ 1.98***     | 101.94 $\pm$ 14.43      | 74.53 $\pm$ 14.25*       |
| <b>Mcu<sup>fl/fl</sup> x Col1a2-Cre</b> | 0           | 20      | 0.90 $\pm$ 0.03##  | 1.27 $\pm$ 0.04      | 3.44 $\pm$ 0.07      | 2.31 $\pm$ 0.06       | 0.87 $\pm$ 0.06   | 1.18 $\pm$ 0.07    | 62.54 $\pm$ 1.24         | 33.06 $\pm$ 0.88        | 49.52 $\pm$ 2.41        | 18.71 $\pm$ 1.20         |
|                                         | 1           | 20      | 0.66 $\pm$ 0.02*** | 0.93 $\pm$ 0.06***   | 4.77 $\pm$ 0.21***   | 4.16 $\pm$ 0.25***    | 0.76 $\pm$ 0.05   | 0.90 $\pm$ 0.06**  | 28.72 $\pm$ 3.28***      | 13.71 $\pm$ 1.65***     | 111.30 $\pm$ 12.27***   | 84.58 $\pm$ 12.95***     |
|                                         | 2           | 20      | 0.54 $\pm$ 0.03*** | 0.67 $\pm$ 0.05*** # | 4.88 $\pm$ 0.16***   | 4.56 $\pm$ 0.17***    | 0.60 $\pm$ 0.06** | 0.69 $\pm$ 0.06*** | 14.68 $\pm$ 1.75*** #### | 6.63 $\pm$ 0.83*** #### | 115.12 $\pm$ 9.72***    | 99.42 $\pm$ 9.53***      |
|                                         | 3           | 20      | 0.61 $\pm$ 0.04*** | 0.78 $\pm$ 0.07***   | 5.39 $\pm$ 0.19***   | 5.04 $\pm$ 0.21*** ## | 0.64 $\pm$ 0.06** | 0.68 $\pm$ 0.06*** | 14.71 $\pm$ 2.03*** #### | 6.73 $\pm$ 0.97*** #### | 145.79 $\pm$ 13.30***   | 126.27 $\pm$ 13.46*** #  |
|                                         | 4           | 20      | 0.62 $\pm$ 0.05*** | 0.72 $\pm$ 0.07*** # | 5.55 $\pm$ 0.23*** # | 5.21 $\pm$ 0.24*** ## | 0.61 $\pm$ 0.05** | 0.67 $\pm$ 0.04*** | 13.96 $\pm$ 1.95*** #### | 6.39 $\pm$ 0.94*** ##   | 157.11 $\pm$ 14.40*** # | 136.95 $\pm$ 14.26*** ## |

**Supplemental Figure 9.** Western blots related to Figure 1.

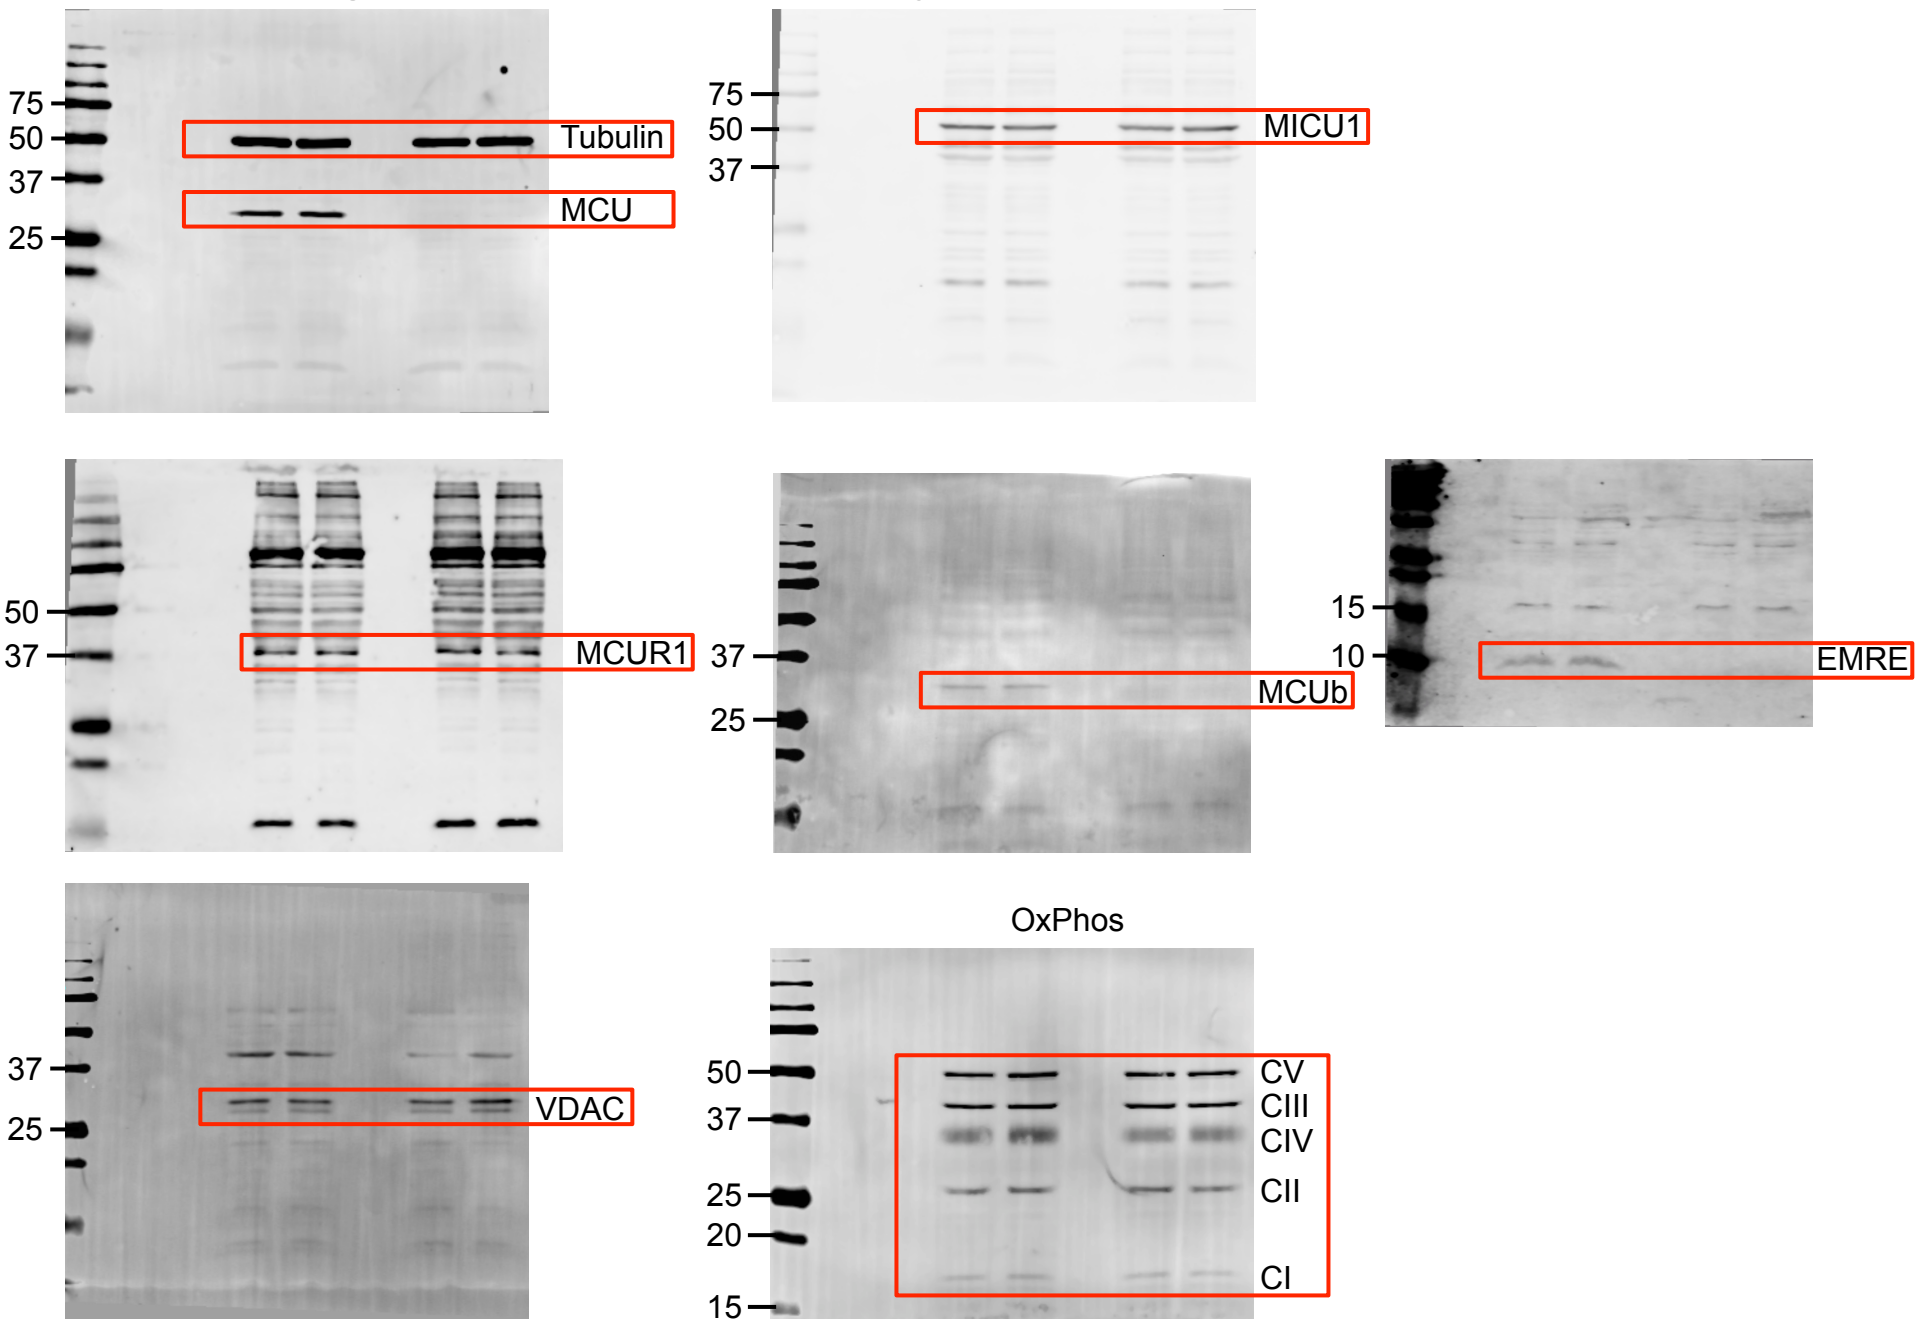

**Supplemental Figure 10.** Western blots related to Figure 2.

**MEFS + TGFβ**

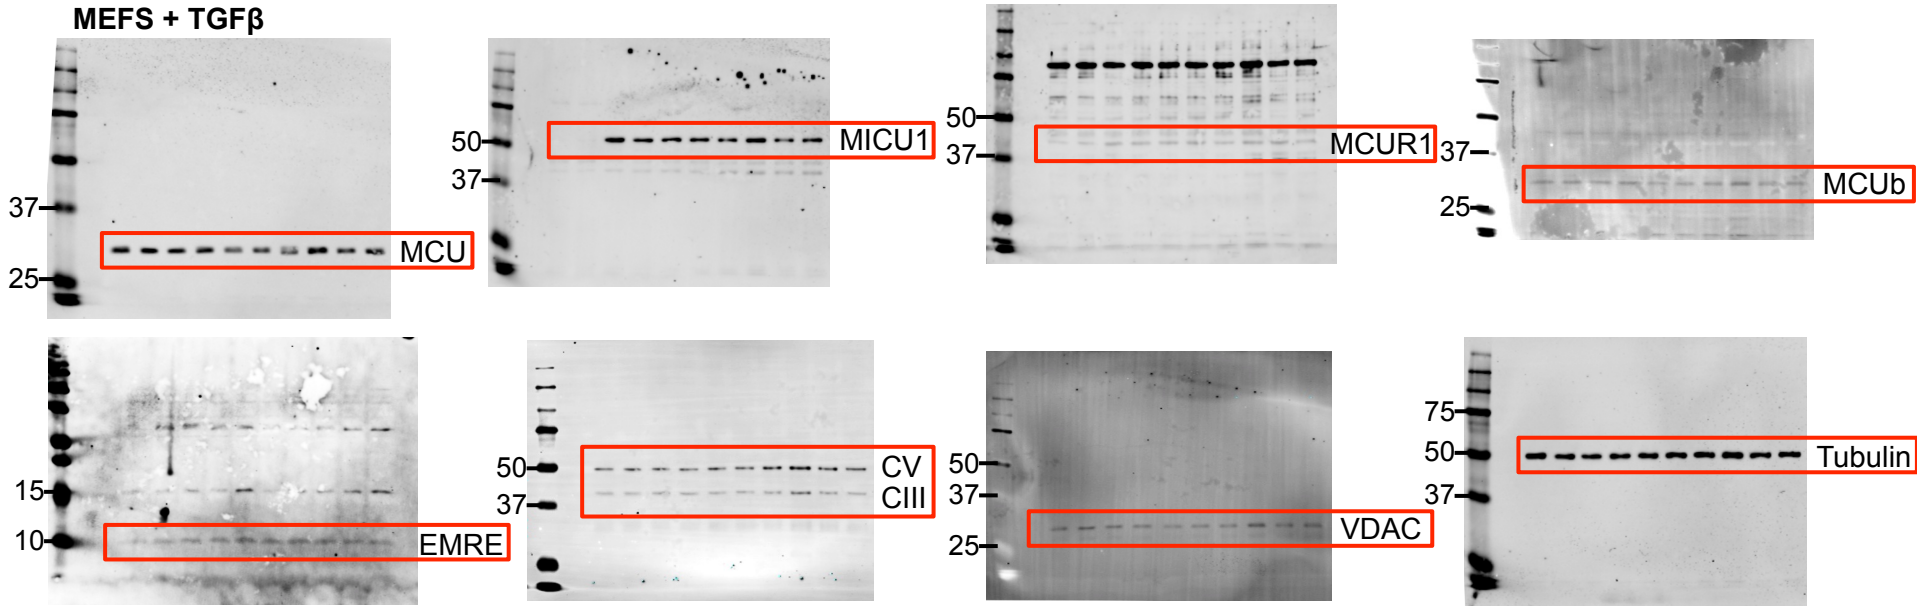

**MEFS + AngII**

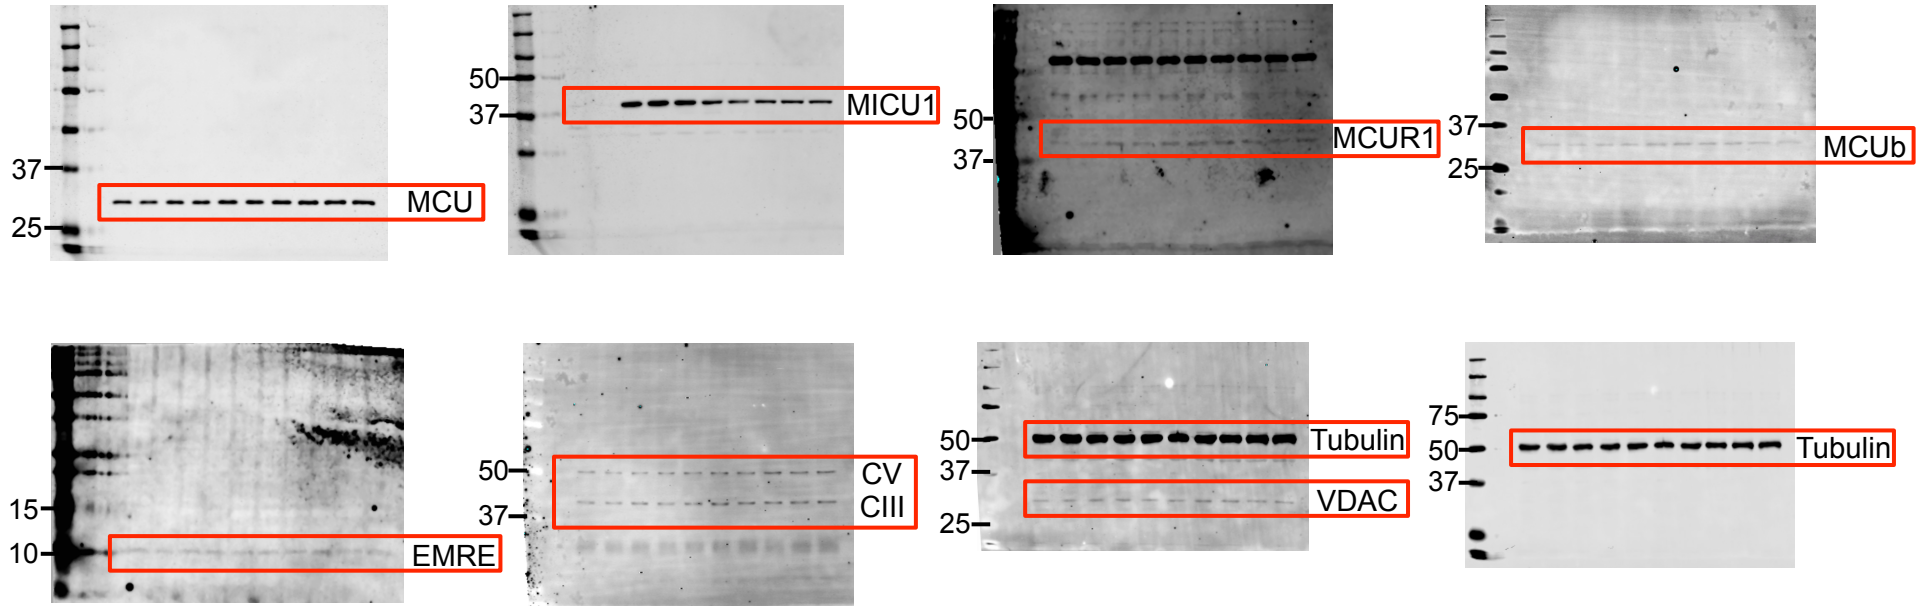

Western blots related to Figure 2 continued.

**MEFS + TGFβ**

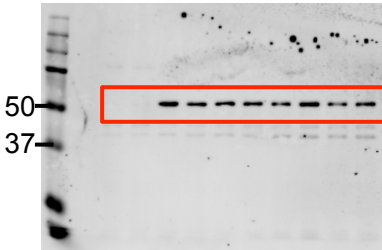

MICU1

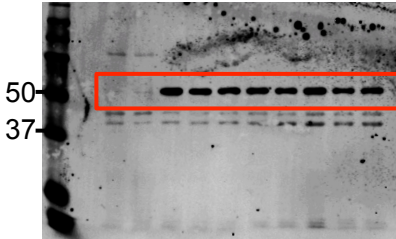

MICU1

**Higher exposure**

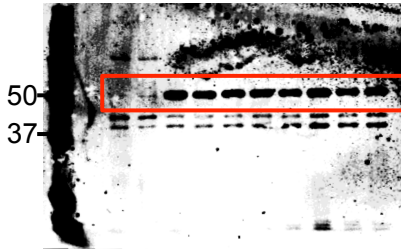

MICU1

**MEFS + AngII**

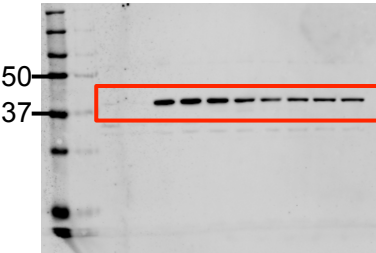

MICU1

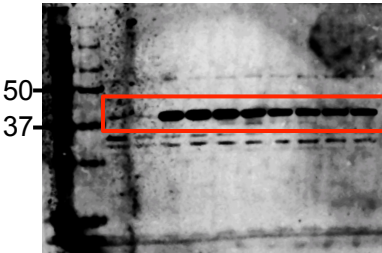

MICU1

**Higher exposure**

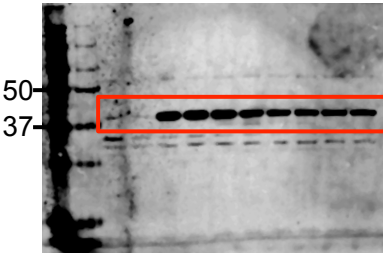

MICU1

**Supplemental Figure 11.** Western blots related to Figure 4.

4B

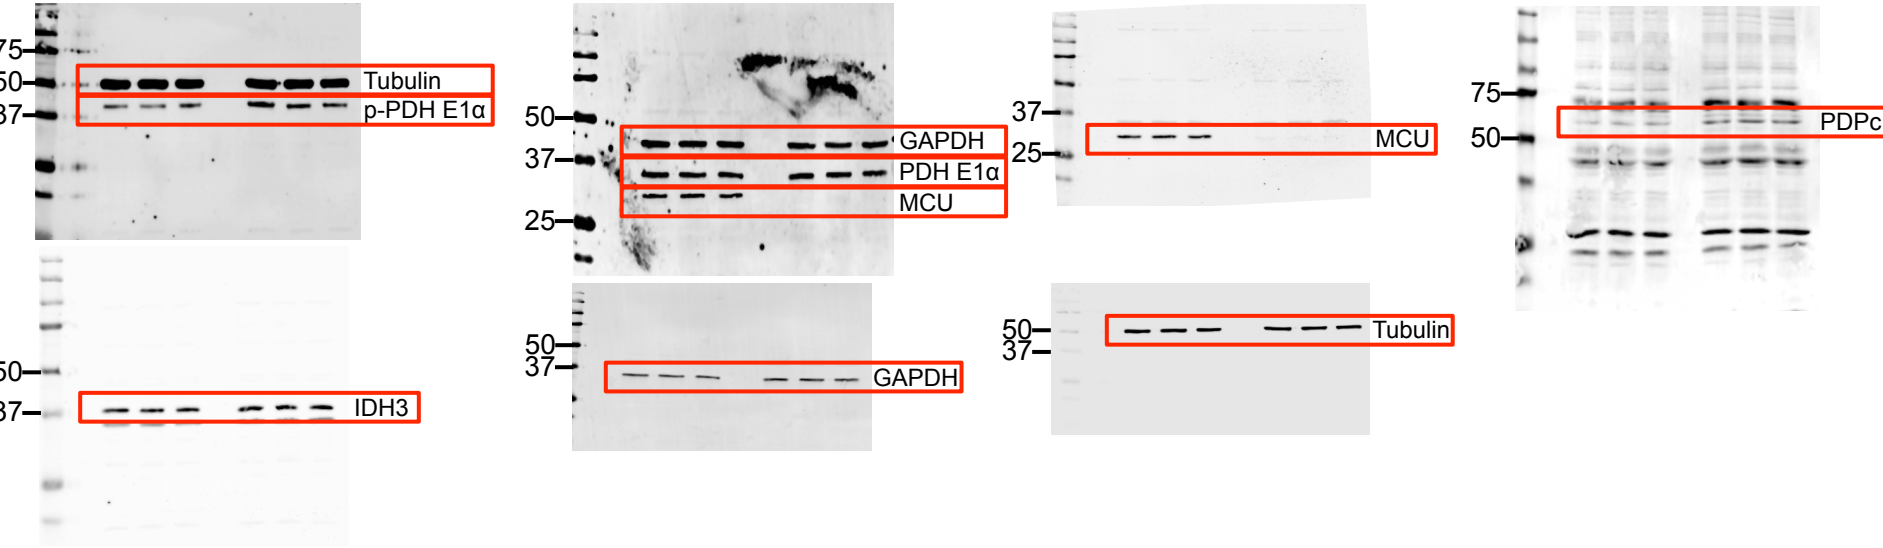

4D

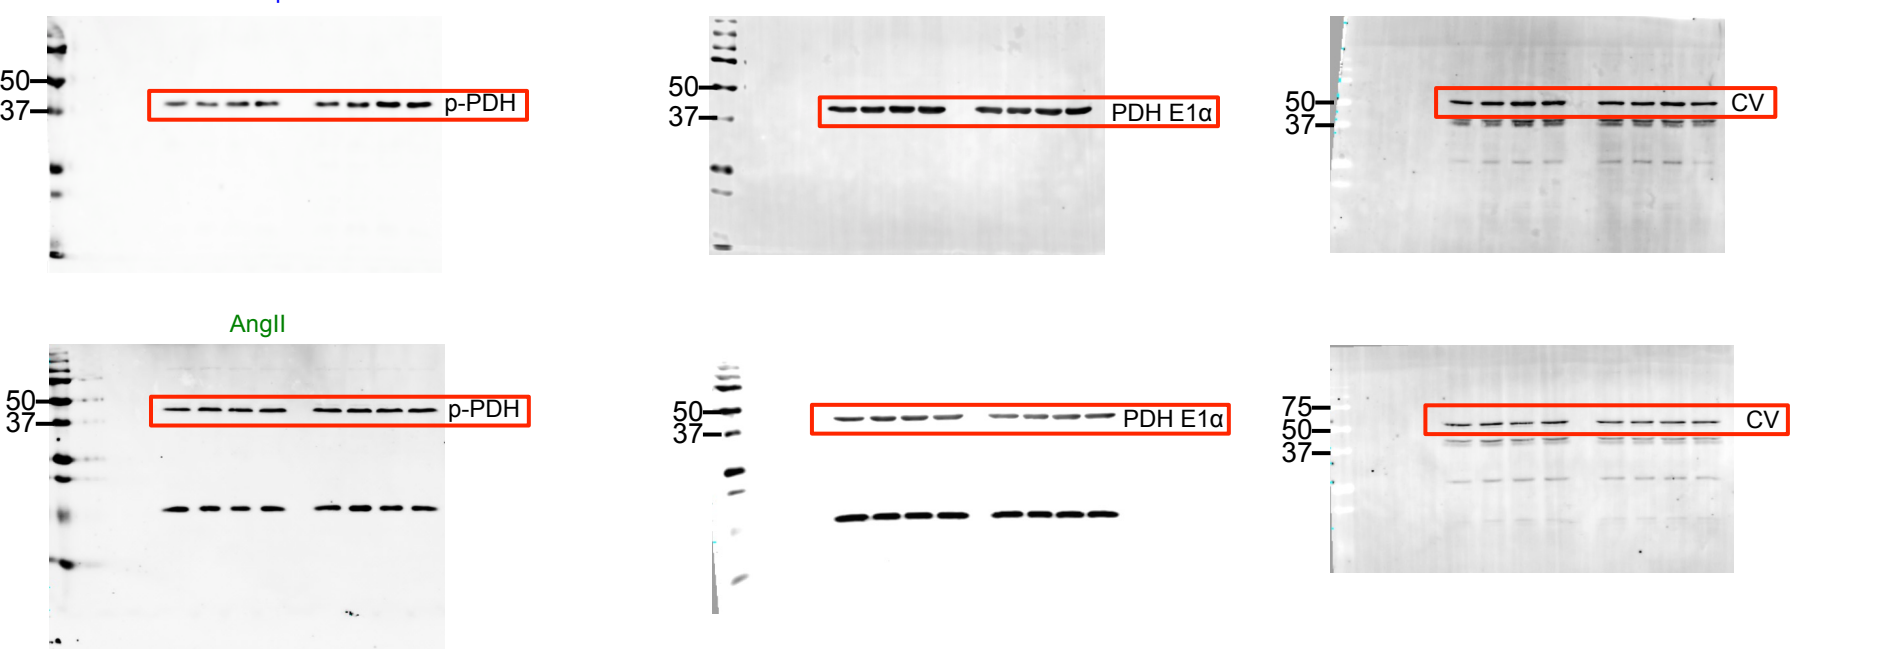

**Supplemental Figure 12.** Western blots related to Figure 5.

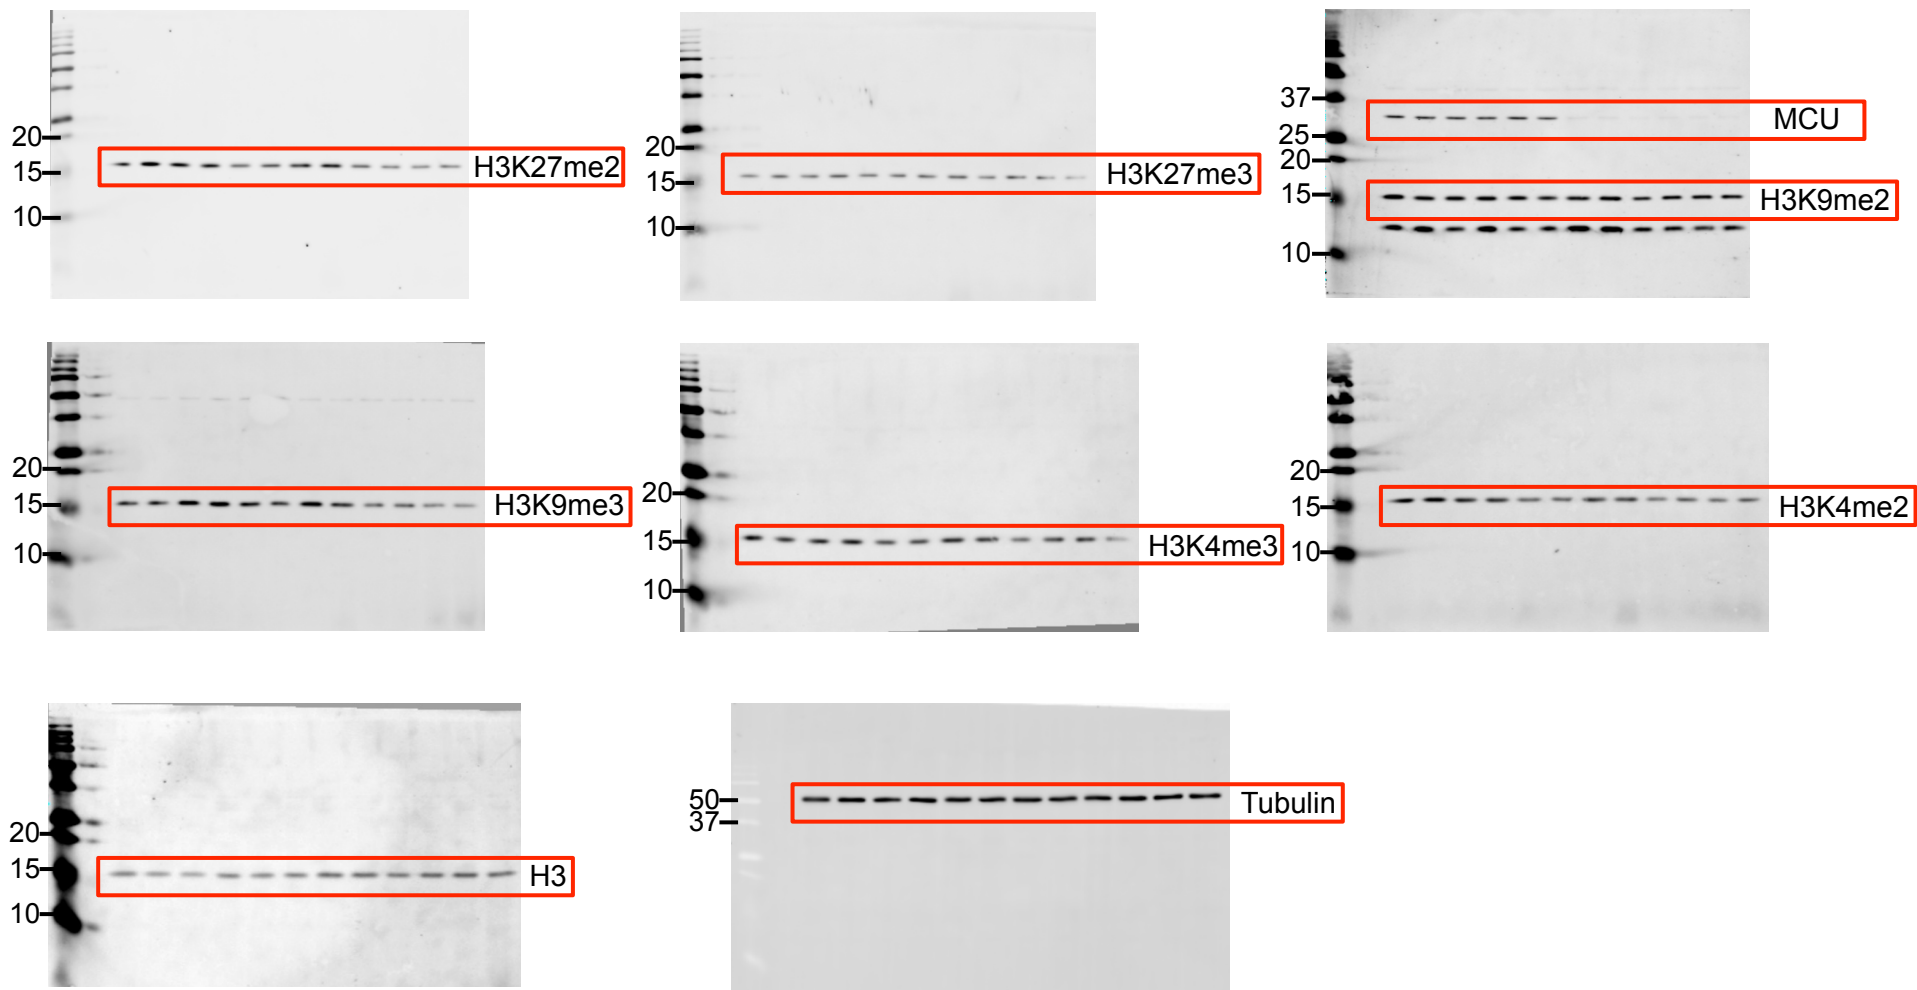

**Supplemental Figure 13.** Western blots related to Figure 6.

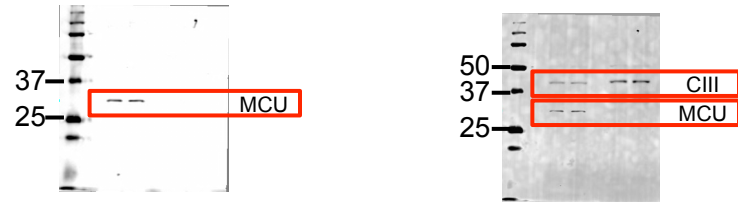

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

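The data are RNA-seq counts from 3 vehicle and 3 TGFβ libraries of mouse fibroblasts, described as MEFs in the paper's results and as cardiac fibroblasts in its methods. The ATAC-seq data of the same samples were not analysed here, so no relation between accessibility and expression was computed.

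The authors prepared stranded poly(A) libraries, sequenced single-end reads of 75 bases, aligned them to mm10 and used DESeq2. The deposited table gives the count of reads per gene and library without normalization, as whole numbers. For each of the 25140 genes it also gives the authors' mean of counts divided by DESeq2 size factors, a normalized signal that median-of-ratios size factors computed from the counts gave back in 100% of genes (within 0.006 or 0.02% of the mean). The deposited log2 fold change is vehicle over TGFβ, so its sign was turned here. The deposited p-value and adjusted p are the authors'. The adjusted p equals a Benjamini-Hochberg adjustment over all 25140 genes (100% of genes, within 1% or 0.00011). Each listed gene has at least 1 count over the 6 libraries. No column of per-sample values was left unused. The table's gene identifiers matched the GENCODE M21 annotation of GRCm38 in 25086 cases. Gene names were taken from the table, where 25 symbols had been turned into dates and 45 genes had none.

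From the counts, edgeR 4.0.16 in R 4.3.3 gave TMM factors, the filter (filterByExpr on the group) and the quasi-likelihood test, with a log2 fold change of TGFβ over vehicle for each gene. Its standard error is the fold change divided by the square root of the F statistic. CPM values are counts over TMM-scaled library sizes, on the usual scale of edgeR's cpm function. Single genes were also compared with a two-sided exact permutation test of the CPM, whose smallest possible p is 0.1 for 3 libraries against 3. Gene lists were tested with camera (limma 3.58.1, correlation between genes of 0.01) and adjusted over the 9 lists tested. The libraries held 27851677 to 31072338 counts, and counting error is small beside the spread between replicates for all loci except *Wnt1*. Limits against a count of 0 use 3 counts over the group and cover the counting error of that 0 only. The counts of the other group were taken as observed.

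The steps were tested on simulated counts of the 25140 genes, drawn from the libraries' own means and sizes. In these, 200 genes were changed by a log2 fold change of at least 1 in size, so recovery of smaller changes was not gauged. Genes were drawn independently, so the list tests below do not cover lists whose genes vary together. edgeR recovered 90.5% of the changed genes, 100% of them with the right sign, and 7.60% of its calls were false. limma-voom recovered 90.0% with 6.30% false calls, and DESeq2 89.5% with 14.9%. A simulated list of 18 genes shifted by 0.5 on the log2 scale had a camera p of 2.36e-25 and a fry p of 2.72e-05, and an unshifted list of the same size 0.467 and 0.264.

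The sample groups, the design, the gene lists and the alternatives were set before the data were examined, apart from the removal of a GC content and length trend, DESeq2 with its prior on fold changes, and the tests named in the closing parts. The genes named are those of the lists, and, among genes past the threshold with a mean of at least 5 CPM and groups that do not overlap, the 5 with the largest rise, the 5 with the largest fall and the gene with the smallest p in each direction. Some results for genes that these rules or lists take in are not reported here. The alternatives were edgeR with DESeq2's size factors or with upper quartile scaling, DESeq2 1.42.0, limma-voom, no filter on low counts, a filter of 1 CPM in 3 libraries, each library left out in turn, an adjusted p of 0.01, a log2 fold change beyond 1, and the authors' deposited table, with fry and camera with an estimated correlation for the lists. The lists are the loci of the paper's browser panels, its qPCR panel, the uniporter genes, glycolysis, PFKFB isoforms, pentose phosphate, pyruvate dehydrogenase, TCA cycle, glutaminolysis, JmjC demethylases, TET, PRC2, the transcription factors the paper names, proliferation, reference genes, TGFβ targets, sex-linked genes, and markers of endothelial cells, leukocytes, cardiomyocytes, smooth muscle, pericytes and mesothelium. *Ccn4*, where the printed region of a browser panel lies, was a list of its own. The trend on GC content and length was removed per library over the 99.92% of tested genes with both values.

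Reads shared between genes were gauged by the share of a gene's 75-base windows, in its longest transcript, that also occur in transcripts of other genes. How the authors' counting treated such reads is not stated in the paper's text. The share was 67.5% for *Pgk1*, 65.4% for *Eno1*, 40.6% for *Pgam1*, 22.8% for *Gapdh* and 70.5% for *Tuba1a*, whose values are uncertain for that reason. The same caution holds for *Got2* (35.2%), *Ccnb1* (35.2%), *Pfkfb2* (25.3%), *Mpc1* (24.8%), *Uqcrc2* (23.8%) and *Pcna* (23.7%).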

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

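The tests on the share of endothelial cells and the removal of a trend on GC content and transcript length were chosen only after the results were seen, as was the choice to single out genes of the pathway lists with a log2 fold change of at least 1 in size. The counts of other splits, the thinning, the removal of the most counted genes and the shares of shared windows were fixed before their values were seen.

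Outside the 7 loci the paper shows, 5823 genes changed with TGFβ by edgeR's quasi-likelihood test, a signal in data the paper does not report on. A bias by GC content or transcript length is argued against as the whole cause, since 5965 genes were called with such trends removed in each library. A difference in library size is argued against by 5793 calls with every library thinned to the smallest total, and a few genes taking most of the counts by 5827 calls without the 12 most counted genes. A different share of endothelial cells is argued against as the whole cause by 6172 calls with the mean log2 level of the endothelial markers in each library as a covariate. Of the 10 ways to split the libraries 3 against 3, only 1, the real one, gave as many calls. The 9 others, which mix vehicle and TGFβ libraries in both groups, gave 0 calls by edgeR, the tool run on the splits, with 49 to 544 genes at an unadjusted p under 0.05, against 7020 for the real split. With 10 splits, a share under 0.1 cannot arise, so the number of splits decides nothing by itself. Spread between single libraries is argued against by the 53.3% of genes whose groups did not overlap, where chance gives 10%. Neither the paper nor the labels name a batch. An effect of the treatment stays open as a hypothesis.

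*Ccn4* was singled out because its rise, a log2 fold change of 2.34 with 3 of 3 TGFβ libraries above every vehicle library, is in a gene the paper does not name, although the region printed on its panel titled *Wnt1* lies within *Ccn4*. The rise was 2.35 with the GC content and length trend removed, the endothelial markers predicted a change of -0.0309, and a share of 0% of its 75-base windows occurs in other genes, so these explanations are argued against. A direct response to TGFβ may explain it, as a hypothesis.

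*Slc16a3*, which encodes a lactate exporter and is not named in the paper, rose by a log2 fold change of 1.24 (adjusted p = 0.00585 from edgeR), with 3 of 3 TGFβ libraries above every vehicle library. Its value was 1.28 with the GC content and length trend removed, the endothelial markers predicted -0.29, the opposite direction, and a share of 0% of its windows occurs in other genes. With each library left out in turn it stayed between 0.95, without the TGFβ library of 28641986 counts, and 1.50. The treatment may explain the rise, as a hypothesis, and whether it bears on the glycolytic flux the paper measures was not tested.

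*Glul*, which encodes glutamine synthetase and is not named in the paper, had a log2 fold change of -1.03 (adjusted p = 9.02e-06 from edgeR), with 3 of 3 TGFβ libraries below every vehicle library. It was -1.04 with the GC content and length trend removed. The endothelial markers predicted -0.04, and 7.91% of its windows occur in other genes, so neither these nor the trend accounts for the fall. A response to TGFβ may explain it, as a hypothesis.

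The glycolysis list, which the paper did not examine in the RNA-seq, was higher with TGFβ by camera (adjusted p = 0.0436), with 11 of 18 genes called higher and 1 lower and a median log2 fold change of 0.27. The call did not hold under fry (adjusted p = 0.0679) or camera with an estimated correlation (0.928), and adjusted p over the alternatives ranged from 0.00268 to 0.928. It was 0.122 without the TGFβ library of 28641986 counts, 0.0753 without the vehicle library of 31072338 counts and 0.0894 without that of 29296570 counts. A GC content and length trend is argued against as the cause by an adjusted p of 0.0282 with the trend removed, and a change in endothelial cells by a predicted median of -0.046. In 5 of the 10 splits of the libraries, the real one included, the camera p of the list was as small. The other splits mix vehicle and TGFβ libraries and 10 splits are too few, so this number decides nothing for or against the treatment, whose effect on the list stays open as a hypothesis. *Eno1*, *Pgk1* and *Pgam1* share 65.4%, 67.5% and 40.6% of their windows with other genes and stay uncertain.

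The proliferation list was lower with TGFβ by camera (adjusted p = 0.00119), with 9 of 12 genes called lower (10 adjusted over the list alone) and a median log2 fold change of -0.64. It was called by fry (adjusted p = 0.0174) and not by camera with an estimated correlation (0.928), and the adjusted p over the alternatives ranged from 6.45e-06 to 0.928. The trend on GC content and length is argued against by an adjusted p of 0.0015 with the trend removed, and endothelial cells by a predicted median of -0.0739. In 4 of the 10 splits, the real one included, the camera p was as small, a number that decides nothing for the same reason. The summed level of the list was 190.4 ± 11.0 CPM with vehicle and 133 ± 14.0 CPM with TGFβ (SD, n = 3 each), with every TGFβ library below every vehicle library (two-sided exact permutation test, p = 0.1, the smallest possible), a gap larger than the spread between cultures. Fewer dividing cells with TGFβ stay open as a hypothesis that was not tested. *Ccnb1* and *Pcna* share 35.2% and 23.7% of their windows with other genes and stay uncertain.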

How the results depend on the processing

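The removal of a GC content and length trend and DESeq2 with its prior on fold changes were chosen after the data were seen; the other alternatives were not. The number of changed genes stayed within 1.5 times of 5828 under every alternative of scaling, tool and filter, under the authors' deposited table (4603) and with each library left out (4489, without the vehicle library of 29296570 counts, to 5481), and no gene was called in opposite directions. At a threshold of 0.01 it was 3595 (1855 higher, 1740 lower), and with a log2 fold change beyond 1 it was 971 (346 higher, 625 lower), since both are stricter.

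Postn, Acta2, Lox, Pdgfra, Col3a1, Micu3, Smdt1 and Slc8b1 kept their direction and their call at an adjusted p of 0.05 under the 15 alternatives of scaling, tool, filter, libraries left out, deposited table, trend and prior. The stricter thresholds were applied to the number of genes only. Col1a1 was called with DESeq2 (0.2287), limma-voom (0.2333), no filter (0.237), the authors' deposited table (0.23), the trend removed (0.3105) and the prior (0.2262), and ranged from 0.1798 to 0.2954 with libraries left out, called without the vehicle library of 29331999 counts (0.2954). Tgfb1 ranged from 0.5256 to 0.9358 and lost its call without the vehicle library of 31072338 (0.6672) or 29296570 counts (0.6955). Fn1, called nowhere, ranged from -0.0285 to 0.1307. Mcub was not called with DESeq2 (-0.1967), the authors' deposited table (-0.19), the prior (-0.1938) or without the vehicle library of 29296570 counts (-0.1836). Mcur1 was not called with the authors' deposited table (-0.19), the prior (-0.1936), without the vehicle library of 29296570 (-0.1734) or 29331999 counts (-0.1746), or without the TGFβ library of 27851677 counts (-0.1686). With libraries left out, they ranged from -0.206 to -0.1808 and from -0.2298 to -0.1686. Vdac1, near 0, was negative with RLE (-0.0014) and upper quartile scaling (-0.0169), the CPM filter (-0.0048) and the trend removed (-0.0106), and ranged from -0.0367 to 0.039. Smad7 was -0.0054 with upper quartile scaling and ranged from -0.0406 to 0.0736.

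Glycolysis (adjusted p) was 0.0536 with upper quartile scaling, 0.0792 with the CPM filter, 0.0679 with fry, 0.928 with an estimated correlation, and 0.00905 to 0.122 with libraries left out, above the threshold without the vehicle library of 31072338 (0.0753) or 29296570 counts (0.0894) or the TGFβ library of 28641986 counts (0.122). Proliferation was 0.928 with an estimated correlation, the TCA cycle 0.0174 with fry, and JmjC demethylases turned upward at 0.967 with the trend removed. Apart from the stricter thresholds and the fits with fewer libraries, the cause was not tested. Wnt1, removed by the filter, has a limit in place of a fitted value. Where it was fitted, its log2 fold change was 6.1972 without the filter (adjusted p = 0.004 from edgeR), 5.6678 with DESeq2, 1.11 in the authors' deposited table (0.00528) and 1.0404 with the prior (0.00823). With no vehicle count these values depend on the prior of each tool and are no limits, and those of the deposited table and the prior lie below the printed limit.

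No paired analysis was possible because the columns of counts carry no replicate number. Pseudocounts and quantile normalization were not run, since the table holds counts, nor was a new adjustment of the authors' p-values, which already cover all genes.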

Differences from the paper's values

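The paper's values below were read by eye from browser tracks with the count values already known, and are rough. In Supplementary Fig. 7f, titled *Wnt1*, the paper's RNA-seq signal with TGFβ is about 0.15 of that with vehicle, read by eye and taken by the track labels. A count of dark pixels in the last exon, which left out the lowest pixels of each track, gave about 0.05 in Supplementary Fig. 7f, and 0.15 is a judgement that allows for them. For the other panels of Supplementary Fig. 7 the pixel count itself was used. Taken by the labels, the paper's value is below 1 by both readings. In the *Wnt1* panel the taller RNA-seq track, beside the vehicle label, is drawn in the colour that marks TGFβ in the other panels and in the ATAC-seq tracks of the same panel. Taken by the colour, the signal would be higher with TGFβ, the direction that the counts of *Ccn4* gave. The counts of *Ccn4* argue against the label, if the tracks show these libraries. They were 146 ± 20.4 CPM with vehicle and 739 ± 40.7 CPM with TGFβ (SD, n = 3 each), and the groups did not overlap. In the counts, the limit for *Wnt1* was 9.45-fold higher with TGFβ, with the TGFβ counts taken as observed. Of the alternatives set before the data were examined, the limit could be recomputed with each library left out, between 5.51 and 11.4. By its printed region the panel's reading is not one of *Wnt1*, so the *Wnt1* counts do not bear on it. The region printed on that panel lies within *Ccn4* (100% of the region). For *Ccn4* the counts gave 5.07 times the vehicle level with TGFβ, against the paper's about 0.15 in Supplementary Fig. 7f, taken by the labels. Every alternative set before the data were examined also differed, with values between 4.71 and 5.39. The tracks of the 6 other panels differed from the counts by less than the limits used for a difference.

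The paper names *Col1a1* among the key myofibroblast genes whose accessibility and transcription it shows. Its log2 fold change here was 0.23, short of the threshold with edgeR over all genes tested (adjusted p = 0.055). It was past the threshold with DESeq2 (adjusted p = 0.00929), limma-voom (0.0369), no filter on low counts (0.0173), the authors' deposited table (0.0155), without the vehicle library of 29331999 counts (0.0291), and in the alternatives chosen after the values were seen, the removal of a GC content and length trend (0.0168) and DESeq2 with its prior (0.0151).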

Other observations

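The tests of a male and female mixture and of the matching between libraries were chosen only after the results were seen, as was the removal of a GC content and length trend.

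As a check of the labels, the TGFβ targets *Ccn2* (log2 fold change 1.49) and *Skil* (0.94) were higher with TGFβ (adjusted p = 2.03e-05 and 1.31e-05 from edgeR), while *Smad7* was near 0 (0.02, adjusted p = 0.881 from edgeR). In total, 3 of the 4 targets were called. Of the sex-linked genes, *Xist* had at most 1 count in any library and the Y-linked *Ddx3y* was counted at 92.1 CPM with vehicle and 110.2 CPM with TGFβ. Of the 4 sex-linked genes tested, 1 was called, higher.

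Of the uniporter genes, 5 of 8 were called, over all genes tested and adjusted over the list alone. *Slc8b1*, which encodes the mitochondrial sodium-calcium exchanger, had a log2 fold change of -0.55 (adjusted p = 0.000197 from edgeR), *Micu3* of 0.54 (0.00582), *Smdt1* of 0.24 (0.003), *Mcub* of -0.19 (0.0151) and *Mcur1* of -0.19 (0.018). The *Mcub* call was lost without the vehicle library of 29296570 counts (adjusted p = 0.0596), and the *Mcur1* call without that library (0.0699), the vehicle library of 29331999 counts (0.0559) or the TGFβ library of 27851677 counts (0.0627). Over the alternatives the adjusted p ran from 0.00916 to 0.114 for *Mcub* and from 0.0129 to 0.071 for *Mcur1*. *Mcu* (0.04, adjusted p = 0.511) was not called. No biological explanation was tested.

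In the paper's qPCR panel, 5 of 8 genes were called over all genes tested and 6 adjusted over the list alone. The paper shows that panel for loss of MCU in MEFs (Fig. 1o), not for TGFβ, so these calls do not test it. Beside the loci reported at the claims, *Col3a1* fell (log2 fold change -0.94, adjusted p = 0.00104 from edgeR), and *Col1a2* (0.13, 0.196) and *Fn1* (0.04, 0.786) were not called. The paper describes a rise of *Pdgfra* mRNA in MEFs after TGFβ by qPCR (Supplementary Fig. 6g), in other samples than the RNA-seq, where *Pdgfra* fell. Of the 5 genes whose products the paper uses as references or blots as controls, *Uqcrc2* (0.19, adjusted p = 0.00714 from edgeR) and *Gapdh* (0.43, 0.000433) were called higher, and *Rps13* (0.12, 0.0936), *Vdac1* (0.00, 0.962) and *Tuba1a* (0.18, 0.162) were not. *Rps13* was called without the TGFβ library of 27851677 counts (0.17, adjusted p = 0.0277), with a range over the alternatives of 0.0277 to 0.264.

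Among the remaining pathway lists, camera over the 9 lists called none. The TCA cycle list (7 of 17 genes called higher, 2 lower; median log2 fold change 0.10) had an adjusted p of 0.372 with camera and 0.0174 with fry. Pentose phosphate (2 of 7 called, both higher), pyruvate dehydrogenase (3 of 13 higher, 2 lower), glutaminolysis (3 of 9 higher, 2 lower), JmjC demethylases (2 of 16 higher, 3 lower) and TET (1 of 3 higher) had an adjusted p of 0.862, and PRC2 (1 of 4 lower) of 0.925. Adjusted over the list alone, the number called by edgeR was 10 for the TCA cycle and 0 for PRC2. In PRC2, 2 genes had an unadjusted p under 0.05 by edgeR. Adjusted over all genes, edgeR called 1 PRC2 gene, DESeq2 0 and limma-voom 1. For pyruvate dehydrogenase the mean log2 fold change was -0.02 and the median 0.02, with camera pointing up. Of the PFKFB isoforms 1 of 4 was called, higher, and of the transcription factors the paper names, 2 of 9 were called higher and 2 lower.

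Markers of other cell types were present at low levels. The endothelial list summed to 431 ± 122 CPM with vehicle and 346 ± 81.8 CPM with TGFβ (SD, n = 3 each; exact permutation test, p = 0.5), led by *Cdh5* at 177 CPM. The leukocyte list, led by *Lyz2* at 217 CPM, summed to 275 ± 56.1 and 244.8 ± 55.0 CPM (exact permutation test, p = 0.5). The cardiomyocyte list summed to 47.8 and 34.6 CPM and the mesothelial list to 37.5 and 22.0 CPM, with 2 of 5 and 4 of 4 genes tested. By edgeR, 0 genes were called in each of these 4 lists. At an unadjusted p under 0.05 there were 0 endothelial, 0 leukocyte, 1 cardiomyocyte and 1 mesothelial genes, and DESeq2 called 1 cardiomyocyte gene and limma-voom 0. The mesothelial list had a median log2 fold change of 0.05 and a mean of -0.07. Of the smooth muscle markers, some of which myofibroblasts share, 3 of 5 were called higher, and of the pericyte markers 1 of 4.

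Libraries of the vehicle and TGFβ groups deviated from their group means in matched ways. Over 9456 genes with a mean of at least 8 CPM, which are not independent replicates, the deviations of the vehicle library of 31072338 counts correlated at 0.49 with those of the TGFβ library of 27851677 counts, those of the library of 29296570 counts at 0.55 with 28894151, and those of 29331999 at 0.63 with 28641986. The other 6 pairs lay between -0.44 and 0.02. A shared GC content or length bias is argued against, since the smallest of the matched correlations was 0.54 with the trend removed, and a varying mixture of male and female cells by *Xist*, with at most 1 count in a library. Only 1 of the 6 ways to match the libraries had a mean correlation as high, but the best of 6 always gives at least 1, so this number decides nothing about a chance matching. The matched columns of the deposited table stand in the same order within their groups, an order that carries no label. A shared origin of a vehicle and a TGFβ culture, such as a common isolation of cells, may explain the pattern, as a hypothesis. The columns give no label to test it, so no paired fit was made. All tests here take the libraries as unpaired and count such shared deviations as spread. A difference that was not called, such as that of *Col1a1* or of the endothelial and leukocyte sums, is therefore not shown to be absent. Within each matched pair the endothelial sum was lower with TGFβ (340 to 288, 384 to 311 and 570 to 440 CPM). The leukocyte sum was lower too (238 to 207, 248 to 220 and 340 to 308 CPM). *Col1a1* was higher in each pair (18825 to 22551, 19446 to 22964 and 21704 to 24935 CPM). These steps were not tested, since the pairs were chosen from the counts.

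*Gapdh* was counted at 24.8 CPM with vehicle and 33.5 CPM with TGFβ, far below *Pkm* at 977 and 1129.8 CPM or *Aldoa* at 870.1 and 954 CPM. Its windows shared with other genes, 22.77% of all and spread over 114 genes, may have led the counting to drop or split its reads. Since most windows are its own by this measure and the counting rule is not known, this explanation cannot be told apart from others, and *Gapdh* also overlaps *Iffo1* on the other strand. No biological explanation was tested.

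The fold changes of the authors' deposited table were nearer 0 than those of edgeR in 84.32% of the genes tested. DESeq2 run with its prior on fold changes came within 0.01 of the deposited log2 value in 84.14% of genes, against 35.41% without the prior. The median difference from the deposited value was 0.00318 with the prior and 0.0734 without, and for *Crabp2* the log2 fold change was 3.39 in the authors' deposited table, 3.38 with the prior and 4.64 without. These values argue against DESeq2 without the prior, at the settings run here, as the origin of the deposited fold changes, and a prior may explain most of the difference. The remaining genes lay further than 0.01 from the deposited value, so the authors' exact settings stay open. The deposited table calls 4603 genes, 4534 of which are among the 5828 called here, in the same direction.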
